# A critical period of prehearing spontaneous Ca^2+^ spiking is required for hair‐bundle maintenance in inner hair cells

**DOI:** 10.15252/embj.2022112118

**Published:** 2023-01-03

**Authors:** Adam J Carlton, Jing‐Yi Jeng, Fiorella C Grandi, Francesca De Faveri, Federico Ceriani, Lara De Tomasi, Anna Underhill, Stuart L Johnson, Kevin P Legan, Corné J Kros, Guy P Richardson, Mirna Mustapha, Walter Marcotti

**Keywords:** calcium waves, development, hair cell, mechanoelectrical transduction, spontaneous action potentials, Neuroscience

## Abstract

Sensory‐independent Ca^2+^ spiking regulates the development of mammalian sensory systems. In the immature cochlea, inner hair cells (IHCs) fire spontaneous Ca^2+^ action potentials (APs) that are generated either intrinsically or by intercellular Ca^2+^ waves in the nonsensory cells. The extent to which either or both of these Ca^2+^ signalling mechansims are required for IHC maturation is unknown. We find that intrinsic Ca^2+^ APs in IHCs, but not those elicited by Ca^2+^ waves, regulate the maturation and maintenance of the stereociliary hair bundles. Using a mouse model in which the potassium channel Kir2.1 is reversibly overexpressed in IHCs (*Kir2.1‐*OE), we find that IHC membrane hyperpolarization prevents IHCs from generating intrinsic Ca^2+^ APs but not APs induced by Ca^2+^ waves. Absence of intrinsic Ca^2+^ APs leads to the loss of mechanoelectrical transduction in IHCs prior to hearing onset due to progressive loss or fusion of stereocilia. RNA‐sequencing data show that pathways involved in morphogenesis, actin filament‐based processes, and Rho‐GTPase signaling are upregulated in *Kir2.1‐*OE mice. By manipulating *in vivo* expression of Kir2.1 channels, we identify a “critical time period” during which intrinsic Ca^2+^ APs in IHCs regulate hair‐bundle function.

## Introduction

Inner hair cells (IHCs) are the primary sensory receptors of the adult mammalian cochlea and relay acoustic information onto type I spiral ganglion afferent neurons via the graded release of glutamate from their specialized ribbon synapses (Fuchs, 2005; Moser *et al*, 2020). Before hearing onset, however, which in most altricial rodents occurs at around postnatal day 12 (P12) (Mikaelian & Ruben, 1964; Ehret, 1983; Romand, 1983), IHCs exhibit patterned action potential activity that is elicited spontaneously in the absence of sound‐induced stimulation by the activation of Ca_V_1.3 Ca^2+^ channels (Marcotti *et al*, 2003a; Tritsch *et al*, 2010; Johnson *et al*, 2011). This activity has been shown to drive the bursting‐like firing pattern along the neural pathway of the immature auditory system (Lippe, 1994; Jones *et al*, 2007; Sonntag *et al*, 2009; Tritsch *et al*, 2010). As with other sensory systems (Katz & Shatz, 1996; Stellwagen & Shatz, 2002; Moody & Bosma, 2005; Blankenship & Feller, 2010), patterned peripheral firing activity was identified as being critical for the refinement of neural circuits in the brain (Clause *et al*, 2014, 2017; Müller *et al*, 2019; Maul *et al*, 2022). Additionally, Ca^2+^‐dependent APs in IHCs have been shown to instruct the normal functional differentiation of the IHCs themselves (Johnson *et al*, 2007, 2013), most likely via regulating gene expression (Dolmetsch *et al*, 1997). However, due to the complex extracellular modulation of the intrinsic Ca^2+^ action potentials in developing IHCs, the exact role of this activity is largely unknown.

Spontaneous intrinsic Ca^2+^ action potentials first appear in the IHCs of the mouse cochlea at late embryonic stages (Marcotti *et al*, 2003a), and their frequency and pattern are controlled by the transiently expressed small‐conductance Ca^2+^‐activated K^+^ current *I*_SK2_ (Marcotti *et al*, 2004) and the inward rectifier K^+^ current *I*_K1_ (Marcotti *et al*, 1999). The frequency and pattern of the electrical activity in IHCs are also extrinsically evoked and modulated by the spontaneous release of ATP from the neighboring nonsensory cells (Tritsch *et al*, 2010; Wang *et al*, 2015; Johnson *et al*, 2017). This complex regulation makes it difficult to identify and separate the specific functional roles of the intrinsic and externally driven Ca^2+^‐dependent AP activity in IHCs.

In this study, we used a mouse model in which the inward rectifier K^+^ channel Kir2.1 (Yu *et al*, 2004) was selectively overexpressed *in vivo* in the IHCs under the control of doxycycline (DOX), lowering their membrane potential and preventing them from firing the intrinsic spontaneous Ca^2+^ action potentials. These “silent” IHCs, however, retained their ability to respond with AP activity to extrinsic modulation by the ATP‐induced signaling from the nonsensory cochlear cells. Our results show that prehearing IHCs require spontaneous intrinsic Ca^2+^ firing to maintain the normal morphological and biophysical characteristics of the mechanoelectrical transducer apparatus for a period of time in the second postnatal week, before the onset of hearing. We also found several key genes that are upregulated in the absence of the intrinsic Ca^2+^ action potential activity in IHCs, several of which are involved in pathways related to maintaining cytoskeletal homeostasis.

## Results

### Overexpression of *Kir2.1* (*Kir2.1‐* OE) in cochlear IHCs *in vivo* prevents spontaneous firing activity

The role of spontaneous Ca^2+^ action potential activity in IHCs, which are spikes generated intrinsically as opposed to those induced by Ca^2+^ waves originating in the nonsensory cells, was investigated by conditionally overexpressing the inwardly rectifying K^+^ channel Kir2.1 (*Kcnj2*) in the IHCs, thereby hyperpolarizing their resting membrane potential.

DOX‐induced overexpression of Kir2.1 channels in the IHCs was evident from the presence of Kir2.1 immunofluorescence in the basolateral membrane of P6 (Fig EV1B) and P11 *Kir2.1*‐OE mice (*Otof* ^*rtTA+/−*^; *Kir2.1* ^*+/−*^: Fig 1B), but not in age‐matched littermate control mice that were also exposed to DOX (*Otof* ^*rtTA+/−*^ *; Kir2.1* ^*+/+*^: P6, Fig EV1A; P9‐P11, Fig 1A). OHCs and nonsensory cells surrounding the hair cells showed no or very little overexpression of Kir2.1 (Appendix Fig S1), indicating specificity of the *Otof* promoter for targeting the IHCs. Prehearing IHCs overexpressing Kir2.1 showed a significantly larger inward K^+^ current compared with control cells but normal outward K^+^ currents (Fig 1C–G, P9‐P11). The larger inward K^+^ current in the IHCs from ***Kir2.1*‐OE** led to a hyperpolarized shift of the resting membrane potential (*V*_m_) of the IHCs of about 10 mV compared with control cells (Fig 1H). The slope conductance around the respective resting *V*_m_ values was also significantly increased in IHCs from *Kir2.1‐OE* mice compared with control littermates (Fig 1I). The overexpression of Kir2.1 in neonatal P4 mice had a similar effect on the biophysical properties of the IHC basolateral membrane (Fig EV1D) as that described in P9‐P11 IHCs (Fig 1D). We also found that the number of presynaptic ribbons, postsynaptic glutamate receptors and their co‐localization in prehearing IHCs was not affected by the overexpression of Kir2.1 channels (Fig EV2A–D). In agreement with the normal morphological profile of the synapses, exocytosis in IHCs was not significantly different between the two genotypes (*P* = 0.4709, 2‐way ANOVA, Fig EV2E and F). These data indicate that the overexpression of Kir2.1 channels is not affecting the expression of the ion channels that are normally present in developing IHCs or their ribbon synapses.

**Figure 1:**
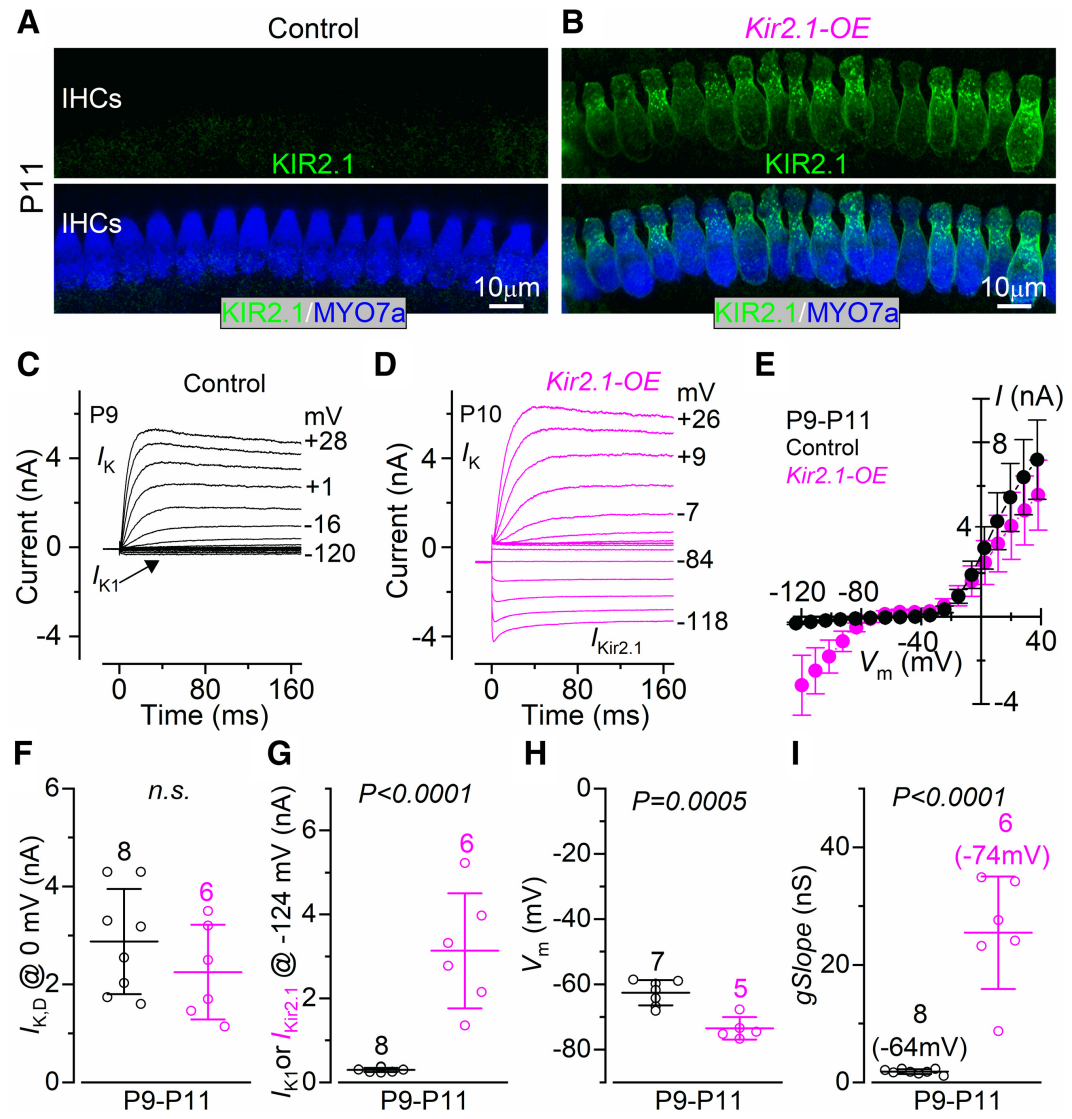
Basolateral membrane properties of IHCs overexpressing Kir2.1 channels A, BMaximum intensity projections of confocal z‐stacks taken from the apical cochlear region of control (A) and littermate *Kir2.1* overexpressing (B, *Kir2.1*‐OE) mice at postnatal day 11. Inner hair cells (IHCs) were stained with antibodies against Kir2.1 (green) and the hair cell marker Myo7a (blue). At least 3 mice for each genotype were used. Scale bars: 10 μm.C, DCurrents from IHCs of control (C, P9) and *Kir2.1*‐OE (D, P10) prehearing mice. Currents were elicited by using depolarizing and hyperpolarizing voltage steps, with a nominal increment of 10 mV, from a holding potential of −84 mV. Test potentials are shown next to some of the traces. Note that the large inward rectifier Kir2.1 current is only present in the IHC of the *Kir2.1*‐OE mouse (D). The outward current is primarily carried by a delayed rectifier current *I*_K_. *I*_K1_ identifies the small inwardly rectifying K^+^ current normally expressed in IHCs.ESteady‐state current–voltage curves obtained from IHCs of control (P9‐P11) and *Kir2.1*‐OE (P9‐P11) mice.F, GSize of the total steady‐state outward (F, *I*_K_: Control 2.88 ± 1.07 nA, *n* = 8; *Kir2.1*‐OE 2.25 ± 0.97 nA, *n* = 6) and inward (G, Control, *I*_K1_: 0.30 ± 0.05 nA, *n* = 8; *Kir2.1*‐OE, *I*_Kir2.1_: 3.13 ± 1.37 nA, *n* = 6) K^+^ currents measured at 0 mV and − 124 mV, respectively. n.s: *P* = 0.2836.HResting membrane potential (*V*_m_) measured in IHCs from Control (−62.6 ± 3.8 mV, *n* = 7) and *Kir2.1*‐OE (−73.5 ± 3.5 mV, *n* = 5).ISlope conductance of the current measured at around the respective resting *V*_m_ (Control 1.8 ± 0.4 nS, *n* = 8; *Kir2.1*‐OE 25.5 ± 9.6 nA, *n* = 6). Data information: In panels F–I, data are shown as means ± SD, and the single cell value recordings (open symbols) are plotted with the average data. All statistical tests were performed using the Student's *t*‐test. The number of IHCs investigated is shown above the average data points (6 control and 3 *Kir2.1*‐OE mice). Source data are available online for this figure.

**Figure EV1:**
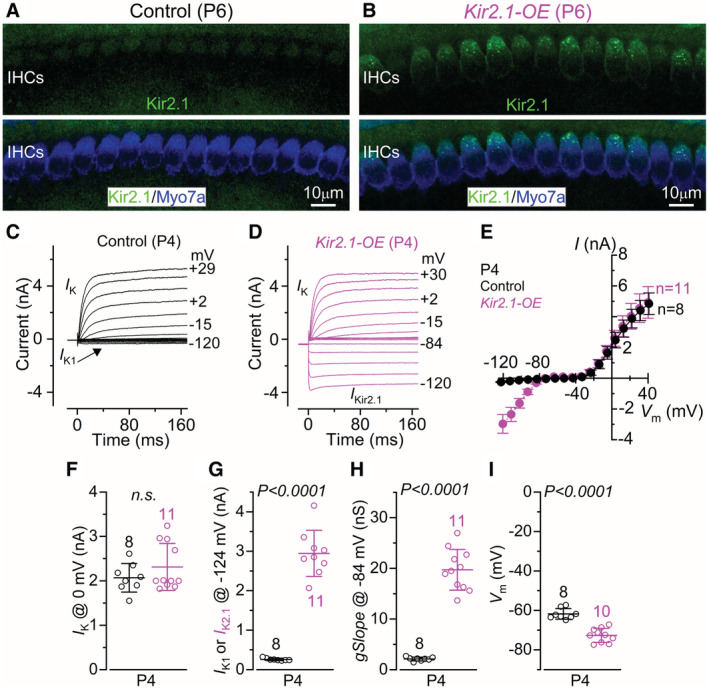
Basolateral membrane properties of P4 IHCs overexpressing Kir2.1 channels A, BMaximum intensity projections of confocal *z*‐stacks showing the inner hair cells (IHCs) of the apical cochlear region from control (A) and littermate *Kir2.1* overexpressing (B, *Kir2.1*‐OE) mice at postnatal day 6 (P6). IHCs were stained with antibodies against Kir2.1 (green) and the hair cell marker Myo7a (blue). At least 3 mice for each genotype were used. Scale bars: 10 μm.C, DCurrents from IHCs of control (C) and *Kir2.1*‐OE (D) prehearing P4 mice. Currents were elicited by using depolarizing and hyperpolarizing voltage steps (10 mV nominal increment), from a holding potential of −84 mV. Test potentials are shown next to some of the traces. Note that the large inward rectifier Kir2.1 current is only present in the IHCs of the *Kir2.1*‐OE mouse (D). The outward current is primarily carried by a delayed rectifier current *I*_K_. *I*_K1_ identifies the small inwardly rectifying K^+^ current normally expressed in immature IHCs.ESteady‐state current–voltage curves obtained from IHCs of control and *Kir2.1*‐OE P4 mice.F, GSize of the total steady‐state outward (F, *I*_K_: Control 2.07 ± 0.32 nA, *n* = 8; *Kir2.1*‐OE 2.31 ± 0.53 nA, *n* = 11) and inward (G, Control, *I*_K1_: 0.26 ± 0.03 nA, *n* = 8; *Kir2.1*‐OE, *I*_Kir2.1_: 2.97 ± 0.61 nA, *n* = 11) K^+^ currents from P4 IHCs measured at 0 mV and −124 mV, respectively. n.s: *P* = 0.2836.HSlope conductance of the current measured at −84 mV (Control 2.12 ± 0.38 nS, *n* = 8; *Kir2.1*‐OE 19.71 ± 4.03 nA, *n* = 11).IResting membrane potential (*V*_m_) measured in IHCs from control (−61.8 ± 2.7 mV, *n* = 8) and *Kir2.1*‐OE (−72.7 ± 3.6 mV, *n* = 10). Data information: In panels F–I, data are shown as means ± SD, and the single cell value recordings (open symbols) are plotted with the average data. The number of IHCs investigated is shown above the average data points. All statistical tests were performed using the Student's *t*‐test. Source data are available online for this figure.

**Figure EV2:**
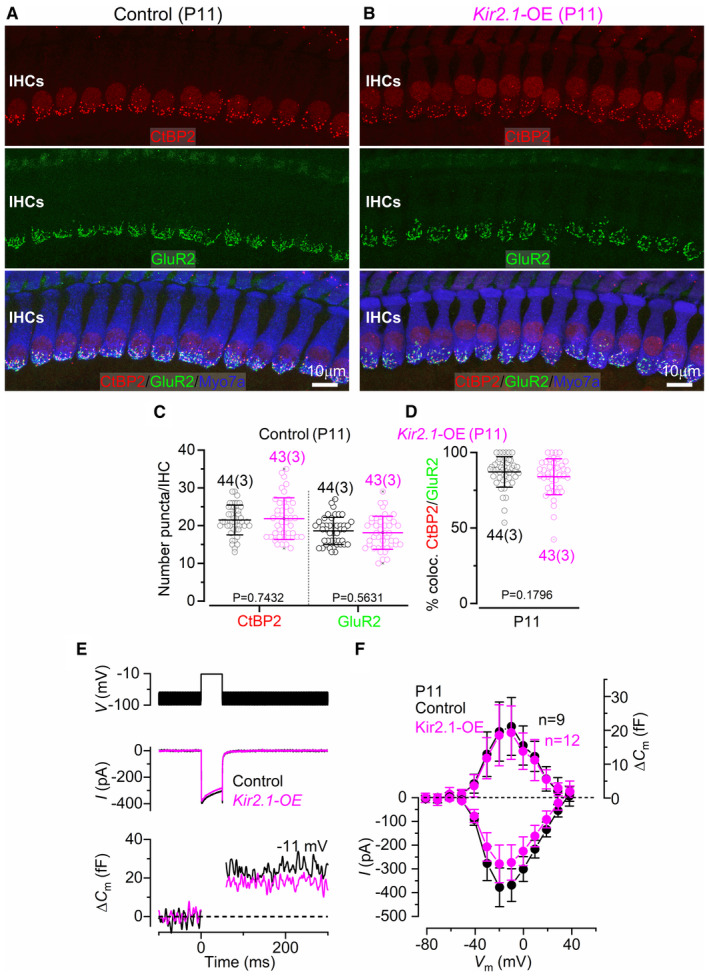
The morphology and function of the synaptic machinery in IHCs are not affected by Kir2.1 overexpression A, BMaximum intensity projections of confocal *z*‐stacks of IHCs taken from the apical cochlear region (9–12 kHz) of control (A) and *Kir2.1‐*OE (B) mice at P11 using antibodies against CtBP2 (ribbon synaptic marker: red) and GluR2 (postsynaptic receptor marker: green). Myosin 7a (Myo7a) was used as the IHC marker (blue). At least 3 mice for each genotype were used. Scale bar 10 μm.C, DNumber of CtBP2 and GluR2 puncta in IHCs from control and *Kir2.1‐*OE (C) and co‐localized CtBP2 and GluR2 puncta in IHCs from both genotypes (D). Data are plotted as mean values (lines) and individual CtBP2 and GluR2 counts or colocalized counts (smaller open symbols). Numbers above or below the data in panels represent the IHCs (and mice) used for each time point. All comparisons were not significantly different, and *P*‐values are shown below the data and were obtained using the Student's *t*‐test. Average values are mean ± SD.E, FCalcium current (*I*_Ca_) and corresponding changes in membrane capacitance (Δ*C*_m_) recorded from IHCs of control and *Kir2.1‐OE* mice. Recordings were obtained in response to 50 ms voltage steps (10 mV increments) from −81 mV and using 1.3 mM extracellular Ca^2+^ and at body temperature. For clarity, only maximal responses at −11 mV are shown. Average peak *I*_Ca_ (bottom) and Δ*C*_m_ (top) curves from IHCs of control (black) and *Kir2.1‐OE* (magenta) mice (F). Average values are mean ± SD. Source data are available online for this figure.

We then investigated the ability of IHCs to fire intrinsic and induced Ca^2+^ action potentials at near body temperature (34–37°C) with an *in vivo* endolymph‐like solution surrounding the IHC hair bundles. IHC Ca^2+^ action potentials are elicited by the opening of Ca^2+^ channels that activate at around −60 mV (Marcotti *et al*, 2003a). During the first postnatal week, the ionic composition of the endolymph is comparable to that of the perilymph, which contains 1.3 mM Ca^2+^ (Wangemann & Schacht, 1996). Under these recording conditions, spontaneous Ca^2+^ spiking activity was recorded from P4 control IHCs (Fig 2A). The mean spike frequency of IHCs was 2.19 ± 1.09 Hz (*n* = 6), and the coefficient of variation (CV) was 1.30 ± 0.63 (*n* = 7, duration of the recordings 45–101 s), which being greater than one, is indicative of a bursting pattern of activity as previously demonstrated (Johnson *et al*, 2011). In P4 *Kir2.1*‐OE mice, due to the more hyperpolarized resting *V*_m_, IHCs do not fire action potentials spontaneously, although they retain the ability to do so during large depolarizing current injections (Fig 2B). During the second postnatal week, spontaneous action potentials in IHCs disappear when using *ex vivo* cochlear preparations, which is due to a progressive hyperpolarization of the IHC resting *V*_m_ (Marcotti *et al*, 2003b) but could still be elicited by depolarizing current injections (Fig 2C, top panel). This membrane hyperpolarization is likely to be compensated *in vivo* by the resting open probability of the mechanoelectrical transducer (MET) channel (Johnson *et al*, 2012). This is because *in vivo* the endolymphatic Ca^2+^ concentration during the second postnatal week has been estimated to be near 0.3 mM (Johnson *et al*, 2012), which will increase the open probability of the MET channels and thus cause the IHCs to depolarize to around the action potential threshold (Fig 2C, bottom panel; for spike frequency and CV see Fig 7E). We found that the IHCs from *Kir2.1*‐OE mice failed to elicit spontaneous action potentials even in the estimated 0.3 mM endolymphatic Ca^2+^ concentration, causing the IHCs to remain silent at rest (Fig 2D).

**Figure 2:**
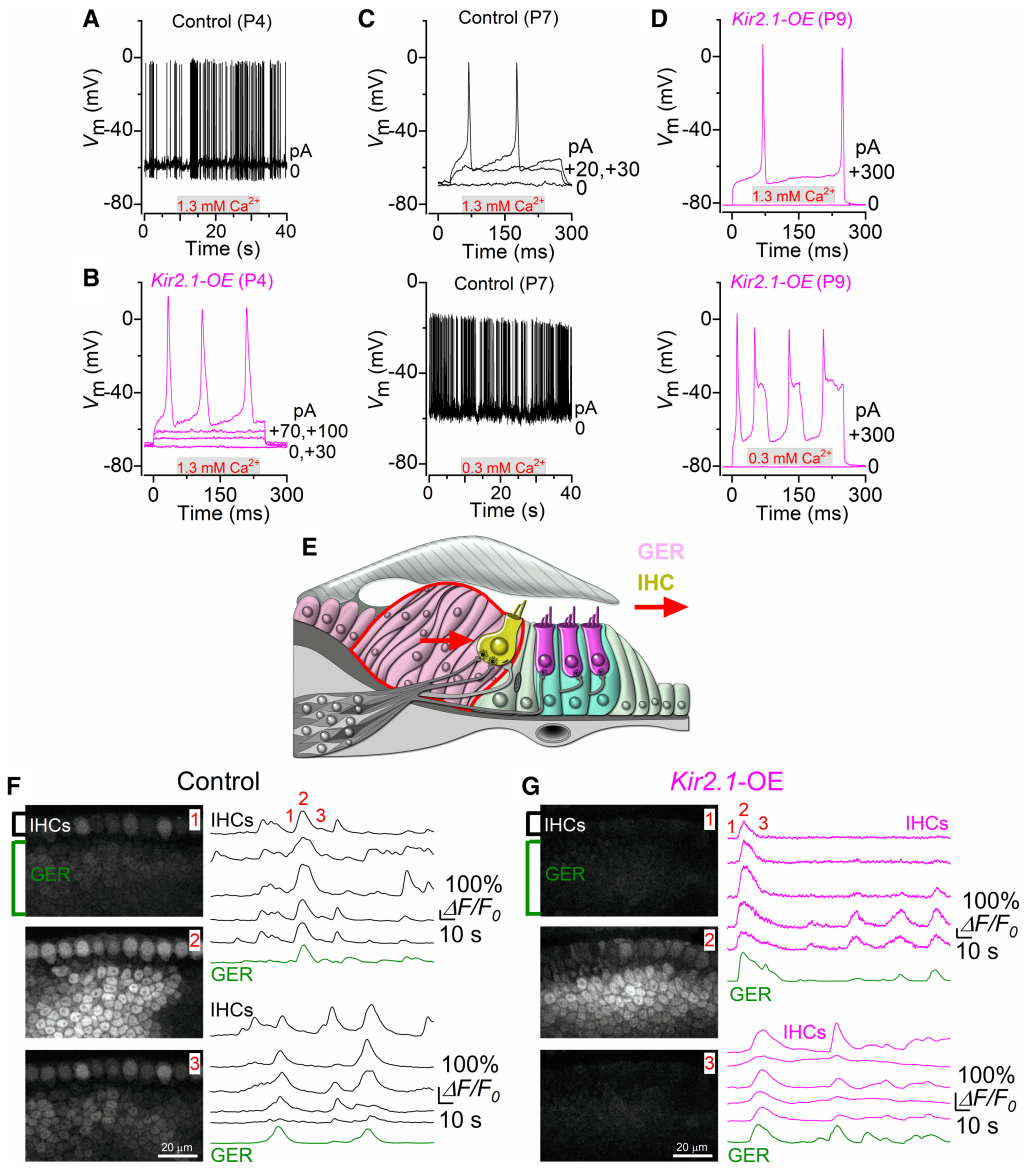
Kir2.1 overexpression prevents spontaneous, but not induced, Ca^2+^ action potentials in IHCs A, BWhole‐cell recordings of Ca^2+^ action potential activity in apical‐coil IHCs from P4 control (A) and *Kir2.1*‐OE (B) mice in the presence of 1.3 mM Ca^2+^ in the extracellular solution and at body temperature. Note that IHCs from control mice (A) fire spontaneous action potentials (40 s out of 142 s recording time), while those from overexpressing *Kir2.1* IHCs (B) require a substantial current injection to elicit any spikes. For voltage‐clamp data see also Fig EV1C–I. Data in Panel A,B, and Fig EV1C–I were obtained from 8 control IHCs (7 mice) and 11 *Kir2.1*‐OE IHCs (6 mice).C, DCalcium action potentials in IHCs from control (C) and *Kir2.1*‐OE (D) mice during the second postnatal week. IHC voltage responses were recorded during the application of a solution containing 1.3 mM Ca^2+^ (top panels) or 0.3 mM Ca^2+^ (bottom panels). The latter Ca^2+^ concentration (0.3 mM), which was used to mimic the estimated *in vivo* Ca^2+^ concentration in the endolymphatic compartment (Johnson *et al*, 2012), caused control IHCs, but not those from *Kir2.1*‐OE mice, to elicit spontaneous action potentials (40 s out of 56 s recording time).EDiagram showing a cross‐section of an immature organ of Corti. IHCs: inner hair cells; GER: greater epithelial ridge, which includes nonsensory cells surrounding the IHCs. Red arrows indicate the propagation of ATP‐induced Ca^2+^ waves from the GER towards the IHCs, which leads to their depolarization (Tritsch *et al*, 2007; Wang *et al*, 2015; Johnson *et al*, 2017).F, GRepresentative Δ*F*/*F*_0_ traces from the IHCs and GER of P7‐P9 control (F) and *Kir2.1*‐OE (G) mice in the presence of 0.3 mM Ca^2+^. Spontaneous ATP‐dependent Ca^2+^ waves from the GER (green traces) were eliciting coordinated Ca^2+^ signals in the IHCs from both controls and *Kir2.1*‐OE mice. For each genotype, two separate sets of recordings from 2 mice are shown (top and bottom right), with the top traces being linked to the images on the left: before [1], during [2] and after [3]) the generation of a large Ca^2+^ wave from the GER. For details about the frequency and duration of the Ca^2+^ waves, and the number of mice and recordings see Fig EV3. All recordings were obtained at body temperature. Traces are computed as pixel averages of regions of interest centred on IHCs. Source data are available online for this figure.

IHCs are surrounded by nonsensory cells in the greater epithelial ridge (GER, also known as Kölliker's organ: Fig 2E). The release of ATP from nonsensory cells of the GER leads to spatially and temporally coordinated Ca^2+^ waves that propagate across the epithelium and cause IHCs to depolarize as much as 28 mV (Tritsch *et al*, 2010). This depolarization has been shown to produce periodic bursts of Ca^2+^ action potentials in IHCs (Tritsch *et al*, 2007, 2010; Wang *et al*, 2015; Johnson *et al*, 2017). The frequency and duration of the Ca^2+^ waves in the nonsensory cells were not affected by the overexpression of the Kir2.1 channels (Fig EV3A and B). Therefore, we investigated whether the more hyperpolarized IHCs (by about 10 mV) from *Kir2.1*‐OE mice retained the ability to respond to spontaneous Ca^2+^ waves originating in the GER. We found that in the presence of the estimated *in vivo* endolymph‐like Ca^2+^ (0.3 mM), the Ca^2+^ signals caused by the opening of the Ca^2+^ channels in IHCs followed very closely the time course of the Ca^2+^ wave originating in the GER in both control (Fig 2F) and *Kir2.1*‐OE (Fig 2G) P7‐P9 mice. Moreover, the correlation between IHC Ca^2+^ activity and Ca^2+^ waves in the nonsensory cells was unaffected in Kir2.1 mice (Fig EV3C). This indicates that the large depolarization caused by the extracellular input of the nonsensory cells was necessary and sufficient to depolarize the IHCs in *Kir2.1*‐OE mice and cause the opening of voltage‐gated calcium channels.

**Figure 3:**
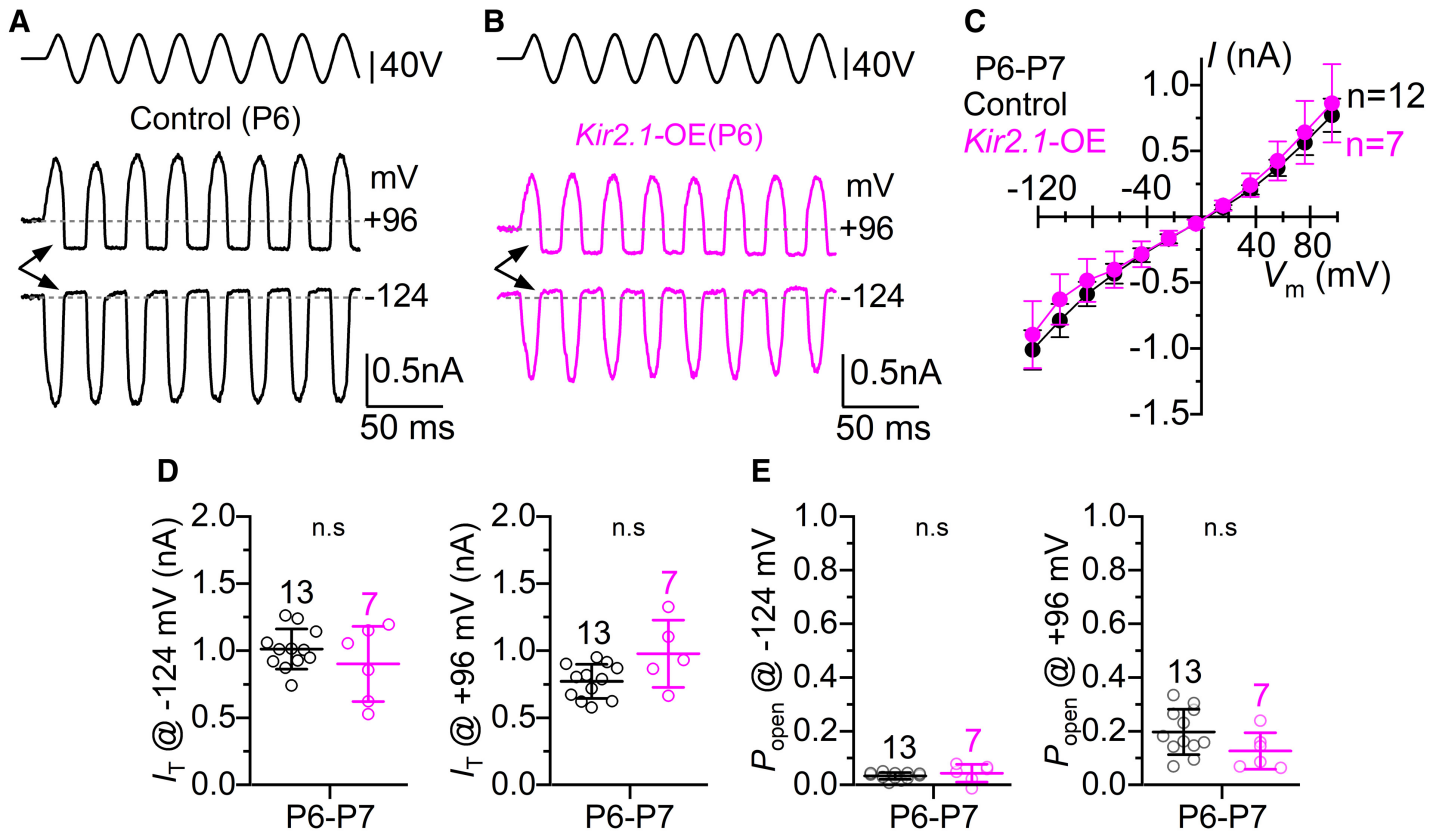
Mechanoelectrical transduction in Kir2.1 overexpressing IHCs is normal during the first postnatal week A, BSaturating MET currents recorded from apical IHCs of P6 control (A) and *Kir2.1*‐OE (B) mice in response to 50 Hz sinusoidal force stimuli to the hair bundles at membrane potentials of −124 and +96 mV. Driver voltage (DV) stimuli to the fluid jet are shown above the traces, with positive deflections of the DV being excitatory. The arrows indicate the closure of the transducer channel in response to inhibitory bundle stimuli at −124 and +96 mV.CPeak‐to‐peak MET current–voltage curves from P6‐P7 apical‐coil IHCs of 7 control (12 IHCs) and 3 littermate *Kir2.1*‐OE mice (7 IHCs). Recordings were obtained by mechanically stimulating the hair bundles of IHCs at the same time as stepping their membrane potential from −124 mV to +96 mV in 20 mV increments. The two sets of data are not significantly different: *P* = 0.6320, 2‐way ANOVA.DMaximum size of the MET current recorded at −124 mV (left panel) and +96 mV (right panel) in IHCs from both genotypes.EResting open probability (*Popen*) of the MET current in IHCs from the two genotypes measured at −124 mV (left) and +96 mV (right). The resting open probability was calculated by dividing the resting MET current (the difference between the current level before the stimulus, indicated by the dashed line, and the current level at the negative phase of the stimulus when all channels are closed) by the maximum peak‐to‐peak MET current. Data information: All comparisons in panels D and E are not significantly different between the two genotypes (D: −124 mV: *P* = 0.2269; +96 mV: *P* = 0.3620; E: −124 mV: *P* = 0.3766; +96 mV: *P* = 0.2846, *t*‐test). In panels C‐E, data are shown as means ± SD, and the single cell value recordings (open symbols) are plotted behind the average data. The number of IHCs investigated is shown above the averaged data points from 7 control and 3 *Kir2.1*‐OE mice. Source data are available online for this figure.

**Figure 4:**
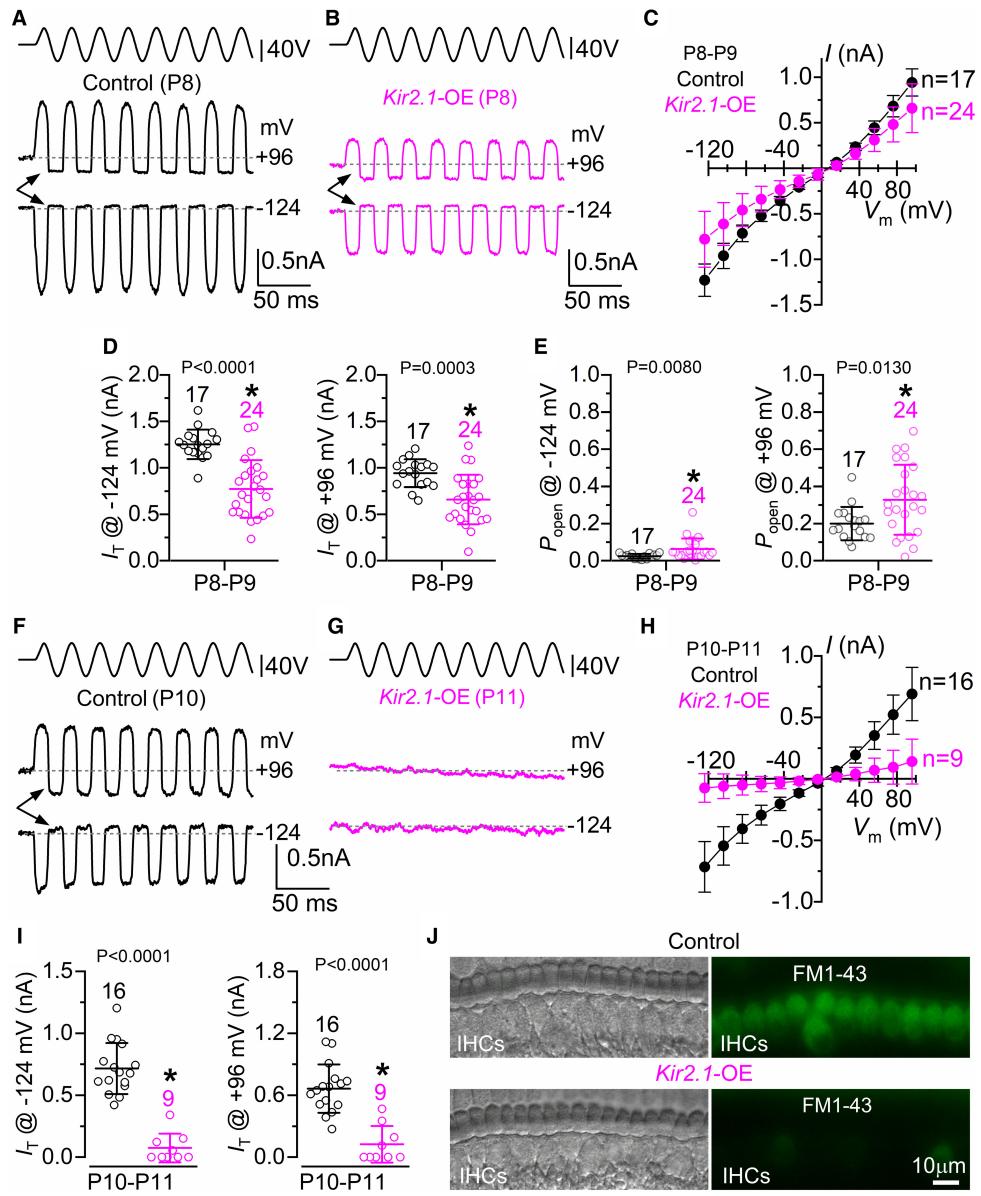
Rapid disappearance of the MET current in *Kir2.1* overexpressing IHCs during the second postnatal week A, BSaturating MET currents recorded from apical IHCs of P8 control (A) and *Kir2.1*‐OE (B) mice. IHC hair bundles were stimulated as described in Fig 3.CPeak‐to‐peak MET current–voltage curves from P8‐P9 apical‐coil IHCs of 12 control (17 IHCs) and 13 littermates *Kir2.1*‐OE mice (24 IHCs). The two sets of data are significantly different: *P* < 0.0001, 2‐way ANOVA.DThe maximum size of the MET current measured in IHCs at −124 mV (left panel) and +96 mV (right panel) from *Kir2.1*‐OE mice was significantly reduced compared to that of control cells.EThe resting open probability (*P*_open_) of the MET current in IHCs was significantly increased in *Kir2.1*‐OE compared with control cells at both −124 mV (left) and +96 mV (right).F, GSaturating MET currents recorded from apical IHCs of control (F, P10) and *Kir2.1*‐OE (G, P11) mice. IHC hair bundles were stimulated as described in Fig 3.HPeak‐to‐peak MET current–voltage curves from P10‐P11 apical‐coil IHCs of 13 control (16 IHCs) and 4 littermate *Kir2.1*‐OE mice (9 IHCs). The two sets of data are significantly different: *P* < 0.0001, 2‐way ANOVA.IThe maximum size of the MET current measured in IHCs at −124 mV (left panel) and +96 mV (right panel) from *Kir2.1*‐OE mice is significantly reduced compared to that of control cells.JExample of FM1‐43 uptake by IHCs from P11 control (top) and *Kir2.1*‐OE (bottom) mice, showing the lack of fluorescence labeling in the latter, which is an indication of the lack of MET channels open at rest at this stage in the IHCs overexpressing the Kir2.1 channels. At least 3 mice for each genotype were used. Data information: In panels D, E, I, data are shown as means ± SD, and the single cell value recordings (open symbols) are plotted with the average data. The number of IHCs investigated is shown above the average data points from 12 control and 13 littermates *Kir2.1*‐OE mice (panels D and E) and 13 control and 4 littermate *Kir2.1*‐OE mice (panel I). Statistical tests in panels D, E, I was done using the *t*‐test. The * defines the presence of statistical significance, with the *P*‐value shown above the data. Source data are available online for this figure.

**Figure EV3:**
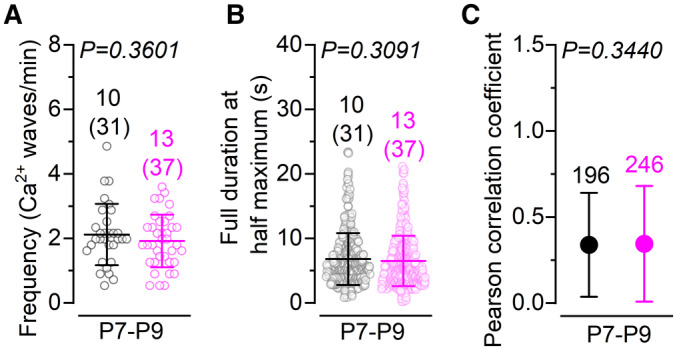
Ca^2+^ signals in IHCs are correlated with the Ca^2+^ waves in nonsensory cells A, BFrequency (A) and full duration at half maximum (B) of the Ca^2+^ waves recorded from P7‐P9 control and *Kir2.1*‐OE mice. The full duration at half maximum measures how long the Ca^2+^ waves last in time, which was measured as the duration of the Ca^2+^ trace at half the peak. Data are shown as means ± SD and single data points are shown as open circles. The number above the data represents the number of mice tested and, in between the brackets, the number of recordings. Note that for the frequency (A) each data point represents one recording (usually 2–3 recordings per mouse). For the full duration at half maximum (B), we plotted one data point for each of the Ca^2+^ waves recorded from both control (365 Ca^2+^ waves) and *Kir2.1*‐OE (395 Ca^2+^ waves) mice. *P*‐values shown above the panels were calculated using the Student's *t*‐test.CAverage Pearson correlation coefficient between the Ca^2+^ activity in individual IHCs and the Ca^2+^ waves in the nonsensory cells from control and *Kir2.1‐OE* mice (10 and 13, respectively). Numbers of IHCs analyzed are shown above the data. Data are shown as means ± SD. The correlation coefficients for both control and *Kir2.1‐OE* mice were significantly different from zero (*P* < 0.001, Wilcoxon rank‐sum test). There was no significant difference between control and *Kir2.1‐OE* mice (*P* = 0.3440, Mann–Whitney U test). For calculating descriptive statistics and tests of significance, Pearson correlation coefficients were transformed using Fisher transformation (inverse hyperbolic tangent). Source data are available online for this figure.

### Progressive loss of mechanoelectrical transduction in IHCs lacking intrinsic Ca^2+^ action potentials

MET currents were recorded from apical‐coil IHCs by displacing their hair bundles using a 50 Hz sinusoidal force stimulus from a piezo‐driven fluid jet (Corns *et al*, 2018; Carlton *et al*, 2021). A large MET current was elicited in all IHCs tested from control (Fig 3A) and *Kir2.1*‐OE (Fig 3B) mice at P6‐P7 when their stereociliary bundles were moved towards the taller stereocilia (i.e., in the excitatory direction) at negative membrane potentials. By stepping the membrane potential from −124 mV to more depolarized values in 20 mV increments, the transducer current decreased in size at first and then reversed near 0 mV in IHCs from both genotypes (Fig 3A–C), consistent with the nonselective permeability of MET channels to cations. The maximal MET current at both −124 mV and +96 mV was not significantly different between control and littermate *Kir2.1*‐OE mice (*P* = 0.2269 and *P* = 0.3620, respectively, *t*‐test, Fig 3D). The resting open probability of the MET channel, which is derived from the current flowing through open transducer channels in the absence of mechanical stimulation (arrows: Fig 3A and B), was also not significantly different between the IHCs from the two genotypes (−124 mV: *P* = 0.3766; +96 mV: *P* = 0.2846, Fig 3E). At P8‐P9, the size of the MET currents became more variable in the IHCs overexpressing the Kir2.1 channel, with some cells showing a third of the current recorded from control mice (Fig 4A–C). Overall, the size of the MET current was significantly reduced (−124 mV: *P* < 0.0001; +96 mV: *P* = 0.0003, Fig 4D) and the resting open probability increased (−124 mV: *P* = 0.0080; +96 mV: *P* = 0.0130, Fig 4E) in IHCs from *Kir2.1‐*OE mice compared with controls. Since an increased resting open probability of the MET channel could be associated with changes, specifically a reduction, in the free Ca^2+^ inside the stereocilia, we tested this possibility by changing the intracellular Ca^2+^ buffering capacity by using different concentrations of the fast Ca^2+^ chelator BAPTA. Increasing the intracellular BAPTA from 0.1 to 5 mM significantly augmented the resting open probability of the MET channel in IHCs from both genotypes, although at both BAPTA concentrations it was significantly higher in the IHCs of *Kir2.1‐*OE mice (Fig EV4). This indicates that in the absence of spontaneous intrinsic firing activity in the IHCs of *Kir2.1‐*OE mice, the MET channels are likely to have a reduced Ca^2+^ sensitivity during the second postnatal week. By P10‐P11, we found that the MET current in the IHCs of *Kir2.1‐*OE mice was very small or absent (Fig 4F–I). At this stage, IHCs from P10‐P11 *Kir2.1‐*OE mice also failed to load with the styryl dye FM1‐43 (Fig 4J), which is a permeant blocker of the hair cell MET channel and functions as an optical readout for the presence of the resting MET current (Gale *et al*, 2001).

**Figure 5:**
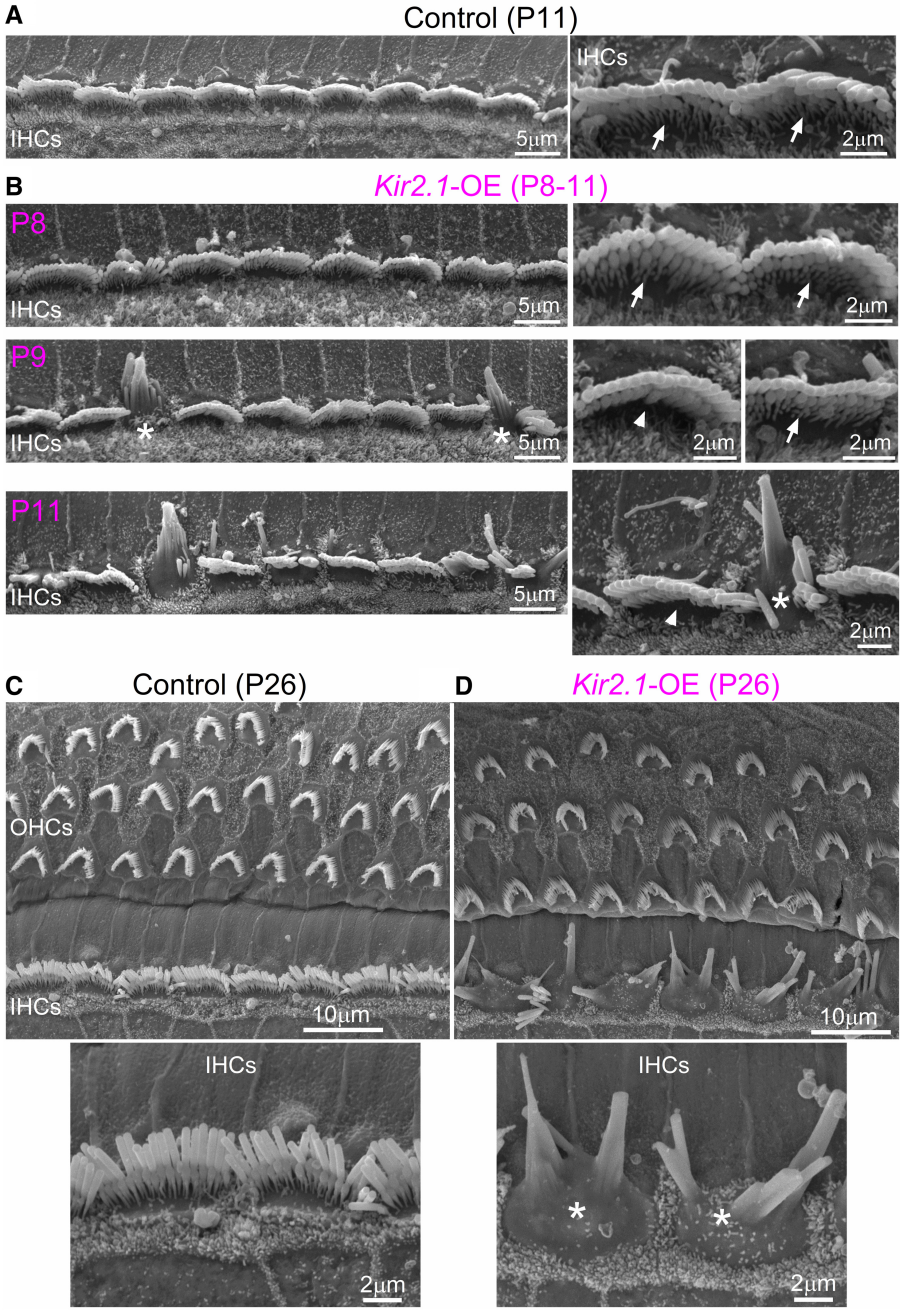
IHC bundle morphology progressively deteriorates in *Kir2.1* overexpressing mice A, BScanning electron microscope (SEM) images showing the IHC hair‐bundle structure in the apical coil of the cochlea of P11 control (A) and P8‐P11 *Kir2.1*‐OE (B) mice. Control IHCs and the large majority of P8 IHCs from *Kir2.1*‐OE mice show a normal hair‐bundle structure composed of three rows of stereocilia: tall, intermediate and short (arrows). From about P9 in *Kir2.1*‐OE mice, some IHCs start to lose the third row of stereocilia (arrowheads) and some already exhibit some fusion of the stereocilia (asterisk). These changes in hair‐bundle structure became more prominent at P11. At least 3 mice for each genotype were used. In these panels and those below, asterisks are used to define some of the abnormal hair bundles.C, DSEM images of both IHCs and OHCs from the cochlea of P26 control (C, upper panel) and P26 *Kir2.1*‐OE (D, upper panel) mice. Lower panels show a higher‐magnification view of the hair bundle of IHCs from both genotypes, highlighting the profound disruption of the stereocilia in IHCs overexpressing Kir2.1 channels. At least 3 mice for each genotype were used. Source data are available online for this figure.

**Figure EV4:**
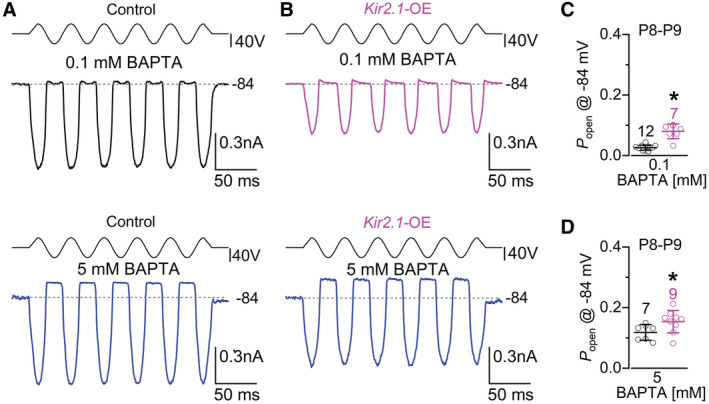
Calcium sensitivity of the MET current is reduced in Kir2.1 overexpressing IHCs at the start of the second postnatal week A, BSaturating MET currents recorded from apical IHCs of P8 control (A) and *Kir2.1‐*OE (B) mice in the presence of 0.1 mM (upper panels) and 5 mM (lower panels) of the fast Ca^2+^ chelator BAPTA. Responses were obtained in response to 50 Hz sinusoidal force stimuli to the hair bundles at membrane potentials of −84 mV. Driver voltage (DV) stimuli to the fluid jet are shown above the traces, with positive deflections of the DV being excitatory.C, DResting open probability (*P*_open_) of the MET current in IHCs from the two genotypes (control: black; *Kir2.1*‐OE: magenta) measured at −84 mV in 0.1 mM BAPTA (C) and 5 mM BAPTA (D). The *P*_open_ was found significantly different between the two genotypes (C: *P < 0.0001; D: *P = 0.0496, *t*‐test). The increased resting *P*_open_ using a fixed BAPTA concentration indicates a reduced Ca^2+^ sensitivity of the MET channel in the IHCs of *Kir2.1*‐OE mice. In panels C and D, data are shown as means ± SD, and the single cell value recordings (open symbols) are plotted behind the average data. The number of IHCs investigated is shown above the average data points from 5 control and 5 littermates *Kir2.1*‐OE mice. Source data are available online for this figure.

### IHCs from *Kir2.* *1‐*OE mice undergo progressive loss and fusion of the stereocilia

We investigated whether the rapid reduction in the MET current was caused by defects in the growth and/or maintenance of the stereociliary bundles in IHCs. Using scanning electron microscopy we found that the hair bundles of the IHCs from *Kir2.1‐*OE mice were able to develop a staircase structure composed of rows of stereocilia that were indistinguishable from those present in control cells (arrows: Fig 5A and B). This is consistent with the presence of a normal MET current at least up to the end of the first postnatal week (Fig 3). However, from about P9 onwards, IHCs from *Kir2.1*‐OE mice started to lose the shorter third row of stereocilia (Fig 5B). A few IHCs also started to exhibit stereocilia fusion, which became more pronounced at older ages. By P26, none of the IHCs in the *Kir2.1*‐OE mice showed normal‐looking bundles, which instead exhibited profound stereocilia fusion (Fig 5C and D). *Kir2.1* ^*+/−*^ mice that were not crossed with *Otof* ^*rtTA+/−*^ mice showed normal hair‐bundle development when treated with DOX, highlighting the specificity of the *Kir2.1*‐OE strategy (Fig EV5). These data indicate that spontaneous Ca^2+^ actions potential activity during the second postnatal week is required for the maintenance of the stereociliary bundles in the mature IHCs.

**Figure 6:**
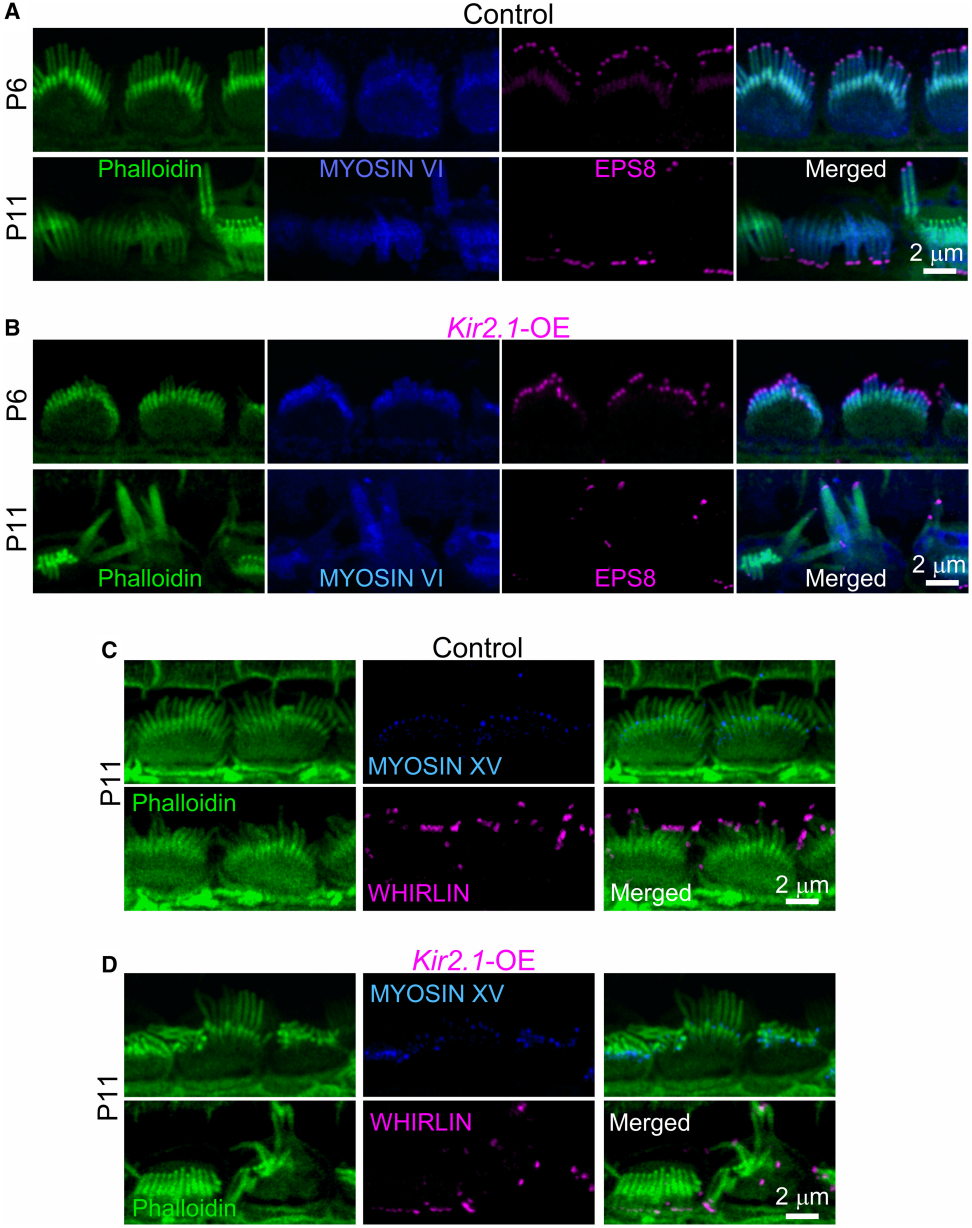
Hair‐bundle proteins involved in stereociliary elongation are not affected in IHCs from *Kir2.1*‐OE mice A, BMaximum intensity projections of confocal z‐stacks showing images of the hair bundles from apical‐coil IHCs of P6 and P11 control (A) and *Kir2.1*‐OE (B) mice immunostained with antibodies against MYOSIN VI (blue) and EPS8 (magenta). At least 3 mice for each genotype were used.C, DConfocal images of the hair bundles of P11 IHCs from control (C) and *Kir2.1*‐OE (D) mice immunostained with antibodies against MYOSIN XV‐isoform 1 (blue) and WHIRLIN (magenta). In all panels (A–D), stereocilia are labeled with phalloidin (green). Note that despite the disrupted hair‐bundle structure in the IHCs overexpressing Kir2.1 channels; the stereocilia retained a normal distribution of these bundle proteins. At least 3 mice for each genotype were used. Source data are available online for this figure.

**Figure EV5:**
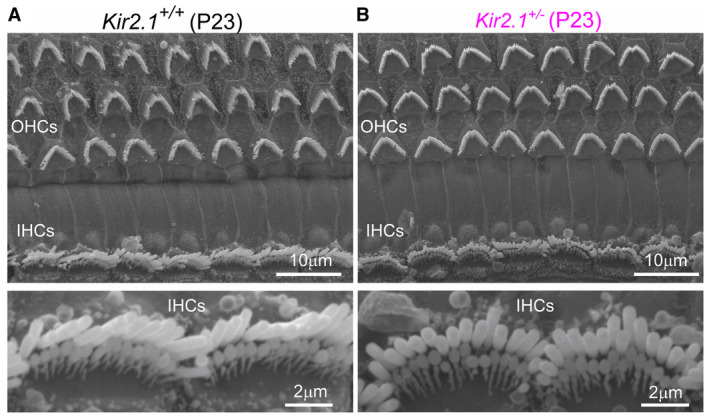
IHC bundle morphology in Kir2.1 mice A, B Scanning electron micrographs showing the typical hair‐bundle structure of apical‐coil IHCs and OHCs in *Kir2.1* P23 mice (without pairing them with *Otof* ^*rtTA+/−*^ mice) fed with DOX in the drinking water throughout their life. This result shows that the application of DOX to heterozygous *Kir2.1* mice (without crossing with *Otof* ^*rtTA*^ mice) does not affect the hair‐bundle morphology in adult mice. At least 3 mice for each genotype were used. Source data are available online for this figure.

### Localization of bundle proteins is not affected in *Kir2.* *1‐*OE mice

To establish whether the progressive loss and fusion of the stereocilia were linked to the mislocalization of some of the key proteins expressed in the hair bundles, we performed immunostaining experiments on both genotypes. Stereocilia fusion has previously been documented in hair cells from mice lacking *Myo6*, the gene encoding for the (F‐actin) minus end‐directed unconventional myosin 6 (Self *et al*, 1999). We found that MYOSIN VI was expressed in the stereocilia of the IHCs from both control and littermate *Kir2.1*‐OE mice (Fig 6A and C). The disorganized hair bundle of the IHCs from *Kir2.1*‐OE mice also showed a normal distribution at the tip of the taller rows of stereocilia of EPS8, MYOSIN XV‐isoform 1 and WHIRLIN (Fig 6B and D); key proteins required for growth and maintenance of stereocilia (Belyantseva *et al*, 2005; Delprat *et al*, 2005; Manor *et al*, 2011; Zampini *et al*, 2011).

### IHC action potentials exert their developmental role in stereocilia maintenance during a critical period

Next, we tested whether Ca^2+^ action potential activity in IHCs was regulating hair‐bundle maintenance during a specific time window or “critical period” of prehearing development. This was achieved by downregulating *Kir2.1*‐OE *in vivo* by removing DOX from the drinking water at a specific developmental time point. Considering that the hair bundles of the IHCs in *Kir2.1*‐OE mice were able to acquire a staircase structure and have normal MET current at the end of the first postnatal week, we sought to test whether the role of the Ca^2+^‐action potentials was restricted to the second week, just before hearing onset at ~P12.

As for the above investigation, DOX was continuously supplied to the females from the time of conception, but for this set of experiments, it was then removed from the drinking water when the pups were P5. We found that 2–3 days without DOX was sufficient to strongly downregulate Kir2.1 from the membrane of the IHCs of *Kir2.1*‐OE mice (Fig 7A and B). This indicates that the overexpression of Kir2.1 in IHCs was primarily occurring during the first postnatal week under these conditions. We then investigated whether the downregulation of Kir2.1 channels following DOX removal (Appendix Fig S2) re‐established the ability of IHCs to fire intrinsic spontaneous action potentials. In 1.3 mM extracellular Ca^2+^, action potentials only occurred during depolarizing current injections in the IHCs from both control and *Kir2.1*‐OE mice in the second postnatal week (Fig 7C and D; see also Fig 2C and D). In the presence of the *in vivo* endolymph‐like Ca^2+^ concentration (0.3 mM), spontaneous intrinsic firing was present not only in the IHCs of control mice (Fig 7E; see also Fig 2C) but also in *Kir2.1*‐OE mice (Fig 7F). For long‐lasting current clamp recordings, spikes occurred in a bursting pattern in both controls and *Kir2.1*‐OE mice. The mean spike frequency (1.17 ± 0.47 Hz, *n* = 4) and CV (1.12 ± 0.17, *n* = 4 IHCs, duration of the recordings 62–125 s) in control mice were not significantly different from those measured in Kir2.1‐OE mice (frequency: 1.29 ± 0.83 Hz, *n* = 5 IHCs, *P* = 0.7766; CV: 1.15 ± 0.11, *n* = 5, duration of the recordings 32–101 s, *P* = 0.7954). The IHC resting membrane potential was not significantly different between control and *Kir2.1*‐OE mice in the presence of both 1.3 mM and 0.3 mM Ca^2+^ (Fig 7G). These data indicate that the removal of DOX was effective in downregulating Kir2.1 channels and restoring the normal physiology of the IHCs. We also found that when DOX was removed at P5, IHCs were able to maintain their hair‐bundle structure after the onset of hearing (Fig 7H–K). These findings indicate that Ca^2+^ regulation via action potentials in IHCs is required for the final maturation and maintenance of the hair bundles after a critical point just before hearing onset.

**Figure 7:**
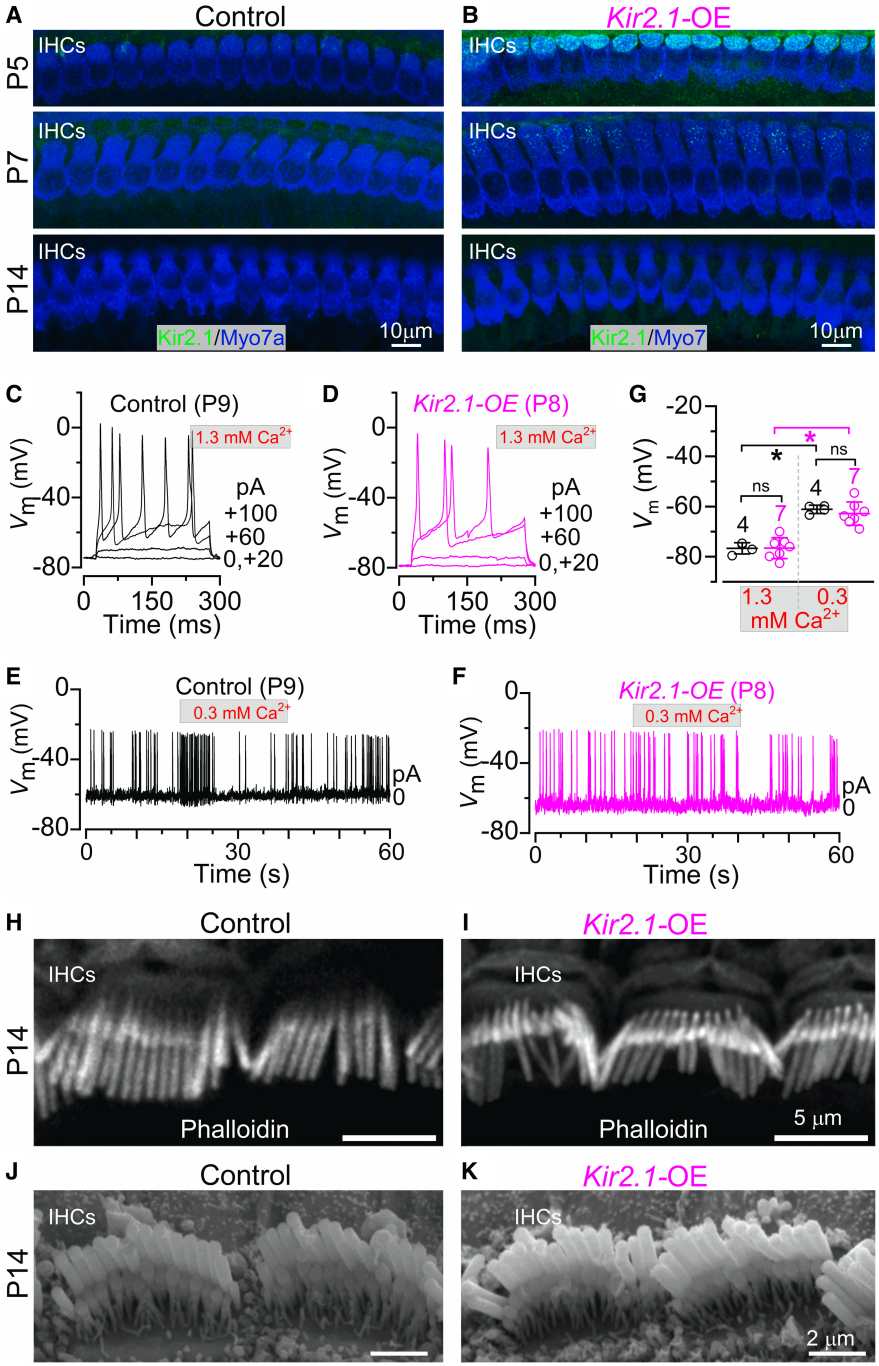
Ca^2+^ spikes in IHCs regulate bundle morphology over a critical period during the second postnatal week of development A, BMaximum intensity projections of confocal z‐stacks showing the IHCs of the apical cochlear region from control (A) and *Kir2.1‐*OE (B) pups with the females being in the continuous presence of DOX in the drinking water from conception up to when the pups were P5 (upper panels). Middle and bottom panels show IHCs at P7 and P14 following the removal of DOX at P5 for both control (A) and *Kir2.1‐*OE mice (B). IHCs were stained with antibodies against the K^+^ channel Kir2.1 (green) and Myosin 7a (Myo7a, blue: cell marker). Note that after 2 days following the removal of DOX, *Kir2.1* overexpression was already largely downregulated. At least 3 mice for each genotype were used.C, DCalcium action potentials in IHCs from control (C) and *Kir2.1*‐OE (D) mice during the second postnatal week (P8–P9). IHC voltage responses were recorded during the application of 1.3 mM Ca^2+^ extracellular solution. The voltage‐clamp data recorded from the same two IHCs displayed in panels C and D are shown in Appendix Fig S2; the IHCs from *Kir2.1*‐OE mice show a strongly reduced Kir2.1 current. DOX was removed from the drinking water at P5.E, FSpontaneous Ca^2+^ action potentials in IHCs from control (E, 60 s out of 92 s recording time) and *Kir2.1*‐OE (F, 60 s out of 103 s recording time) mice during the second postnatal week in the presence of the *in vivo* endolymph‐like 0.3 mM Ca^2+^. Note that in contrast to when DOX was present throughout development (Fig 2A–D), the removal of DOX at P5 restored the ability of IHCs from *Kir2.1*‐OE mice to generate spontaneous intrinsic Ca^2+^ action potentials.GIHC resting membrane potentials from 2 control (4 IHCs) and 3 *Kir2.1*‐OE (7 IHCs) mice in the presence of 1.3 mM Ca^2+^ (left) or 0.3 mM Ca^2+^ (right) in the extracellular solution. One‐way ANOVA followed by the Bonferroni's post‐test: ns, *P* > 0.9990 (1.3 mM Ca^2+^); ns, *P* = 0.8864 (0.3 mM Ca^2+^); all other comparisons were *P < 0.0001.H, IMaximum intensity projections of confocal z‐stacks showing images of the hair bundles from apical‐coil IHCs of P14 control (H) and *Kir2.1*‐OE (I) mice stained with phalloidin. DOX was removed from the mother's drinking water when the pups were P5. At least 3 mice for each genotype were used.J, KSEM images showing the normal structure of the hair bundles of the IHCs in the apical coil of the cochlea of P14 control (J) and P14 *Kir2.1*‐OE (K) mice. DOX was removed from the mother's drinking water when the pups were P5. Note that the morphological profile of the hair bundles in IHCs is comparable between control and *Kir2.1*‐OE mice, indicating that the removal of the intrinsic Ca^2+^ action potentials prior to the second postnatal week has no effect on the mechanoelectrical transduction apparatus. At least 3 mice for each genotype were used. Source data are available online for this figure.

### Identification of genes regulated by the intrinsic Ca^2+^ action potentials using RNA‐sequencing

To understand the molecular pathways underpinning the changes in the hair‐bundle structure observed in the absence of the intrinsic Ca^2+^ action potential activity in IHCs, we performed RNA‐seq on P9 controls and littermate *Kir2.1*‐OE mice. At this age, most of the hair bundles still showed a normal‐looking structure, but with some IHCs having lost the 3^rd^ row of stereocilia and some showing stereocilia fusion (Fig 5B). This was associated with the onset of MET current reduction in at least some of the IHCs (Fig 4A–E). We reasoned that by profiling animals at this age we could understand the early molecular response that leads to abnormal hair‐bundle morphology.

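Cochlear tissue of Kir2.1-OE mice, in which doxycycline (DOX, 0.5 mg/ml in the drinking water) turns on the inward rectifier K+ channel Kir2.1 under the promoter of the hair cell gene Otof, was compared with that of littermate controls given the same DOX. Each of the 3 Kir2.1-OE and 3 control libraries came from 1 pool of 8 cochleae from 4 mice at P9, so a pool, not a mouse, is the replicate. The pools hold sensory epithelium with its supporting cells, nerve fibres and other tissue, so the counts are those of the dissected tissue and not of inner hair cells (IHCs) alone. The authors deposited the estimated number of reads that Salmon assigned to each of 24411 genes in each library, neither divided by gene length nor scaled for depth. Between 35430940 and 38193109 reads were assigned in the Kir2.1-OE libraries, with a median of 36145499, and between 37063812 and 41205047 in the controls, with a median of 37228898. A gene with no read in a library can hold a share of up to 8.47e-06% of its reads, the limit of 3 counts in the smallest library, which covers counting error only. The estimates, of which 6.95% were not whole numbers, were rounded, and library sizes were scaled by edgeR's TMM method. Genes with too few counts were left out by edgeR's filterByExpr function, which kept 15303 genes, and all 6 libraries entered 1 model without further terms. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change above 1.5 in either direction. A second, stricter test on the same model asked whether the change exceeded a log2 fold change of 0.6 (edgeR's glmTreat), because each statistic in Dataset EV1 equals the distance of the log2 fold change from 0.6 divided by its standard error. The counts depend on the scaling between libraries, on the threshold and on how evenly transcripts of different length were recovered. For the last of these the model was also fitted with offsets for each gene and library, taken from the trend of the library's log2 ratio to the mean library with transcript length and GC content. Each list of genes chosen by the study was picked from these libraries, so its counts adjusted over the list alone are not independent evidence.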

RNA‐sequencing was performed on three replicates, each with eight pooled organs of Corti from four mice. Total RNA was extracted and sent for library preparation and sequencing. Sequence data were mapped to the mouse genome (mm10) using the NextFlow RNA pipeline and gene counts were performed using Salmon (see Materials and Methods). These raw counts were then used as the input for differential gene expression analysis using DeSEQ2 (Love *et al*, 2014). 

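The counts were transformed with DESeq2's rlog function without regard to genotype, and the 1000 genes with the highest mean entered the principal component analysis. PC1 held 87.0% of the variance and parted the genotypes, with scores from 3.25 to 5.67 in the 3 Kir2.1-OE libraries and from -5.81 to -3.15 in the 3 control libraries. With all genes that passed the count filter, which moved PC1 most, its share was 76.7% and the genotypes remained apart on it. Across the 6 analyses that each left out 1 library, PC1 held between 84.5% (without Kir2.1-OE replicate 1) and 90.3% (without control replicate 3) of the variance.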

After performing principal component analysis (PCA) on the top 1,000 expressed genes in the samples, we observed a clear separation between the different genotypes with PC1, which separated *Kir2.1*‐OE and control mice, explaining 85% of the observed variance. Conversely, PC2, which mostly separated the different biological replicates, explained 8% of variance between samples (Fig 8A). 

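On PC2, which held 6.22% of the variance, the libraries of the 2 genotypes overlapped. Control replicates 1 and 3 lay at its ends, with scores of 1.88 and -2.02, and control replicate 2 had a score of -0.29. The 3 Kir2.1-OE libraries lay closer together, between -0.49 and 0.49. The share of PC2 was 9.99% when the 1000 genes with the highest variance were used, and 4.16% when control replicate 3 was left out.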

As expected, we observed a 13‐fold increase in *Kcnj2* (Fig 8B), validating the overexpression of the *Kir2.1*.

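Kcnj2 (ENSMUSG00000041695.2), which encodes Kir2.1, lies on chromosome 11 of the mm10 genome from 111066164 to 111076821. Its normalized count was 3213 ± 872 (SD, n = 3 pools) in Kir2.1-OE mice and 229.9 ± 5.16 (SD, n = 3) in controls, a 14.0-fold difference. The Kir2.1-OE libraries held 3612, 3813 and 2213 normalized counts and the control libraries 235.8, 228.1 and 226.0, so that each library followed its label. The log2 fold change was 3.80 (standard error 0.199, adjusted p = 7.04e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 Kir2.1-OE values lay above all 3 control values (exact permutation test, two-sided, p = 0.10, the smallest p that 3 pools against 3 allow). With each library left out in turn the log2 fold change stayed between 3.64 and 4.00. With the length and GC offsets it was 3.73.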

**Figure 8:**
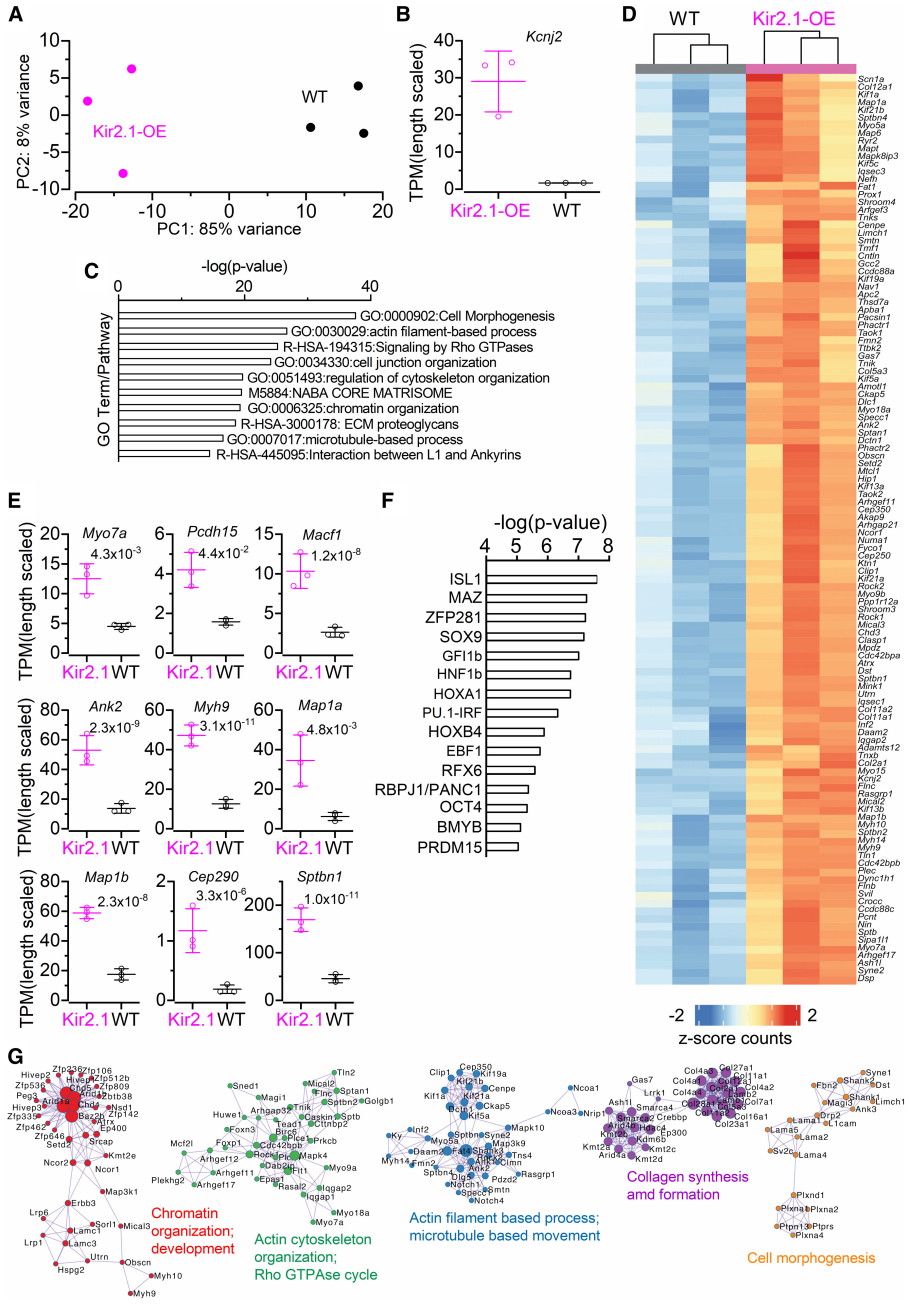
RNA‐sequencing reveals upregulation of microtubule and cytoskeletal genes in *Kir2.1‐*OE mice PCA plot of each RNA library. Each point represents one pool of 4 mice (8 cochleae) for both control and littermates *Kir2.1*‐OE mice. Principal components were calculated using the top 1,000 genes after rlog transformation, using DESeq2. The percent variance for each principal component is noted on the axis.Transcripts per million (TPM) counts of *Kcnj2* for each RNA‐seq library. Counts were performed using Salmon, and length normalized. Each point represents a single library. Bars represent the mean ± SD.Top GO terms associated with the significantly (*P*_adj._ < 0.05) upregulated genes in the *Kir2.1*‐OE mouse.Heatmap of the counts for each RNA library for the 118 genes associated with microtubule or cytoskeletal processes. Each row is z‐scored. 118 genes were all differentially expressed as per the previous analysis.TPM counts of *Pcdh15*, *Myo7a*, *Macf1*, *Ank2*, *Myh9*, *Map1a*, *Map1b*, *Cep290* and *Sptbn1* for each RNA‐seq library. Counts were performed using Salmon and normalized to the length of the gene sequence. Each point represents a single library. Bars represent the mean ± SD. The numbers above the data represent the multiple hypotheses corrected adjusted *P‐*values derived from DESeq2 using the Wald test.Results of the top 15 motifs that were overrepresented in the TSS of the upregulated genes in *Kir2.1*. Enrichment analysis was performed using HOMER, in the ± 2,000 bp region around the transcriptional start site of upregulated genes.A network rendering of the top GO processes associated with the upregulated gene set. Networks were seeded with the upregulated genes and their nearest interaction and visualized using Cytoscape. Source data are available online for this figure.

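The normalized counts of Macf1, Ank2, Myh9, Map1a, Map1b, Cep290 and Sptbn1 did not overlap between the genotypes. Cep290 was the least abundant, with 192.6 ± 51.7 normalized counts (SD, n = 3 pools) in Kir2.1-OE mice against 38.0 ± 14.3 in controls, and had the highest log2 fold change of these genes, 2.33 (standard error 0.296). For Map1a, with 8434 ± 3214 against 1865 ± 605, the log2 fold change was 2.18 (standard error 0.299, adjusted p = 4.68e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sptbn1 was the most abundant, with 29189 ± 3203 against 9717 ± 1682, and its log2 fold change was 1.59. The remaining genes had log2 fold changes of 1.67 (Macf1), 1.63 (Ank2), 1.60 (Myh9) and 1.45 (Map1b). All 9 genes of Fig 8E were called differentially expressed over all genes tested, and 9 when the p-values were adjusted over the list alone. When the offsets for transcript length and GC content were added, 6 of the 9 were called and the median log2 fold change of the 9 genes went from 1.60 to 0.67. The largest decrease was that of Macf1, whose longest annotated transcript has 23495 nt, to 0.42.

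**Figure D1:**
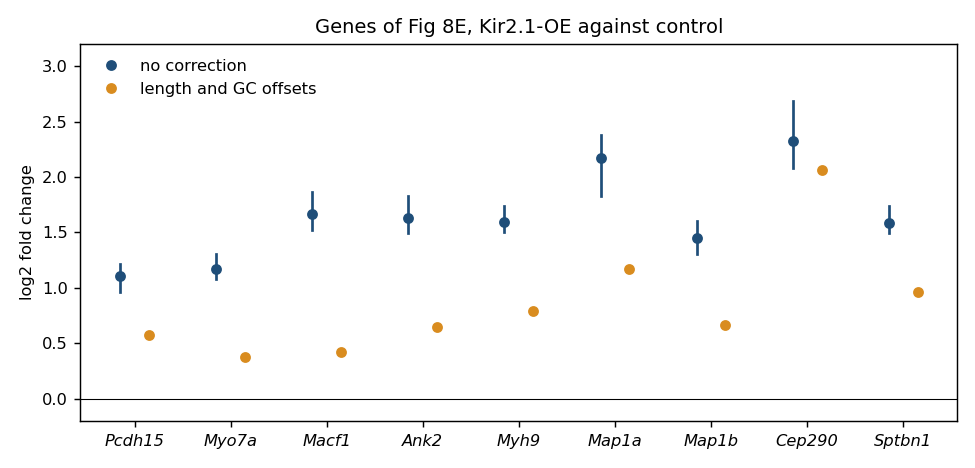
Log2 fold change (vertical axis) of the 9 genes of Fig 8E in Kir2.1-OE against control cochleae, 3 pools each. Blue points are estimates without correction, with lines from the lowest to the highest estimate when 1 library was left out, and orange points are estimates with offsets for transcript length and GC content; Macf1 lies at 1.67 without and 0.42 with the offsets, and Cep290 at 2.33 and 2.06.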

We next performed differential gene expression analysis (*P*_adj_ < 0.05 and fold‐changes >1.5), yielding 589 upregulated genes and 30 downregulated genes (Dataset EV1; Appendix Fig S3). 

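Of the 15303 genes tested, 2365 were higher and 778 lower in Kir2.1-OE mice at an adjusted p-value under 0.05 and a fold change above 1.5 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the test against a log2 fold change of 0.6, 832 genes were higher and 57 lower. All 589 upregulated and 30 downregulated genes of Dataset EV1 were called in the same direction by the first test, and 588 and 30 of them by the second. Their log2 fold changes correlated across genes with those of Dataset EV1 (Pearson r = 0.9995 over 619 genes, which are not independent replicates). Of the genes called by the first test, 75.2% were higher in Kir2.1-OE mice. With upper quartile normalization in place of TMM, 1897 genes were higher and 1378 lower, or 57.9% higher, and the median log2 fold change of all genes moved by -0.0896. When Kir2.1-OE replicate 1 was left out, the test against 0.6 found 365 genes higher and 12 lower, the fewest of the 6 fits that each left out 1 library. The log2 fold change rose with transcript length across genes (Spearman's rho = 0.557 over the 15197 genes with an annotated length). Its median was -0.51 for the 656 genes whose longest transcript is shorter than 1000 nt and 0.81 for the 886 genes with a transcript longer than 8000 nt. Of those 886 genes, 567 were called higher and 6 lower. The upregulated genes of Dataset EV1 have a median longest transcript of 7861 nt, against 3381 nt for all genes tested and 1248 nt for the downregulated genes. With the length and GC offsets, 1120 genes were higher and 409 lower in the first test, of which 910 and 175 were among the genes called without them. The test against 0.6 then found 12 genes higher and 18 lower.

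**Figure D2:**
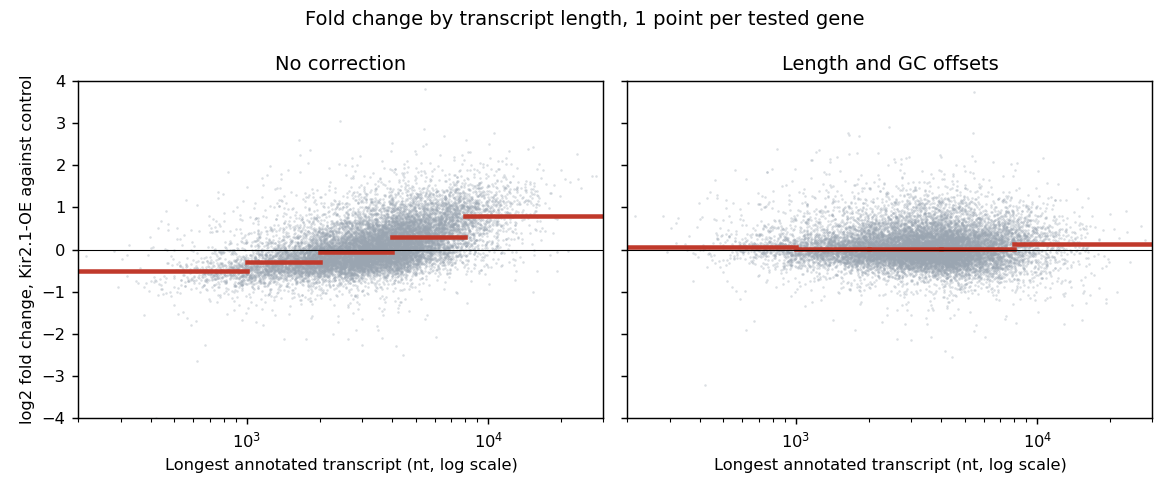
Log2 fold change in Kir2.1-OE against control cochleae (vertical axis) by the length of each gene's longest annotated transcript (horizontal axis, nt, log scale), 1 grey point per tested gene, without correction (left) and with offsets for length and GC content (right). Red lines are medians of 5 length classes; without correction they rise from -0.51 below 1000 nt to 0.81 above 8000 nt, and with the offsets they lie between 0.01 and 0.12. Points beyond -4 or 4 lie outside the axes.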

Pathway analysis showed an enrichment of GO terms related to cell morphogenesis, actin filament‐based processes and Rho‐GTPase signaling (Fig 8C). Among the differentially expressed genes were 118 upregulated genes with annotations related to actin filament or microtubule regulation (Fig 8D). 

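The 118 genes labelled in Fig 8D were all called higher in Kir2.1-OE mice over all genes tested, and 118 when the p-values were adjusted over the list alone. The largest adjusted p-value among them was 0.00269 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their log2 fold changes ranged from 0.92 to 3.80, with a median of 1.30. The highest was that of Kcnj2, the overexpressed gene itself, which the list includes. Kcnj2 had 3.73 with the length and GC offsets, so each count for this list takes in the overexpressed gene. The test against a log2 fold change of 0.6 called all 118 genes, and 73 when Kir2.1-OE replicate 1 was left out. The median longest transcript of these genes is 7947 nt. With transcript length and GC content accounted for, 64 of the 118 genes were called higher, 2 of them in the test against 0.6, and the median log2 fold change was 0.64.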

We also noted several genes related to the Golgi body and the trans‐Golgi network (TGN), for example, *Golga3*, *Golga4*, and *Trip11*, which are all hypothesized to play a role in maintaining Golgi structure. 

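Trip11 (ENSMUSG00000021188.14) had 1186 ± 228 normalized counts (SD, n = 3 pools) in Kir2.1-OE mice and 295.0 ± 27.0 in controls, a log2 fold change of 2.01 (standard error 0.146). Golga4 rose from 831 ± 170 to 3046 ± 726 normalized counts (log2 fold change 1.87, standard error 0.186) and Golga3 from 614 ± 117 to 1540 ± 245 (log2 fold change 1.32, standard error 0.152). All 3 genes were called over all genes tested and 3 when adjusted over the list alone, with a largest adjusted p-value of 2.25e-04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They were also called with the length and GC offsets, at log2 fold changes of 1.47, 1.27 and 0.83.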

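Myo7a (ENSMUSG00000030761.15), on chromosome 7 of mm10 from 98051060 to 98119524, encodes an unconventional myosin of the hair bundle, and Pcdh15 (ENSMUSG00000052613.16), on chromosome 10 from 73099342 to 74649737, encodes a protocadherin of the tip link. Myo7a had 1898 ± 344 normalized counts (SD, n = 3 pools) in Kir2.1-OE mice and 842 ± 94.6 in controls, a log2 fold change of 1.17 (standard error 0.139). The corresponding adjusted p-value was 2.48e-04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Pcdh15 the counts were 765 ± 137 and 355 ± 38.5, which gives a log2 fold change of 1.11 (standard error 0.145). Its adjusted p-value was 3.77e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For both genes all 3 Kir2.1-OE libraries lay above all 3 control libraries. With the offsets for transcript length and GC content the log2 fold changes were 0.38 for Myo7a and 0.57 for Pcdh15, both under the 1.5-fold threshold.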

In line with the stereocilia phenotype, we observed the upregulation of some components of the stereocilia, *Myo7a* and *Pcdh15* (2.25 and 2.15‐fold, respectively) (Fig 8E).

We also performed network analysis on known protein–protein interactions on the differentially expressed genes (Fig 8G, Dataset EV2). 

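The genes for DNA methyltransferases (Dnmt1, Dnmt3a), for enzymes that oxidize methylated cytosine (Tet1, Tet2, Tet3) and for histone modifying enzymes (Hdac4, Setd2, Setd5) were examined as 1 list. All 8 genes were called higher in Kir2.1-OE mice over all genes tested, and 8 with p-values adjusted over the list alone. Tet2 had the highest log2 fold change, 1.85 (standard error 0.214), with 575.7 ± 161.5 normalized counts (SD, n = 3 pools) against 159.7 ± 29.1. Dnmt1 had the lowest, 0.94 (standard error 0.0901, adjusted p = 1.50e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Setd5 had 0.95 (standard error 0.105). The log2 fold changes of Dnmt3a, Tet1, Tet3, Hdac4 and Setd2 were 1.06, 1.17, 1.22, 1.28 and 1.32. With the length and GC offsets only Tet2 (1.29) and Setd2 (0.87) were called, and the median of the 8 genes went from 1.20 to 0.40.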

Chromatin remodeling genes were also overrepresented among the upregulated genes, including DNA methylation (*Dnmt1*, *Dnmt3a*) and demethylation (*Tet1*, *Tet2*, *Tet3*) and histone modifying enzymes (*Hdac4*, *Setd2*, *Setd5*). Several components of the LINC complex that connects the nuclear lamina to the cytoskeletal network, including the subunits of the laminin complex (*Lama 1*, *2*, *4*, *5*, *Lamb1*,*2*, *Lamc1 and 2*) and the Nesperin family (*Syne1*, *Syne2*, *Syne3*) that connect the cytoskeletal network to laminin, were upregulated (Fig 8G, Dataset EV2). 

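The laminin genes Lama1, Lama2, Lama4, Lama5, Lamb1, Lamb2 and Lamc1 and the Nesprin genes Syne1, Syne2 and Syne3 were called higher in Kir2.1-OE mice over all genes tested. The highest log2 fold changes among them were those of Lama1 (1.97), Syne3 (1.87), Syne1 (1.76) and Syne2 (1.60). Lamc1 was the most abundant, with 47101 ± 1819 normalized counts (SD, n = 3 pools) against 21229 ± 2018 and a log2 fold change of 1.15. Lama2, Lama4, Lama5, Lamb1 and Lamb2 had log2 fold changes of 1.36, 1.10, 1.22, 1.11 and 0.96. With transcript length and GC content accounted for, Lama1, Lama2, Lama4, Lamb1 and Syne3 were called. Lama5 then had a log2 fold change of 0.02, and the long transcripts of Syne1 and Syne2 had 0.24 and 0.29.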

Mechanical signals are directly transduced from extracellular stimulus to the nuclear interior through the interaction of the nesperin proteins (Khilan *et al*, 2021). Moreover, the maintenance of nuclear structure and organization is regulated by laminins, which also help to transduce mechanical strain forces into a transcriptional response.

We next sought to determine which transcription factors (TFs) might be mediating the upregulated genes in *Kir2.1* overexpression. Using the list of 589 upregulated genes, we used HOMER (Heinz *et al*, 2010) to scan the region ± 2,000 bp from the transcriptional start site (TSS) of each gene for TF binding motifs. Within the top fifteen enriched motifs were several hair cell‐enriched TFs, such as *Isl1*, *Sox9*, and *Gfi1* (Fig 8F). Several classic targets of SOX9, including *Acan*, *Col2a1*, *Col4a1*, *Col5a1*, *Col11a1/2*, *Col23a1*, and several ankyrin family proteins (genes: *Ank1*, *Ank2*, *Ankrd11*, *Ankrd12*) and *Myo9b*, were found to be SOX9 target genes in chromatin immunoprecipitation with sequencing (ChIP‐seq) studies conducted in rib chondrocytes (Ohba *et al*, 2015). 

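All 13 genes that the paper names as SOX9 targets, Myo7a included, were called higher in Kir2.1-OE mice, and 13 when adjusted over the list alone. Their log2 fold changes lay between 0.88 (Col5a1) and 2.31 (Ank1), with a median of 1.36. Ank1 had 1240 ± 539 normalized counts (SD, n = 3 pools) against 249.5 ± 83.3, the widest relative spread in the list. Col2a1 was the most abundant, with 574260 ± 69680 against 283890 ± 28140 and a log2 fold change of 1.02. Col5a1 was called at a fold change above 1.5 (adjusted p = 2.75e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) but not in the test against a log2 fold change of 0.6, where its adjusted p-value from edgeR's glmTreat was 0.0551. With the length and GC offsets 7 of the 13 genes were called, and Col5a1 changed direction, to -0.02. Offsets from the median instead of the longest transcript left it at 0.36.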

Of the 602 upregulated genes, 65% overlapped with SOX9 target genes in chondrocytes. Similarly, SOX9 ChIP‐seq in the developing testis found SOX9 bound on *Myo7a* (Li *et al*, 2014). We also observed enrichment for the RFX family, which plays a conserved role in ciliogenesis in many different organisms (Lemeille *et al*, 2020).

## Discussion

Here we show that spontaneous intrinsic Ca^2+^ action potential activity present in the developing IHCs, and thus Ca^2+^ regulation, is crucial for the final stages of maturation and maintenance of the stereociliary hair bundles. The absence of the intrinsic action potentials during the second postnatal week led to a progressive re‐absorption of stereocilia in the short 3^rd^ row and a fusion of the tallest rows, generating “giant” stereocilia. The functional consequence of this hair‐bundle disruption was a complete loss of mechanoelectrical transduction prior to the onset of hearing at P12. Furthermore, we show that this intrinsic regulation of IHC development occurs during a critical time window that spans the second postnatal week of development, just before hearing onset. The RNA‐sequencing analysis highlighted that absence of intrinsic APs caused the upregulation of genes involved in cytoskeleton and Rho‐GTPase‐related pathways, several of which have not been previously associated with cochlear development.

### Calcium‐dependent activity in the developing cochlea

The initial morphological and functional differentiation of cochlear sensory hair cells depends on intrinsic genetic programs that are coordinated by a combination of transcription factors, including *Atoh1* (Bermingham *et al*, 1999), *Helios* (Chessum *et al*, 2018) and *Tbx2* (García‐Añoveros *et al*, 2022), and microRNAs such as *miR‐96* (Kuhn *et al*, 2011). However, evidence from other sensory systems, especially from the visual system (e.g., Grubb & Thompson, 2004; Blankenship & Feller, 2010), shows that the final maturation of sensory pathways is driven by experience‐independent Ca^2+^‐dependent activity, which occurs during a critical period of development. This early electrical activity has been shown to regulate several cellular responses (Berridge *et al*, 2000), including the remodeling of synaptic connections (Zhang & Poo, 2001) and ion‐channel expression (Moody & Bosma, 2005).

In the mammalian cochlea, spontaneous Ca^2+^‐dependent action potentials have been recorded throughout the postnatal development of the IHCs (Kros *et al*, 1998; Glowatzki & Fuchs, 2000; Beutner & Moser, 2001; Marcotti *et al*, 2003a; Brandt *et al*, 2007). The firing activity of neighboring IHCs is normally synchronized by spontaneous intercellular Ca^2+^ signaling originating in the nonsensory cells via the release of ATP (Tritsch *et al*, 2007; Johnson *et al*, 2011, 2017; Wang *et al*, 2015; Eckrich *et al*, 2018). ATP acts on purinergic autoreceptors expressed in the nonsensory cells surrounding the IHCs, which leads to the opening of TMEM16A Ca^2+^‐activated Cl^−^ channels and the efflux of K^+^ in the intercellular space, causing IHC depolarization (Wang *et al*, 2015). Although Ca^2+^ action potential activity in developing IHCs has been linked to the refinement of the tonotopic organization in the brainstem (Clause *et al*, 2014, 2017; Müller *et al*, 2019; Maul *et al*, 2022) and auditory neuron survival (Zhang‐Hooks *et al*, 2016), its direct role in regulating and/or maintaining IHC development is still largely unknown. A previous study has shown that increasing the IHC firing activity prevented linearization of their exocytotic Ca^2+^ dependence in the adult cochlea (Johnson *et al*, 2013), although both the intrinsic and ATP‐dependent mechanisms could have contributed.

The mouse model used in this study (*Kir2.1*‐OE) has allowed us to specifically silence the intrinsic Ca^2+^ action potentials in developing IHCs *in vivo* while retaining the ability of nonsensory cells to depolarize the IHCs via ATP‐dependent Ca^2+^ signaling. We found that the absence of spontaneous Ca^2+^ action potentials that are intrinsically generated by the IHCs prevented the full maturation and maintenance of the hair bundles in IHCs, thus abolishing the mechanoelectrical transducer current that is required for the conversion of acoustic stimuli into electrical signals. We found that such crucial control over the hair‐bundle structure and function is only established after a critical time point in the second postnatal week, just before hearing onset.

### Role of Ca^2+^‐dependent action potentials in the maturation of hair cells

Calcium‐dependent electrical activity regulates several cellular responses (Berridge *et al*, 2000). Changes in intracellular Ca^2+^ signals mediated by L‐type Ca^2+^ channels have been implicated in regulating gene expression in many intracellular pathways including those associated with remodeling and development (Bading *et al*, 1993; Dolmetsch *et al*, 1997; Fields *et al*, 2005; Hagenston & Bading, 2011). Here we show using RNA‐seq analysis that the dysregulation of Ca^2+^ in prehearing IHCs, which only retain the extrinsic modulation of the Ca^2+^ signals from the nonsensory cells, led to 589 upregulated and 30 downregulated genes.

One of the characteristic phenotypes of the *Kir2.1*‐OE mouse cochlea was the formation of giant or fused stereocilia, which was previously reported in knockout mice for the protein TRIOBP (Kitajiri *et al*, 2010), which is a component of the stereocilia rootles (Pacentine *et al*, 2020), for the unconventional MYO6 (Self *et al*, 1999) that localizes at the base and all along the length of the stereocilia (Hertzano *et al*, 2008) and for a protein associated with the shaft connectors located between stereocilia (PTPRQ, Goodyear *et al*, 2003). RNA‐seq analysis did not show any significant changes in the genes encoding the above three proteins in the cochlea of *Kir2.1‐*OE mice but did identify 118 upregulated genes with annotations related to actin filament or microtubule regulation. This included cytoskeletal genes *Mapt*, *Sptb*, *Plec*, and *Nefh*, Kinesin superfamily proteins, which are microtubule‐dependent molecular motors (*Kif1a*, *Kif5a*, *Kif5c*, *Kif21a*, *Kif21b*), and several components of the Rho‐GTPase pathway (*Rock1*, *Iqgap1*, *Iqgap2*, *Itpr1*, *Itpr2*, *Itpr3*, *Arhgap13*, *Argef11*, *Argef17*, *Trio*, *and Kalrn*). 

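Ptprq had 1925 ± 319.8 normalized counts (SD, n = 3 pools) in Kir2.1-OE mice and 1036 ± 68.4 in controls, a log2 fold change of 0.89 (standard error 0.121, adjusted p = 4.30e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the 1.5-fold threshold but not the test against a log2 fold change of 0.6 (adjusted p = 0.0661 from edgeR's glmTreat). Triobp had a log2 fold change of 0.58 (standard error 0.0909, adjusted p = 8.83e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 4272 ± 484 against 2863 ± 154 normalized counts. For Myo6, with 16535 ± 1175 against 12880 ± 479, it was 0.36 (standard error 0.0776, adjusted p = 0.00411 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both lay under the 1.5-fold threshold, although the normalized counts of all 3 genes did not overlap between the genotypes. Adjusted over the list alone, 1 of the 3 genes was called. Triobp passed the threshold when Kir2.1-OE replicate 3 (0.64) or control replicate 2 (0.61) was left out. With the length and GC offsets Triobp and Myo6 changed direction, to -0.34 and -0.06, and Ptprq had 0.56. Offsets from the longest transcript with a RefSeq match gave Triobp -0.33 and Myo6 -0.05. Those from the median transcript, which left a length correlation of 0.408 across genes, gave 0.41 and 0.17. The direction of Triobp and Myo6 thus depends on the transcript used.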

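The 4 cytoskeletal genes and 5 kinesin genes were each called higher in Kir2.1-OE mice over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 and 5 when adjusted over each list alone. Nefh had the highest log2 fold change of these genes, 2.52 (standard error 0.366), with a wide spread between the Kir2.1-OE pools (7645 ± 3432 normalized counts, SD, n = 3, against 1331 ± 546). Kif5a followed with 2.25 (standard error 0.235) and 2976 ± 707 against 626 ± 199 normalized counts. The other kinesin genes had log2 fold changes between 1.30 and 1.47, and Mapt, Sptb and Plec had 1.31, 1.56 and 1.58. The test against a log2 fold change of 0.6 also called all of them. Mapt encodes tau, and the transgene of the Kir2.1-OE mice carries a tau-lacZ reporter beside Kir2.1. Whether reads of this reporter were counted as Mapt was not tested. With transcript length and GC content accounted for, 2 of the cytoskeletal and 4 of the kinesin genes were called. From the upregulation of such genes in cochleae without intrinsic action potentials, the paper concludes that pathways maintaining the cytoskeleton were raised, and it proposes that this may be an attempt to repair or offset the loss of the hair bundles.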

Although most of the identified genes are possible novel candidates involved in hair cell development, we found some that have previously been associated with hair‐bundle morphology. For example, the actin‐binding protein spectrin isoform SPTBN1 (*Sptbn1*), which is expressed in the rootlets actin filaments of the stereocilia (Furness *et al*, 2008), and together with TRIOBP contributes to strengthen their insertion point into the apical membrane of the hair cells (Pacentine *et al*, 2020), is required for the correct hair‐bundle morphology. In the absence of SPTBN1 mice are deaf (Liu *et al*, 2019). Furthermore, the actin crosslinking family protein 7 (ACF7) and the microtubule‐associated protein 1A (MAP‐1A), which are encoded by the genes *Macf1* and *Macp1a*, respectively, are also involved in the organization of the cuticular plate of the hair cells (Jaeger *et al*, 1994; Antonellis *et al*, 2014), which is the point of stereocilia insertion of the hair bundles. Finally, the non‐muscle myosin Type IIA (MYH9) has been linked to both syndromic and nonsyndromic hearing loss due to the disruption of the hair cell stereociliary bundles (Mhatre *et al*, 2006). Among the identified transcription factors, we found enrichment for regulatory factor X (RFX), which plays a role in ciliogenesis in many different organisms (Lemeille *et al*, 2020). In mammals, *Rfx3* is involved in ciliary assembly and motility, and *Rfx4* is known to modulate Shh signaling and regional control of ciliogenesis (Ashique *et al*, 2009). Moreover, recent work has shown that the RFX family is essential for hearing in mice, with mice at 3 months of age showing a loss of stereocilia structure (Elkon *et al*, 2015).

Altogether, these results indicate that the intrinsic Ca^2+^‐dependent action potential activity in IHCs during the second postnatal week is necessary to drive their full morphological and functional maturation into auditory sensory receptors. The absence of such activity led to the upregulation of the genetic pathways involved in the maintenance of cytoskeletal homeostasis, possibly as an attempt to repair or compensate for the progressive deterioration of the actin‐based hair bundles. Moreover, we found that the MET channel of the IHCs from *Kir2.1*‐OE mice acquire a reduced Ca^2+^ sensitivity, which could be a potential compensatory mechanism for maintaining resting MET current size as the MET current is rapidly declining. Although genetic compensation responses following the mutation of genes have been described in many organisms including zebrafish and mice (e.g., El‐Brolosy & Stainier, 2017; Buglo *et al*, 2020), their underlying mechanisms remain largely unknown.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models**		
*Otof* ^rtTA^ (*M. musculus*)	Ozgene Pty Ltd	n/a
TetO‐Kir2.1‐IRES‐tauLacZ	The Jackson Lab	009136
**Recombinant DNA**		
*Example*: pCMV‐BE3	Addgene	Cat #73021
**Antibodies**		
Mouse‐IgG1 anti‐Eps8	BD Biosciences	610143
Rabbit‐IgG anti‐Whirlin	gift from Dr. Thomas Friedman	n/a
Rabbit‐IgG anti‐Myo6	Proteus Biosciences	25‐6791
Rabbit‐IgG anti‐Myo15 isoform 1	gift from Dr. Thomas Friedman	n/a
Mouse‐IgG1 anti‐Kir2.1	Alomone Lab	APC026
Mouse‐IgG1 anti‐CtBP2	BD Biosciences	612044
Mouse‐IgG2a anti‐GluR2	Millipore	MAB397
**Chemicals, enzymes, and other reagents**		
Doxycycline	Karidox 100 mg/ml	
Vitamins	Thermo Fisher	11120‐037
Amino acids	Thermo Fisher	11130‐036
DMEM/F12	Sigma	D8062
Fluo‐4 AM	Thermo Fisher	F14201
FM1‐43	Molecular Probes	T3163
Texas Red‐X phalloidin	ThermoFisher	T7471
**Software**		
pClamp 10	Molecular Devices	RRID:SCR_011323
Origin	OriginLab	RRID:SCR_014212
Python 2.7	Python Software Foundation	RRID:SCR_008394
ImageJ	NIH	RRID:SCR_003070
DeSeq2	Love *et al*, 2014	
Metascape	Zhou *et al*, 2019	
Reactome	Gillespie *et al*, 2022	
HOMER	Heinz *et al*, 2010	
**Other**		
Digidata 1440A	Molecular Devices	RRID:SCR_021038
Two‐photon laser‐scanning microscope (Bergamo II system B232)	Thorlabs Inc	
Vega3 LMU scanning electron microscope	Tescan	
LSM 880 AiryScan microscope	Zeiss	
RNeasy Plus Micro Kit	Qiagen	
NovaSeq sequencer	Illumina	

### Methods and Protocols

#### Ethics statement

Animal work was licensed by the Home Office under the Animals (Scientific Procedures) Act 1986 (PPL_PCC8E5E93) and was approved by the University of Sheffield Ethical Review Committee (180626_Mar). For *ex vivo* experiments mice were killed by cervical dislocation followed by decapitation. Mice had free access to food and water and a 12 h light/dark cycle.

#### Transgenic mice

The transgenic mouse line *Otof* ^*rtTA*^ expressing rtTA driven by the *Otof* promoter was constructed by Ozgene Pty Ltd (Bentley WA, Australia). In these mice, the expression of a target gene is controlled by a reverse tetracycline‐controlled transactivator *rtTA* (Tet‐On system: Baron & Bujard, 2000). *Otof* encodes for the ribbon synaptic Ca^2+^ sensor otoferlin, which in the cochlea is expressed exclusively in hair cells but primarily in IHCs from around birth (Roux *et al*, 2006). Homozygous *Otof* ^*rtTA*^ mice were paired with heterozygous *tet*_*o*_ *‐Kir2.1‐IRES‐tau‐lacZ* mice (*Kir2.1*: Jackson laboratories, 009136, Yu *et al*, 2004). Both mouse lines (*Otof* ^*rtTA*^ and *Kir2.1*) were maintained on the C57BL/6N background. The resultant compound heterozygous mice, which we named *Kir2.1*‐OE (*Kir2.1*‐OverExpression) mice for simplicity, allowed cell‐specific overexpression of the inward rectifier K^+^ channel Kir2.1 in the IHCs when mice were treated with doxycycline (DOX). Littermate heterozygous *Otof* ^*rtTA*^ mice treated with DOX were used as controls. Pregnant, breast‐feeding females and weaned pups (controls and *Kir2.1*‐OE) were given 0.5 mg/ml of DOX daily in their drinking water, a dose that was previously optimized for the mouse cochlea (Johnson *et al*, 2013).

#### Tissue preparation

Cochleae were dissected out from the inner ear of the mouse using an extracellular solution composed of (in mM): 135 NaCl, 5.8 KCl, 1.3 CaCl_2_, 0.9 MgCl_2_, 0.7 NaH_2_PO_4_, 5.6 D‐glucose, 10 HEPES. Sodium pyruvate (2 mM), amino acids, and vitamins were added from concentrates (Thermo Fisher Scientific, UK). The pH was adjusted to 7.48 with 1 M NaOH (osmolality ~308 mOsm/kg). The dissected cochleae were transferred to a microscope chamber and immobilized via a nylon mesh attached to a stainless‐steel ring as previously described (Marcotti *et al*, 2003b). The chamber (volume ~ 2 ml) was perfused from a peristaltic pump and mounted on the stage of an upright microscope (Olympus BX51, Japan; Leica DMLFS, Germany) equipped with Nomarski Differential Interference Contrast (DIC) optics (60× or 64× water immersion objective) and 15× eyepieces. The microscope chamber was continuously perfused with the extracellular solution by a peristaltic pump (Cole‐Palmer, UK).

#### Whole‐cell electrophysiology

Patch clamp experiments were performed from hair cells positioned at the 9–12 kHz region of the cochlear apical coil (Müller *et al*, 2005). Recordings were performed at room temperature (20–24°C) using an Optopatch amplifier (Cairn Research Ltd, UK) as previously described (Jeng *et al*, 2020; Carlton *et al*, 2021). Patch pipettes were pulled from soda glass capillaries, which had a typical resistance in the extracellular solution of 2–3 MΩ. The intracellular solution used for the patch pipette contained (in mM): 131 KCl, 3 MgCl_2_, 1 EGTA‐KOH, 5 Na_2_ATP, 5 HEPES, 10 Na‐phosphocreatine (pH was adjusted with 1 M KOH to 7.28; 294 mOsm/kg). Data acquisition was controlled by pClamp software using Digidata 1440A (Molecular Devices, USA). In order to reduce the electrode capacitance, patch electrodes were coated with surf wax (Mr Zoggs SexWax, USA). Recordings were low‐pass filtered at 2.5 kHz (8‐pole Bessel), sampled at 5 khz, and stored on a computer for offline analysis (Clampfit, Molecular Devices; Origin 2021: OriginLab, USA). Membrane potentials under voltage‐clamp conditions were corrected offline for the residual series resistance *R*_s_ after compensation (usually 80%) and the liquid junction potential (LJP) of −4 mV, which was measured between electrode and bath solutions. Voltage‐clamp protocols are referred to a holding potential of −84 mV unless otherwise stated.

Real‐time changes in membrane capacitance (Δ*C*_m_) were tracked at body temperature as previously described (Johnson *et al*, 2005, 2017). Briefly, a 4 kHz sine wave of 13 mV RMS was applied to IHCs from the holding potential of −81 mV and was interrupted for the duration of the voltage step. The capacitance signal from the Optopatch was filtered at 250 Hz and sampled at 5 kHz. Δ*C*_m_ was measured by averaging the *C*_m_ trace over a 200 ms period following the voltage step and subtracting the pre‐pulse baseline. Data were acquired using pClamp software and a Digidata 1440A (Molecular Devices). Δ*C*_m_ experiments were performed during the local perfusion of the IHCs with 30 mM TEA, 15 mM 4‐AP (Fluka) to block the outward K^+^ currents (Johnson *et al*, 2005), and 5 mM CsCl to block the inward rectifier K^+^ current (Marcotti *et al*, 1999).

For mechanoelectrical transducer (MET) current recordings, the hair bundles of hair cells were displaced using a fluid‐jet system from a pipette driven by a 25 mm diameter piezoelectric disc (Corns *et al*, 2014, 2018; Carlton *et al*, 2021). For these experiments, the intracellular solution contained (in mM): 131 CsCl, 3 MgCl_2_, 1 EGTA‐KOH, 5 Na_2_ATP, 5 HEPES, 10 Na‐phosphocreatine (pH was adjusted with 1 M CsOH to 7.28; 290 mOsm/kg). The extracellular solution was as described above, although for most of the recordings we included 5 mM CsCl, which was used to block the inward rectifier K^+^ current (Marcotti *et al*, 1999). In order to maintain the osmolality of the extracellular solution constant, NaCl was reduced to 130 mM in this case.

The fluid‐jet pipette tip had a diameter of 8–10 μm and was positioned near the hair bundles to elicit a maximal MET current (typically 10 μm). Mechanical stimuli were applied as 50 Hz sinusoids (filtered at 1 kHz, 8‐pole Bessel). Prior to the positioning of the fluid jet by the hair bundles, any steady‐state pressure was removed. The use of the fluid jet allows for the efficient displacement of the hair bundles in both the excitatory and inhibitory directions, which is essential to perform reliable measurements of the resting open probability of the MET channels.

#### Two‐photon confocal Ca^2+^ imaging

Acutely dissected cochleae were incubated for 40 min at 37°C in DMEM/F12, supplemented with fluo‐4 AM at a final concentration of 10 μM (Thermo Fisher Scientific) as recently described (Ceriani *et al*, 2019). The incubation medium contained also pluronic F‐127 (0.1%, w/v) and sulfinpyrazone (250 μM) to prevent dye sequestration and secretion. Calcium signals were recorded using a two‐photon laser‐scanning microscope (Bergamo II System B232, Thorlabs Inc., USA) based on a mode‐locked laser system operating at 925 nm, 80‐MHz pulse repetition rate, < 100‐fs pulse width (Mai Tai HP DeepSee, Spectra‐Physics, USA). Images were captured with a 60× objective (LUMFLN60XW, Olympus, Japan) using a GaAsp PMT (Hamamatsu) coupled with a 525/40 bandpass filter (FF02‐525/40‐25, Semrock). Images were analyzed offline using custom‐built software routines written in Python (Python 2.7, Python Software Foundation) and ImageJ (NIH). Calcium signals were measured as relative changes in fluorescence emission intensity (Δ*F*/*F*_0_).

#### Scanning electron microscopy (SEM)

The isolated inner ear was very gently perfused with fixative for 1–2 min through the round window. A small hole in the apical portion of the cochlear bone was made prior to perfusion to allow the fixative to flow out from the cochlea. The fixative contained 2.5% vol/vol glutaraldehyde in 0.1 M sodium cacodylate buffer plus 2 mM CaCl_2_ (pH 7.4). The inner ears were then immersed in the above fixative and placed on a rotating shaker for 2 h at room temperature. After fixation, the organ of Corti was exposed by removing the bone from the apical coil of the cochlea and then immersed in 1% osmium tetroxide in 0.1 M cacodylate buffer for 1 h. For osmium impregnation, which avoids gold coating, cochleae were incubated in solutions of saturated aqueous thiocarbohydrazide (20 min) alternating with 1% osmium tetroxide in buffer (2 h) twice (the OTOTO technique: Furness & Hackney, 1986). The cochleae were then dehydrated through an ethanol series and critical point dried using CO_2_ as the transitional fluid (Leica EM CPD300) and mounted on specimen stubs using conductive silver paint (Agar Scientific, Stansted, UK). The apical coil of the organ of Corti was examined at 10 kV using a Tescan Vega3 LMU scanning electron microscope in the electron microscopy unit at the University of Sheffield.

#### Immunofluorescence microscopy

As for SEM, the isolated inner ear was initially gently perfused with 4% paraformaldehyde in phosphate‐buffered saline (PBS, pH 7.4) through the round window. Following this initial short fixation, the inner ear was fixed for 20 min at room temperature and then washed three times in PBS for 10 min. The apical coil of the organ of Corti was then washed in PBS, removed by fine dissection, and incubated in PBS supplemented with 5% normal goat or horse serum and 0.5% Triton X‐100 for 1 h at room temperature. The samples were immunolabeled with primary antibodies overnight at 37°C, washed three times with PBS, and incubated with the secondary antibodies for 1 h at 37°C. Antibodies were prepared in 1% serum and 0.5% Triton X‐100 in PBS. Primary antibodies were mouse‐IgG1 anti‐Eps8 (1:1,000, BD Biosciences, 610,143), rabbit‐IgG anti‐WHIRLIN (1:200, gift from Dr. Thomas Friedman, NIH, USA); rabbit‐IgG anti‐MYO6 (1:150, Proteus Biosciences, 25–6,791); rabbit‐IgG anti‐MYO15‐isoform 1 (1:1,000, gift from Dr. Thomas Friedman, NIH, USA) mouse‐IgG1 anti‐Kir2.1 channel (1:100, Alomone Lab, Israel, APC026); mouse IgG1 anti‐CtBP2 (1:200, Biosciences, #612044) and mouse IgG2a anti‐GluR2 (1:200, Millipore, MAB397). F‐actin was stained with Texas Red‐X phalloidin (1:400, ThermoFisher, T7471) in the secondary antibody solution. Secondary antibodies were species‐appropriate Alexa Fluor or Northern Lights secondary antibodies. Samples were mounted in VECTASHIELD (H‐1000). The images from the apical cochlear region (8–12 kHz) were captured with Nikon A1 confocal microscope equipped with a Nikon CFI Plan Apo 60× Oil objective or a Zeiss LSM 880 AiryScan equipped with Plan‐Apochromat 63× Oil DIC M27 objective for super‐resolution images of hair bundles. Both microscopes are part of the Wolfson Light Microscope Facility at the University of Sheffield. Image stacks were processed with Fiji ImageJ software.

#### FM1‐43 staining

A 3 mM stock solution of the dye FM1‐43 (T3163, Molecular Probes) was prepared in water. The dissected organs of Corti (aged P11–P12) were transferred to the bottom of a chamber filled with extracellular solution, and held in position using a nylon mesh, as described above (see above: *Tissue preparation*). All experiments were performed at room temperature (20–24°C), as previously described (Gale *et al*, 2001). Briefly, the solution bathing the cochleae was very rapidly exchanged with that containing 3 μM FM1‐43 for 10 s and immediately washed several times with normal extracellular solution. The cochleae were then viewed with an upright microscope equipped with epifluorescence optics and FITC filters (excitation 488 nm, emission 520 nm) using a 63× water immersion objective and a CCD camera.

#### RNA isolation and library preparation

The sensory epithelium from four control and four littermates *Kir2.1‐OE* mice under DOX were microdissected in DNase‐free ice‐cold PBS 1× and immediately snap frozen in liquid nitrogen. RNA was extracted using RNeasy Plus Micro Kit (Qiagen) according to the manufacturer's instructions. RNA quantity was established using a Nanodrop spectrophotometer and RNA integrity number (RIN) was calculated using a BioAnalyzer. All samples had RIN score greater than 9.1. Preparation of the mRNA library was performed using poly A enrichment and sequenced on the Illumina NovaSeq sequencer using paired‐end 150 bp reads.

#### RNA‐sequencing analysis and differential gene expression

The sequencing libraries were processed using the nf‐core RNA pipeline (Ewels *et al*, 2020, https://nf‐co.re/rnaseq/usage) using the standard parameters. Reads were mapped to the mouse genome (mm10). The resulting gene counts were determined using Salmon (Patro *et al*, 2017) and used for downstream analysis with DESeq2 (Love *et al*, 2014). Metascape (Zhou *et al*, 2019) and Reactome (Gillespie *et al*, 2022) were used to query for enriched GO terms and pathways in the list of differentially expressed genes. HOMER (Heinz *et al*, 2010) was used to find known and *de novo* motifs among the upregulated genes in a 2000 bp window up and downstream of the transcriptional start site (TSS).

#### Statistical analysis

Statistical comparisons of means were made by the Student's two‐tailed *t*‐test or, for multiple comparisons, the analysis of variance (one‐way or two‐way ANOVA followed by a suitable post‐test) and Mann–Whitney *U* test (when normal distribution could not be assumed) were used. *P* < 0.05 was selected as the criterion for statistical significance. Only mean values with a similar variance between groups were compared. Average values are quoted in text and figures as means ± S.D. Animals of either sex were randomly assigned to the different experimental groups. No statistical methods were used to define sample size, which was determined based on previously published similar work from our laboratory. Animals were taken from several cages and breeding pairs over a period of several months. Most of the electrophysiological and morphological (but not imaging) experiments were performed blind to animal genotyping and in most cases, experiments were replicated at least 3 times.

## Author contributions

**Adam J Carlton:** Conceptualization; data curation; formal analysis; validation; investigation; methodology; writing – original draft; writing – review and editing. **Jing‐Yi Jeng:** Data curation; formal analysis; validation; investigation; methodology; writing – review and editing. **Fiorella C Grandi:** Data curation; formal analysis; validation; investigation; methodology; writing – review and editing. **Francesca De Faveri:** Data curation; formal analysis; validation; investigation; methodology; writing – review and editing. **Federico Ceriani:** Data curation; formal analysis; validation; investigation; methodology; writing – review and editing. **Lara De Tomasi:** Investigation; methodology. **Anna Underhill:** Data curation; formal analysis; investigation; methodology. **Stuart L Johnson:** Data curation; formal analysis; validation; investigation; methodology. **Kevin P Legan:** Investigation. **Corné J Kros:** Methodology; writing – review and editing. **Guy P Richardson:** Investigation; methodology; writing – review and editing. **Mirna Mustapha:** Resources; funding acquisition; methodology; writing – review and editing. **Walter Marcotti:** Conceptualization; resources; data curation; formal analysis; supervision; funding acquisition; validation; investigation; methodology; writing – original draft.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

Source Data for Figure 8 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author. RNA‐sequencing data have been deposited in GEO under accession number (GSE215951; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215951).

# Supplementary material for: A critical period of prehearing spontaneous Ca2+ spiking is required for hair‐bundle maintenance in inner hair cells
**Source:** EMBO J. 2023 Jan 3;42(4):e112118. doi: 10.15252/embj.2022112118
**Supplement:** Supplementary file 1 — Appendix

# **A critical period of spontaneous spiking is required for hair-bundle maintenance in inner hair cells**

Adam J. Carlton, Jing-Yi Jeng, Fiorella Grandi, Francesca De Faveri, Federico Ceriani, Lara De Tomasi, Anna Underhill, Stuart L. Johnson, Kevin Legan, Corné J. Kros, Guy P Richardson, Mirna Mustapha, Walter Marcotti

This document includes the following documents:

Appendix Figure S1

Appendix Figure S2

Appendix Figure S3

### Appendix Figure S1

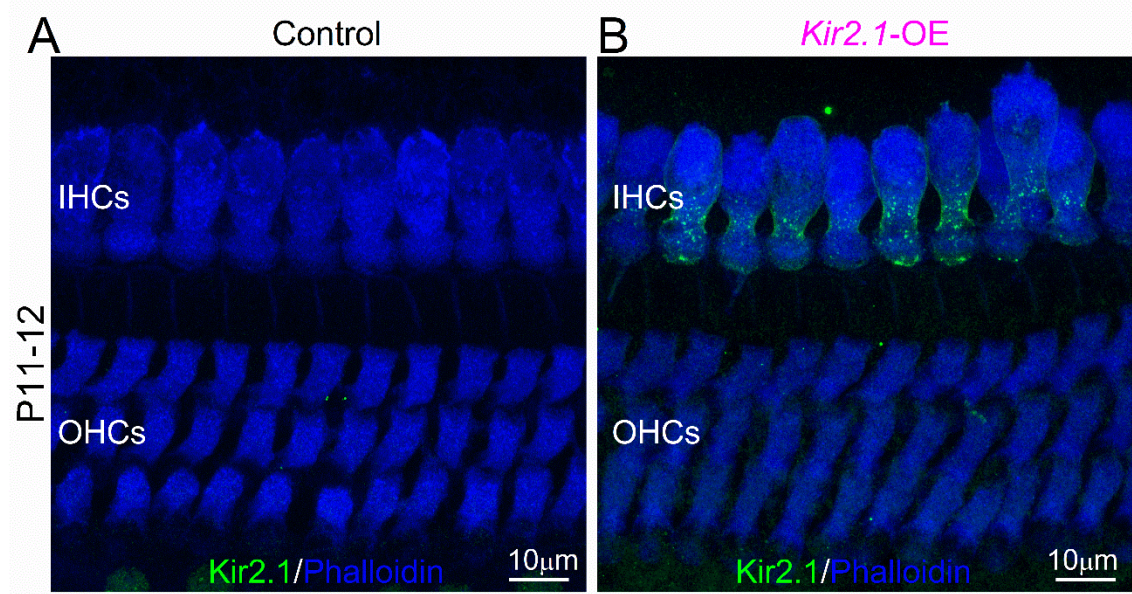

#### Appendix Figure S1: Outer hair cells do not express Kir2.1 channels.

**A,B,** Representative maximum intensity projections of confocal z-stacks showing the IHCs and OHCs of the apical cochlear region from control (**A**) and *Kir2.1*-OE (**B**) mice at postnatal day 11-P12. Hair cells were stained with antibodies against the K<sup>+</sup> channel Kir2.1 (green) and Phalloidin (blue: cell marker). Scale bars: 10 μm.

### Appendix Figure S2

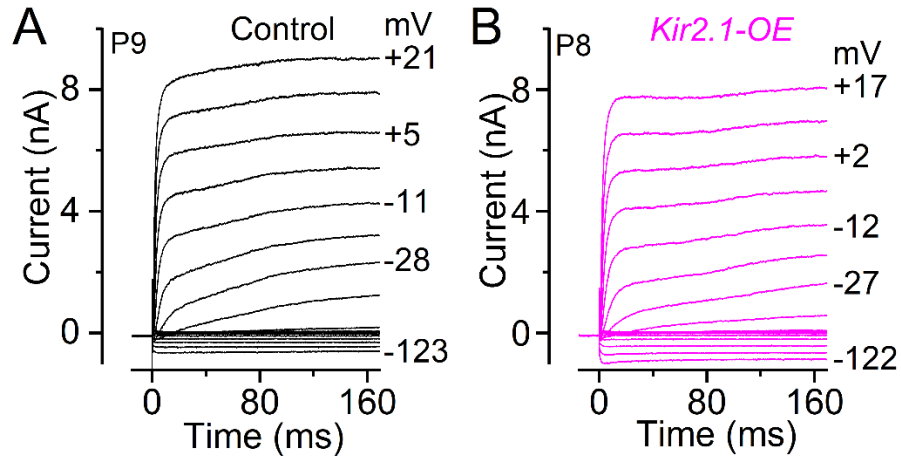

**Appendix Figure S2. Basolateral membrane currents in the IHCs from mice in which DOX was removed at P5**

**A, B,** Currents from IHCs of control (**A**, P9) and *Kir2.1*-OE (**B**, P8) pre-hearing mice; these recordings are from the same IHCs shown in [Fig. 7C,D](#). Currents were elicited by using depolarizing and hyperpolarizing voltage steps, with a nominal increment of 10 mV, from a holding potential of  $-84$  mV. Test potentials are shown next to some of the traces. Note the very similar current profile between the IHCs from both genotypes.

**Appendix Figure S3**

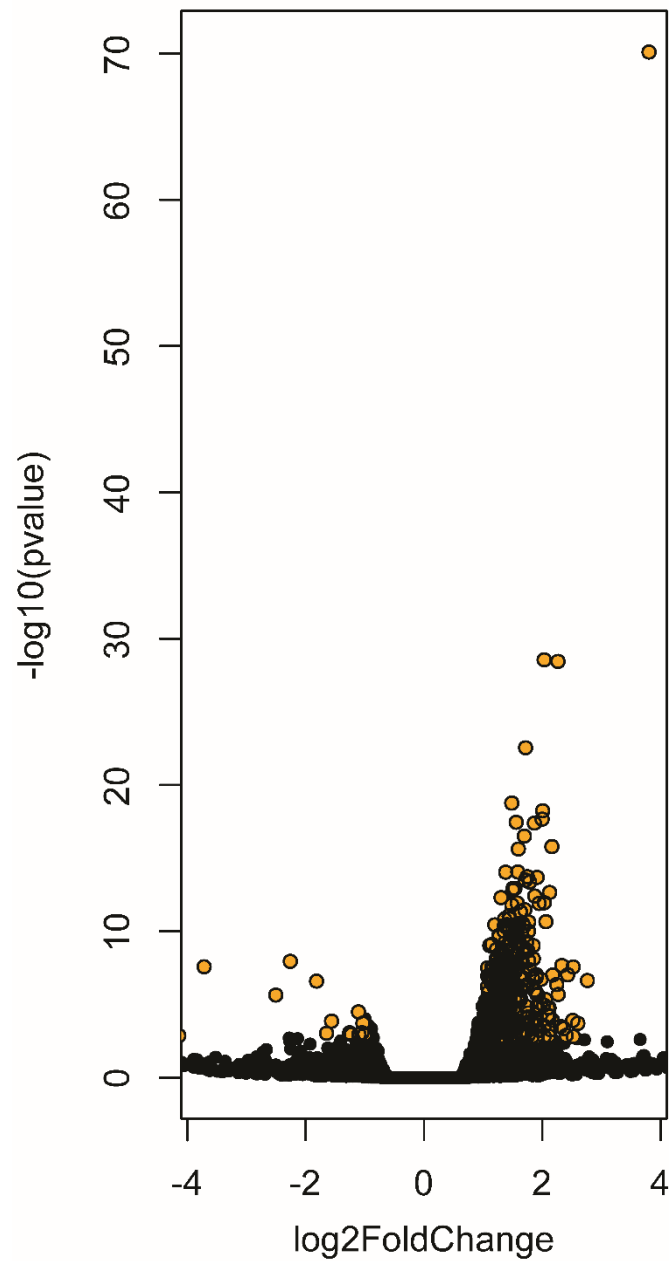

**Appendix Figure S3. Volcano Plot of Differentially Expressed Genes in RNA-sequencing.**

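A volcano plot places each gene by its log2 fold change and by the negative logarithm of its p-value, so that genes with large and well replicated changes lie at the upper left and right. Of the 3143 genes called differentially expressed, 3088 had counts that did not overlap between the genotypes. Over all genes tested the share was 61.6%, where chance gives 10% with 3 pools against 3. Among called genes with a mean normalized count of at least 50 and no overlap, the 5 highest log2 fold changes were those of Kcnj2, Slc24a2 (2.76), Iqsec3 (2.60), Ceacam16 (2.60) and Nefh. Slc24a2, which encodes a potassium-dependent sodium/calcium exchanger, had 1048 ± 415 normalized counts (SD, n = 3 pools) in Kir2.1-OE mice and 153.8 ± 41.3 in controls (adjusted p = 2.18e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnj2 had the lowest p-value of all genes tested.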

Volcano plot of differentially expressed genes. Each point represents a gene. Points colored in yellow represent those that passed the differential expression analysis thresholds. The point at the highest value is *Kir2.1*.

# Supplementary material for: A critical period of prehearing spontaneous Ca2+ spiking is required for hair‐bundle maintenance in inner hair cells
**Source:** EMBO J. 2023 Jan 3;42(4):e112118. doi: 10.15252/embj.2022112118
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

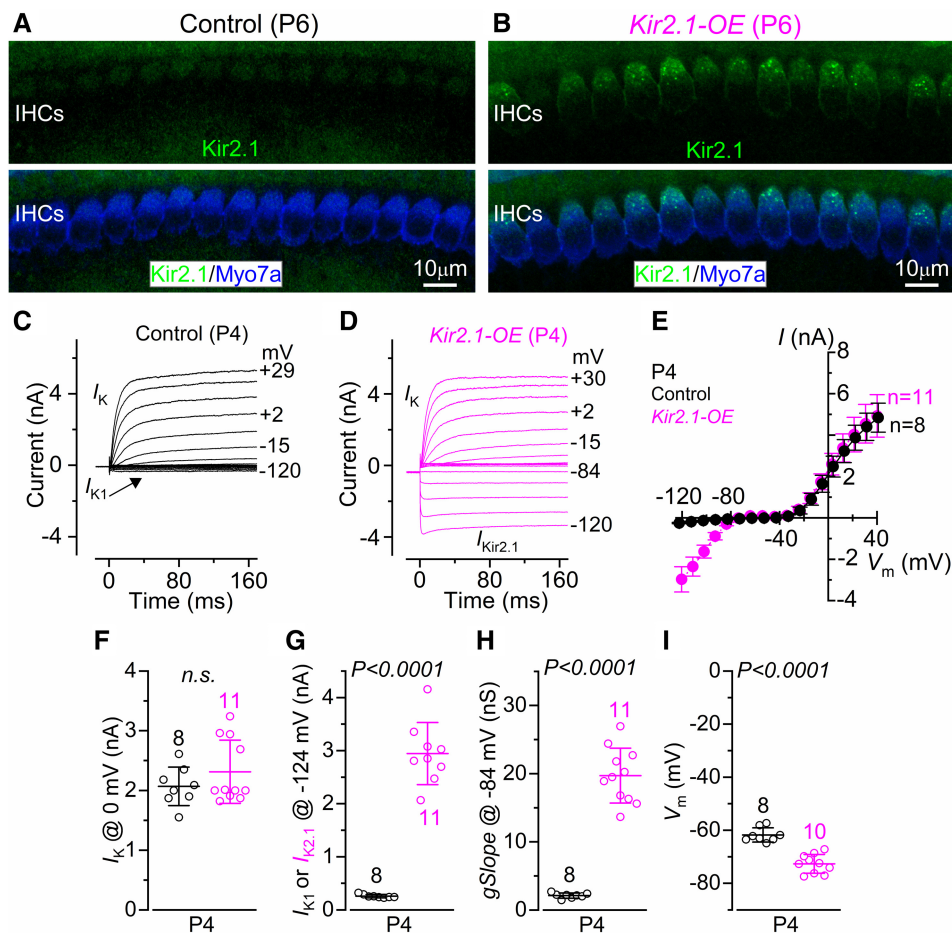

**Figure EV1. Basolateral membrane properties of P4 IHCs overexpressing Kir2.1 channels.**

- A, B** Maximum intensity projections of confocal z-stacks showing the inner hair cells (IHCs) of the apical cochlear region from control (**A**) and littermate *Kir2.1* overexpressing (**B**, *Kir2.1*-OE) mice at postnatal day 6 (P6). IHCs were stained with antibodies against Kir2.1 (green) and the hair cell marker Myo7a (blue). At least 3 mice for each genotype were used. Scale bars: 10  $\mu$ m.
- C, D** Currents from IHCs of control (**C**) and *Kir2.1*-OE (**D**) prehearing P4 mice. Currents were elicited by using depolarizing and hyperpolarizing voltage steps (10 mV nominal increment), from a holding potential of  $-84$  mV. Test potentials are shown next to some of the traces. Note that the large inward rectifier Kir2.1 current is only present in the IHCs of the *Kir2.1*-OE mouse (**D**). The outward current is primarily carried by a delayed rectifier current  $I_k$ .  $I_{K1}$  identifies the small inwardly rectifying  $K^+$  current normally expressed in immature IHCs.
- E** Steady-state current–voltage curves obtained from IHCs of control and *Kir2.1*-OE P4 mice.
- F, G** Size of the total steady-state outward (**F**,  $I_k$ ; Control  $2.07 \pm 0.32$  nA,  $n = 8$ ; *Kir2.1*-OE  $2.31 \pm 0.53$  nA,  $n = 11$ ) and inward (**G**, Control,  $I_{K1}$ :  $0.26 \pm 0.03$  nA,  $n = 8$ ; *Kir2.1*-OE,  $I_{Kir2.1}$ :  $2.97 \pm 0.61$  nA,  $n = 11$ )  $K^+$  currents from P4 IHCs measured at 0 mV and  $-124$  mV, respectively. n.s. =  $P = 0.2836$ .
- H** Slope conductance of the current measured at  $-84$  mV (Control  $2.12 \pm 0.38$  nS,  $n = 8$ ; *Kir2.1*-OE  $19.71 \pm 4.03$  nA,  $n = 11$ ).
- I** Resting membrane potential ( $V_m$ ) measured in IHCs from control ( $-61.8 \pm 2.7$  mV,  $n = 8$ ) and *Kir2.1*-OE ( $-72.7 \pm 3.6$  mV,  $n = 10$ ).

Data information: In panels F–I, data are shown as means  $\pm$  SD, and the single cell value recordings (open symbols) are plotted with the average data. The number of IHCs investigated is shown above the average data points. All statistical tests were performed using the Student's *t*-test.

Source data are available online for this figure.

**Figure EV2. The morphology and function of the synaptic machinery in IHCs are not affected by Kir2.1 overexpression.**

- A, B Maximum intensity projections of confocal z-stacks of IHCs taken from the apical cochlear region (9–12 kHz) of control (A) and *Kir2.1*-OE (B) mice at P11 using anti-bodies against CtBP2 (ribbon synaptic marker: red) and GluR2 (postsynaptic receptor marker: green). Myosin 7a (Myo7a) was used as the IHC marker (blue). At least 3 mice for each genotype were used. Scale bar 10  $\mu\text{m}$ .
- C, D Number of CtBP2 and GluR2 puncta in IHCs from control and *Kir2.1*-OE (C) and co-localized CtBP2 and GluR2 puncta in IHCs from both genotypes (D). Data are plotted as mean values (lines) and individual CtBP2 and GluR2 counts or colocalized counts (smaller open symbols). Numbers above or below the data in panels represent the IHCs (and mice) used for each time point. All comparisons were not significantly different, and *P*-values are shown below the data and were obtained using the Student's *t*-test. Average values are mean  $\pm$  SD.
- E, F Calcium current ( $I_{\text{Ca}}$ ) and corresponding changes in membrane capacitance ( $\Delta C_m$ ) recorded from IHCs of control and *Kir2.1*-OE mice. Recordings were obtained in response to 50 ms voltage steps (10 mV increments) from  $-81$  mV and using 1.3 mM extracellular  $\text{Ca}^{2+}$  and at body temperature. For clarity, only maximal responses at  $-11$  mV are shown. Average peak  $I_{\text{Ca}}$  (bottom) and  $\Delta C_m$  (top) curves from IHCs of control (black) and *Kir2.1*-OE (magenta) mice (F). Average values are mean  $\pm$  SD.

Source data are available online for this figure.

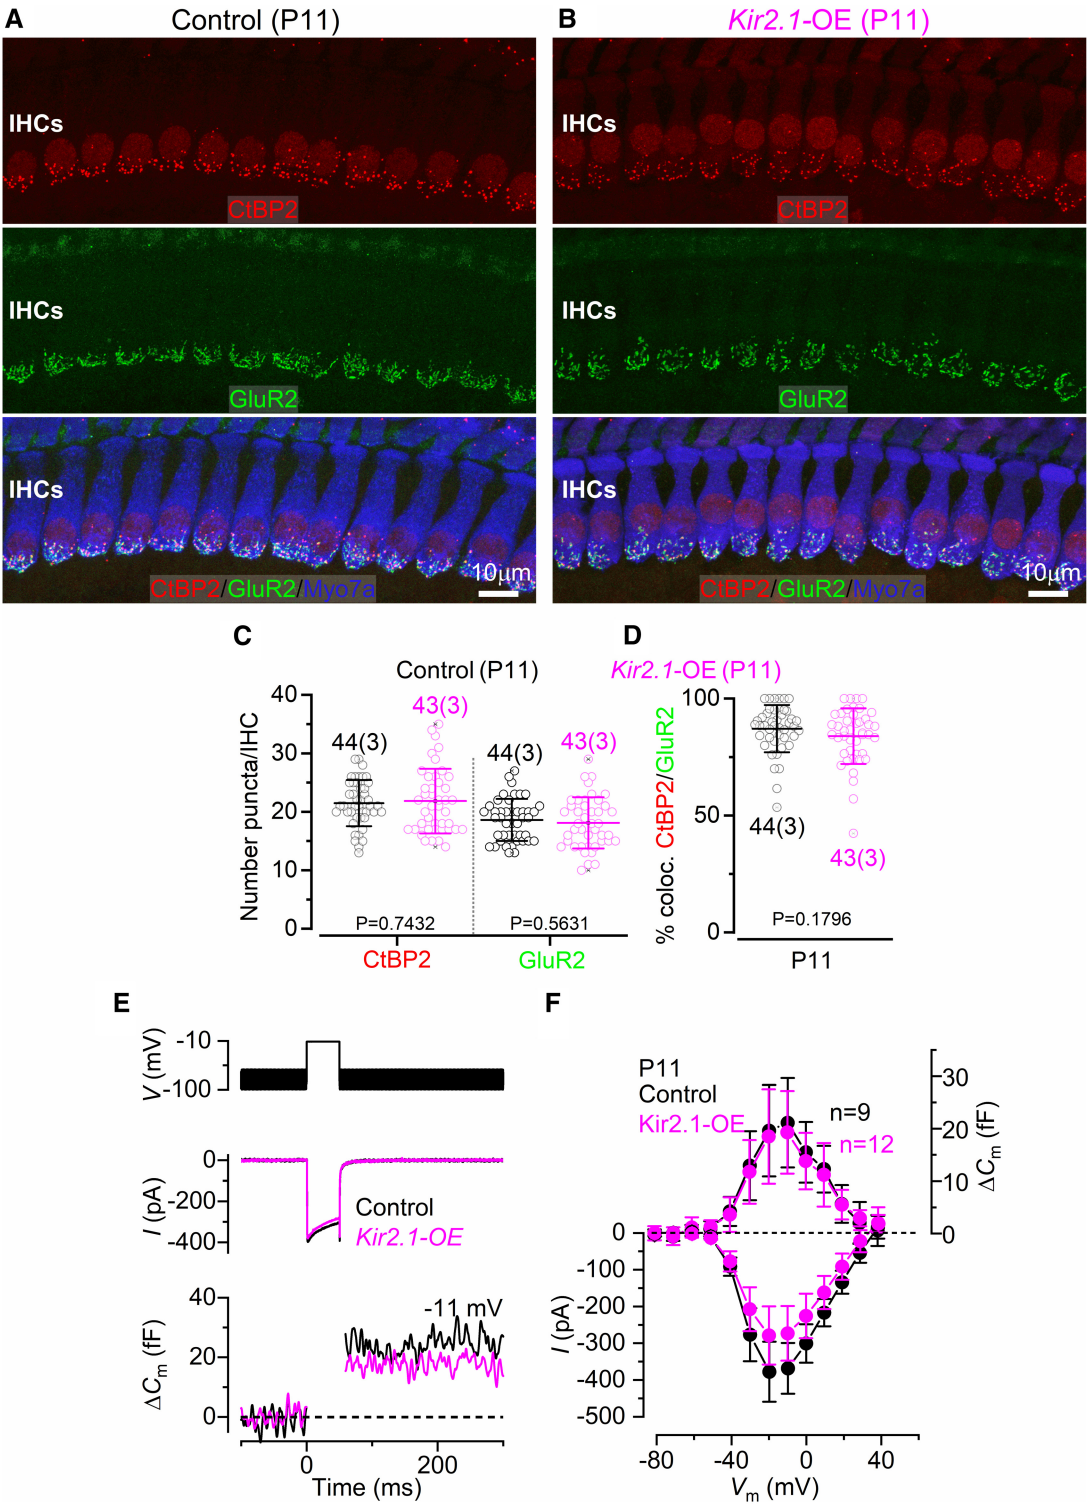

Figure EV2.

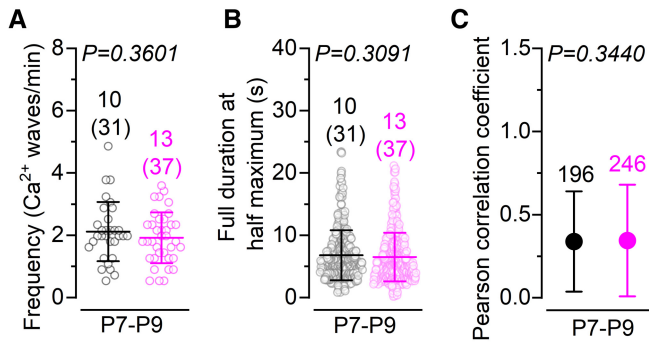

**Figure EV3.**  $\text{Ca}^{2+}$  signals in IHCs are correlated with the  $\text{Ca}^{2+}$  waves in nonsensory cells.

**A, B** Frequency (A) and full duration at half maximum (B) of the  $\text{Ca}^{2+}$  waves recorded from P7-P9 control and *Kir2.1-OE* mice. The full duration at half maximum measures how long the  $\text{Ca}^{2+}$  waves last in time, which was measured as the duration of the  $\text{Ca}^{2+}$  trace at half the peak. Data are shown as means  $\pm$  SD and single data points are shown as open circles. The number above the data represents the number of mice tested and, in between the brackets, the number of recordings. Note that for the frequency (A) each data point represents one recording (usually 2–3 recordings per mouse). For the full duration at half maximum (B), we plotted one data point for each of the  $\text{Ca}^{2+}$  waves recorded from both control (365  $\text{Ca}^{2+}$  waves) and *Kir2.1-OE* (395  $\text{Ca}^{2+}$  waves) mice.  $P$ -values shown above the panels were calculated using the Student's  $t$ -test.

**C** Average Pearson correlation coefficient between the  $\text{Ca}^{2+}$  activity in individual IHCs and the  $\text{Ca}^{2+}$  waves in the nonsensory cells from control and *Kir2.1-OE* mice (10 and 13, respectively). Numbers of IHCs analyzed are shown above the data. Data are shown as means  $\pm$  SD. The correlation coefficients for both control and *Kir2.1-OE* mice were significantly different from zero ( $P < 0.001$ , Wilcoxon rank-sum test). There was no significant difference between control and *Kir2.1-OE* mice ( $P = 0.3440$ , Mann–Whitney  $U$  test). For calculating descriptive statistics and tests of significance, Pearson correlation coefficients were transformed using Fisher transformation (inverse hyperbolic tangent).

Source data are available online for this figure.

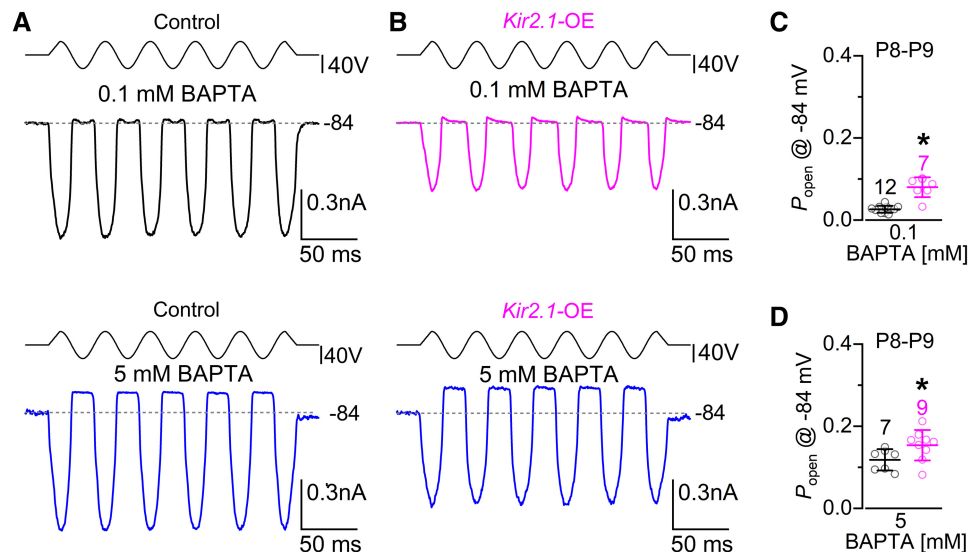

**Figure EV4.** Calcium sensitivity of the MET current is reduced in *Kir2.1* overexpressing IHCs at the start of the second postnatal week.

**A, B** Saturating MET currents recorded from apical IHCs of P8 control (A) and *Kir2.1-OE* (B) mice in the presence of 0.1 mM (upper panels) and 5 mM (lower panels) of the fast  $\text{Ca}^{2+}$  chelator BAPTA. Responses were obtained in response to 50 Hz sinusoidal force stimuli to the hair bundles at membrane potentials of  $-84$  mV. Driver voltage (DV) stimuli to the fluid jet are shown above the traces, with positive deflections of the DV being excitatory.

**C, D** Resting open probability ( $P_{\text{open}}$ ) of the MET current in IHCs from the two genotypes (control: black; *Kir2.1-OE*: magenta) measured at  $-84$  mV in 0.1 mM BAPTA (C) and 5 mM BAPTA (D). The  $P_{\text{open}}$  was found significantly different between the two genotypes (C:  $*P < 0.0001$ ; D:  $*P = 0.0496$ ,  $t$ -test). The increased resting  $P_{\text{open}}$  using a fixed BAPTA concentration indicates a reduced  $\text{Ca}^{2+}$  sensitivity of the MET channel in the IHCs of *Kir2.1-OE* mice. In panels C and D, data are shown as means  $\pm$  SD, and the single cell value recordings (open symbols) are plotted behind the average data. The number of IHCs investigated is shown above the average data points from 5 control and 5 littermates *Kir2.1-OE* mice.

Source data are available online for this figure.

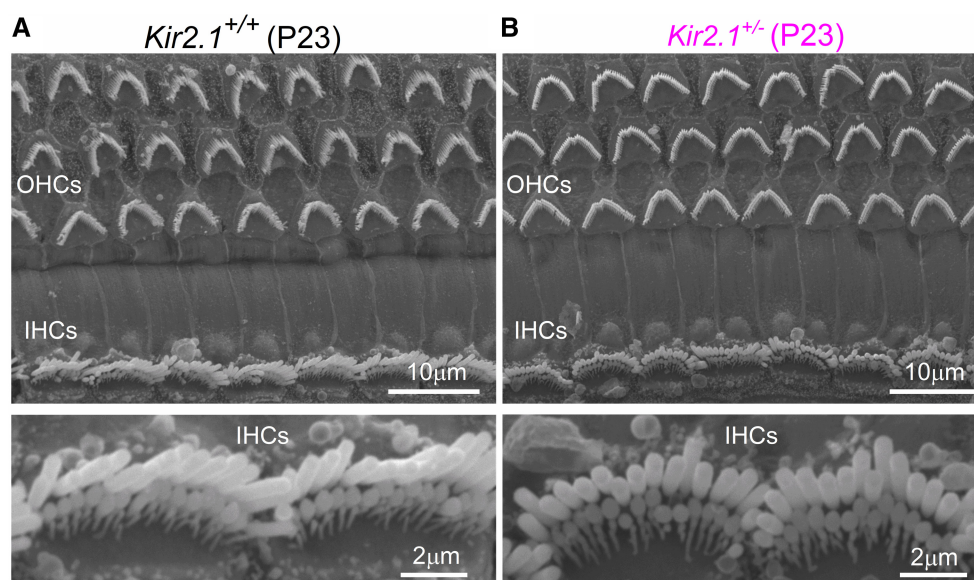

**Figure EV5. IHC bundle morphology in *Kir2.1* mice.**

A, B Scanning electron micrographs showing the typical hair-bundle structure of apical-coil IHCs and OHCs in *Kir2.1* P23 mice (without pairing them with *Otof*<sup>etA+/-</sup> mice) fed with DOX in the drinking water throughout their life. This result shows that the application of DOX to heterozygous *Kir2.1* mice (without crossing with *Otof*<sup>etA</sup> mice) does not affect the hair-bundle morphology in adult mice. At least 3 mice for each genotype were used.

Source data are available online for this figure.

# Supplementary material for: A critical period of prehearing spontaneous Ca2+ spiking is required for hair‐bundle maintenance in inner hair cells
**Source:** EMBO J. 2023 Jan 3;42(4):e112118. doi: 10.15252/embj.2022112118
**Supplement:** Supplementary file 5 — Source Data for Expanded View

**Figure EV1E**

| **Control** | | | |  | **Kir2.1-OE** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Vm** | **IK** | **SD** | **N** |  | **Vm** | **IK** | **SD** | **N** |
| -122.41901 | -250.4851 | 30.20982 | 8 |  | -120.41466 | -2969.82091 | 613.29741 | 11 |
| -112.49921 | -189.34004 | 24.52609 | 8 |  | -111.16419 | -2351.87732 | 460.51746 | 11 |
| -102.56824 | -137.39292 | 16.34203 | 8 |  | -102.03964 | -1629.3535 | 309.47771 | 11 |
| -92.62727 | -92.85766 | 13.65853 | 8 |  | -92.93451 | -887.24046 | 177.30104 | 11 |
| -82.66957 | -60.87275 | 7.69187 | 8 |  | -83.63724 | -302.72448 | 80.99583 | 11 |
| -72.69848 | -39.18412 | 7.19061 | 8 |  | -73.98192 | -16.72067 | 41.41742 | 11 |
| -62.72336 | -20.47321 | 7.56573 | 8 |  | -64.11283 | 91.51455 | 41.12083 | 11 |
| -52.73443 | -11.98532 | 5.87908 | 8 |  | -54.11741 | 95.69472 | 32.21484 | 11 |
| -42.75006 | 0.50158 | 14.32078 | 8 |  | -44.07297 | 59.32139 | 18.49212 | 11 |
| -32.84195 | 74.49839 | 69.31475 | 8 |  | -34.13364 | 110.3665 | 38.78395 | 11 |
| -23.19624 | 351.38347 | 164.28056 | 8 |  | -24.48696 | 405.04077 | 154.53007 | 11 |
| -13.90174 | 898.00275 | 285.9471 | 8 |  | -15.14181 | 952.53956 | 258.28809 | 11 |
| -4.86669 | 1643.93239 | 409.19528 | 8 |  | -6.07857 | 1739.62221 | 382.59498 | 11 |
| 4.04876 | 2477.66918 | 506.24429 | 8 |  | 2.90635 | 2594.53711 | 525.87955 | 11 |
| 13.0643 | 3226.39869 | 558.56867 | 8 |  | 11.97555 | 3377.33851 | 679.56379 | 11 |
| 22.19909 | 3873.51184 | 602.41701 | 8 |  | 21.20624 | 4023.20665 | 832.6958 | 11 |
| 31.60648 | 4400.28582 | 658.13076 | 8 |  | 30.57451 | 4549.65603 | 934.44958 | 11 |
| 41.01559 | 4840.47394 | 700.01203 | 8 |  | 40.13251 | 4924.8008 | 1026.3761 | 11 |

**Figure EV1F-I**

| **Control** | | | |  | **Kir2.1-OE** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Figure EV1F** | **Figure EV1G** | **Figure EV1H** | **Figure 1I** |  | **Figure 1F** | **Figure 1G** | **Figure 1H** | **Figure 1I** |
| **IK** | **IK1** | **gSlope** | **Vm** |  | **IK,D** | **IKir2.1** | **gSlope** | **Vm** |
| 2.35 | 240 | 1.8 | -57.3 |  | 2 | 2378 | 13.65 | -76.2 |
| 1.55 | 255 | 2.2 | -64.9 |  | 1.91 | 2852 | 16.8 | -77.4 |
| 1.87 | 226 | 2.15 | -63 |  | 2.01 | 3077 | 20.3 | -77.1 |
| 1.9 | 252 | 1.45 | -58.1 |  | 1.82 | 2472 | 19.5 | -72.4 |
| 2 | 242 | 2 | -63.4 |  | 2 | 2065 | 16.3 | -71.2 |
| 2.09 | 292 | 2.25 | -62.2 |  | 2.94 | 2808 | 18.9 | -74.1 |
| 2.18 | 241 | 2.4 | -61.8 |  | 2.96 | 4155 | 26.95 | -68.6 |
| 2.61 | 321 | 2.7 | -63.5 |  | 2.69 | 3353 | 21.8 | -69.8 |
|  |  |  |  |  | 2 | 2696 | 15.6 |  |
|  |  |  |  |  | 1.87 | 3025 | 22.7 | -67.2 |
|  |  |  |  |  | 3.24 | 3786 | 24.4 | -72.7 |

# Supplementary material for: A critical period of prehearing spontaneous Ca2+ spiking is required for hair‐bundle maintenance in inner hair cells
**Source:** EMBO J. 2023 Jan 3;42(4):e112118. doi: 10.15252/embj.2022112118
**Supplement:** Supplementary file 5 — Source Data for Expanded View

| **Figure EV2C** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Control** | | | **Kir2.1-OE** | | |
|  | **Mean** | **SD** | **N** | **Mean** | **SD** | **N** |
| CtBP2 | 21.5 | 3.93848 | 44 | 21.83721 | 5.51591 | 43 |
| GluR2 | 18.61364 | 3.57781 | 44 | 18.11628 | 4.38183 | 43 |

| **Figure EV2D** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Control** | | | **Kir2.1-OE** | | |
|  | **Mean** | **SD** | **N** | **Mean** | **SD** | **N** |
| Colocalised CtBP2-GluR2 | 87.16663 | 10.0763 | 44 | 83.97162 | 11.89218 | 43 |

| **Figure EV2F** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Control** | | | | **Kir2.1-OE** | | | |
| **Vm** | **MeanΔCm** | **SD** | **N** | **Vm** | **Mean ΔCm** | **SD** | **N** |
| -80.98796 | -0.24508 | 1.0518 | 9 | -80.99921 | 0.04411 | 1.3617 | 12 |
| -71.0538 | -0.56641 | 0.8266 | 9 | -71.03084 | -0.50738 | 1.6912 | 12 |
| -61.12271 | 0.6039 | 1.05095 | 9 | -61.05358 | 1.15869 | 1.93914 | 12 |
| -51.10834 | 0.92657 | 1.43885 | 9 | -51.02558 | 1.27632 | 1.269 | 12 |
| -40.72726 | 4.23375 | 2.77417 | 9 | -40.72995 | 3.62481 | 3.30409 | 12 |
| -30.06745 | 12.94906 | 6.57266 | 9 | -30.25057 | 11.76103 | 6.06819 | 12 |
| -19.78951 | 19.60775 | 8.72669 | 9 | -20.00959 | 18.50787 | 9.00022 | 12 |
| -9.82696 | 21.1229 | 8.52043 | 9 | -10.01632 | 19.29215 | 7.87821 | 12 |
| -0.09958 | 15.49422 | 5.77606 | 9 | -0.21898 | 13.8129 | 5.37673 | 12 |
| 9.50444 | 12.27933 | 4.43634 | 9 | 9.46585 | 11.20698 | 6.04802 | 12 |
| 19.0346 | 5.65262 | 3.60275 | 9 | 19.11059 | 5.52098 | 2.83215 | 12 |
| 28.59008 | 2.03202 | 3.98584 | 9 | 28.76649 | 2.94442 | 1.5422 | 12 |
| 38.20282 | 0.58951 | 2.95375 | 9 | 38.4979 | 2.02999 | 2.9926 | 12 |
|  | | | | | | | |
| **Vm** | **Mean I_Ca_** | **SD** | **N** | **Vm** | **Mean I_Ca_** | **SD** | **N** |
| -80.98796 | -2.24932 | 7.34553 | 9 | -80.99921 | -0.23028 | 0.63025 | 12 |
| -71.0538 | 0.18032 | 0.37999 | 9 | -71.03084 | -0.28808 | 0.4281 | 12 |
| -61.12271 | 2.98462 | 5.32781 | 9 | -61.05358 | -1.85428 | 1.55503 | 12 |
| -51.10834 | -9.80607 | 5.54221 | 9 | -51.02558 | -13.29273 | 5.39237 | 12 |
| -40.72726 | -91.62945 | 24.71916 | 9 | -40.72995 | -77.29497 | 27.56832 | 12 |
| -30.06745 | -276.79667 | 72.28683 | 9 | -30.25057 | -207.36605 | 59.75019 | 12 |
| -19.78951 | -377.54222 | 81.67516 | 9 | -20.00959 | -278.87936 | 79.35911 | 12 |
| -9.82696 | -368.27778 | 69.06564 | 9 | -10.01632 | -273.21102 | 74.53662 | 12 |
| -0.09958 | -300.81667 | 52.3899 | 9 | -0.21898 | -225.57372 | 60.76285 | 12 |
| 9.50444 | -216.81111 | 37.07177 | 9 | 9.46585 | -161.71133 | 45.04288 | 12 |
| 19.0346 | -133.98889 | 31.14781 | 9 | 19.11059 | -91.60588 | 35.54287 | 12 |
| 28.59008 | -54.12222 | 27.1005 | 9 | 28.76649 | -22.30743 | 30.053 | 12 |
| 38.20282 | 15.66838 | 30.96108 | 9 | 38.4979 | 25.4764 | 23.85668 | 12 |

# Supplementary material for: A critical period of prehearing spontaneous Ca2+ spiking is required for hair‐bundle maintenance in inner hair cells
**Source:** EMBO J. 2023 Jan 3;42(4):e112118. doi: 10.15252/embj.2022112118
**Supplement:** Supplementary file 5 — Source Data for Expanded View

| **Figure EV3A** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Control** | | | **Kir2.1-OE** | | |
| **Mean** | **SD** | **N** | **Mean** | **SD** | **N** |
| 2.286 | 0.94726 | 20 | 2.21294 | 0.84131 | 17 |

| **Figure EV3B** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Control** | | | **Kir2.1-OE** | | |
| **Mean** | **SD** | **N** | **Mean** | **SD** | **N** |
| 7.318 | 4.341 | 20 | 7.232 | 4.362 | 17 |

| **Figure EV3C** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Control** | | | **Kir2.1-OE** | | |
| **Mean** | **SD** | **N** | **Mean** | **SD** | **N** |
| 0.3388 | 0.3021 | 196 | 0.3446 | 0.3364 | 246 |

# Supplementary material for: A critical period of prehearing spontaneous Ca2+ spiking is required for hair‐bundle maintenance in inner hair cells
**Source:** EMBO J. 2023 Jan 3;42(4):e112118. doi: 10.15252/embj.2022112118
**Supplement:** Supplementary file 5 — Source Data for Expanded View

| **Figure EV4C** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Control** | | | **Kir2.1-OE** | | |
| **Mean** | **SD** | **N** | **Mean** | **SD** | **N** |
| 0.02624 | 0.00833 | 12 | 0.08006 | 0.02425 | 7 |

| **Figure EV4D** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Control** | | | **Kir2.1-OE** | | |
| **Mean** | **SD** | **N** | **Mean** | **SD** | **N** |
| 0.11826 | 0.02591 | 7 | 0.15379 | 0.03713 | 9 |

# Supplementary material for: A critical period of prehearing spontaneous Ca2+ spiking is required for hair‐bundle maintenance in inner hair cells
**Source:** EMBO J. 2023 Jan 3;42(4):e112118. doi: 10.15252/embj.2022112118
**Supplement:** Supplementary file 6 — PDF+

# A critical period of prehearing spontaneous $\text{Ca}^{2+}$ spiking is required for hair-bundle maintenance in inner hair cells

Adam J Carlton<sup>1</sup> , Jing-Yi Jeng<sup>1</sup> , Fiorella C Grandi<sup>2</sup> , Francesca De Faveri<sup>1</sup> , Federico Ceriani<sup>1</sup> , Lara De Tomasi<sup>1</sup>, Anna Underhill<sup>1</sup> , Stuart L Johnson<sup>1,3</sup>, Kevin P Legan<sup>4</sup> , Corn   J Kros<sup>4</sup> , Guy P Richardson<sup>4</sup> , Mirna Mustapha<sup>1,3</sup>  & Walter Marcotti<sup>1,3,\*</sup> ## Abstract

Sensory-independent  $\text{Ca}^{2+}$  spiking regulates the development of mammalian sensory systems. In the immature cochlea, inner hair cells (IHCs) fire spontaneous  $\text{Ca}^{2+}$  action potentials (APs) that are generated either intrinsically or by intercellular  $\text{Ca}^{2+}$  waves in the nonsensory cells. The extent to which either or both of these  $\text{Ca}^{2+}$  signalling mechanisms are required for IHC maturation is unknown. We find that intrinsic  $\text{Ca}^{2+}$  APs in IHCs, but not those elicited by  $\text{Ca}^{2+}$  waves, regulate the maturation and maintenance of the stereociliary hair bundles. Using a mouse model in which the potassium channel Kir2.1 is reversibly overexpressed in IHCs (Kir2.1-OE), we find that IHC membrane hyperpolarization prevents IHCs from generating intrinsic  $\text{Ca}^{2+}$  APs but not APs induced by  $\text{Ca}^{2+}$  waves. Absence of intrinsic  $\text{Ca}^{2+}$  APs leads to the loss of mechanoelectrical transduction in IHCs prior to hearing onset due to progressive loss or fusion of stereocilia. RNA-sequencing data show that pathways involved in morphogenesis, actin filament-based processes, and Rho-GTPase signaling are upregulated in Kir2.1-OE mice. By manipulating *in vivo* expression of Kir2.1 channels, we identify a “critical time period” during which intrinsic  $\text{Ca}^{2+}$  APs in IHCs regulate hair-bundle function.

**Keywords** calcium waves; development; hair cell; mechanoelectrical transduction; spontaneous action potentials

**Subject Category** Neuroscience

**DOI** 10.15252/embj.2022112118 | Received 16 July 2022 | Revised 22 November 2022 | Accepted 28 November 2022 | Published online 3 January 2023

**The EMBO Journal (2023) 42: e112118**

## Introduction

Inner hair cells (IHCs) are the primary sensory receptors of the adult mammalian cochlea and relay acoustic information onto type I

spiral ganglion afferent neurons via the graded release of glutamate from their specialized ribbon synapses (Fuchs, 2005; Moser *et al*, 2020). Before hearing onset, however, which in most altricial rodents occurs at around postnatal day 12 (P12) (Mikaelian & Ruben, 1964; Ehret, 1983; Romand, 1983), IHCs exhibit patterned action potential activity that is elicited spontaneously in the absence of sound-induced stimulation by the activation of  $\text{Ca}_v1.3$   $\text{Ca}^{2+}$  channels (Marcotti *et al*, 2003a; Tritsch *et al*, 2010; Johnson *et al*, 2011). This activity has been shown to drive the bursting-like firing pattern along the neural pathway of the immature auditory system (Lippe, 1994; Jones *et al*, 2007; Sonntag *et al*, 2009; Tritsch *et al*, 2010). As with other sensory systems (Katz & Shatz, 1996; Stellwagen & Shatz, 2002; Moody & Bosma, 2005; Blankenship & Feller, 2010), patterned peripheral firing activity was identified as being critical for the refinement of neural circuits in the brain (Clause *et al*, 2014, 2017; M  ller *et al*, 2019; Maul *et al*, 2022). Additionally,  $\text{Ca}^{2+}$ -dependent APs in IHCs have been shown to instruct the normal functional differentiation of the IHCs themselves (Johnson *et al*, 2007, 2013), most likely via regulating gene expression (Dolmetsch *et al*, 1997). However, due to the complex extracellular modulation of the intrinsic  $\text{Ca}^{2+}$  action potentials in developing IHCs, the exact role of this activity is largely unknown.

Spontaneous intrinsic  $\text{Ca}^{2+}$  action potentials first appear in the IHCs of the mouse cochlea at late embryonic stages (Marcotti *et al*, 2003a), and their frequency and pattern are controlled by the transiently expressed small-conductance  $\text{Ca}^{2+}$ -activated  $\text{K}^+$  current  $I_{\text{SK2}}$  (Marcotti *et al*, 2004) and the inward rectifier  $\text{K}^+$  current  $I_{\text{K1}}$  (Marcotti *et al*, 1999). The frequency and pattern of the electrical activity in IHCs are also extrinsically evoked and modulated by the spontaneous release of ATP from the neighboring nonsensory cells (Tritsch *et al*, 2010; Wang *et al*, 2015; Johnson *et al*, 2017). This complex regulation makes it difficult to identify and separate the specific functional roles of the intrinsic and externally driven  $\text{Ca}^{2+}$ -dependent AP activity in IHCs.

In this study, we used a mouse model in which the inward rectifier  $\text{K}^+$  channel Kir2.1 (Yu *et al*, 2004) was selectively overexpressed

1 School of Biosciences, University of Sheffield, Sheffield, UK

2 Gladstone Institute of Neurological Disease, San Francisco, CA, USA

*in vivo* in the IHCs under the control of doxycycline (DOX), lowering their membrane potential and preventing them from firing the intrinsic spontaneous  $\text{Ca}^{2+}$  action potentials. These “silent” IHCs, however, retained their ability to respond with AP activity to extrinsic modulation by the ATP-induced signaling from the nonsensory cochlear cells. Our results show that prehearing IHCs require spontaneous intrinsic  $\text{Ca}^{2+}$  firing to maintain the normal morphological and biophysical characteristics of the mechanoelectrical transducer apparatus for a period of time in the second postnatal week, before the onset of hearing. We also found several key genes that are upregulated in the absence of the intrinsic  $\text{Ca}^{2+}$  action potential activity in IHCs, several of which are involved in pathways related to maintaining cytoskeletal homeostasis.

## Results

### Overexpression of *Kir2.1* (*Kir2.1*-OE) in cochlear IHCs *in vivo* prevents spontaneous firing activity

The role of spontaneous  $\text{Ca}^{2+}$  action potential activity in IHCs, which are spikes generated intrinsically as opposed to those induced by  $\text{Ca}^{2+}$  waves originating in the nonsensory cells, was investigated by conditionally overexpressing the inwardly rectifying  $\text{K}^+$  channel *Kir2.1* (*Kcnj2*) in the IHCs, thereby hyperpolarizing their resting membrane potential.

DOX-induced overexpression of *Kir2.1* channels in the IHCs was evident from the presence of *Kir2.1* immunofluorescence in the basolateral membrane of P6 (Fig EV1B) and P11 *Kir2.1*-OE mice (*Otof<sup>rtTA+/−</sup>; Kir2.1<sup>+/−</sup>*; Fig 1B), but not in age-matched littermate control mice that were also exposed to DOX (*Otof<sup>rtTA+/−</sup>; Kir2.1<sup>+/+</sup>*; P6, Fig EV1A; P9-P11, Fig 1A). OHCs and nonsensory cells surrounding the hair cells showed no or very little overexpression of *Kir2.1* (Appendix Fig S1), indicating specificity of the *Otof* promoter for targeting the IHCs. Prehearing IHCs overexpressing *Kir2.1* showed a significantly larger inward  $\text{K}^+$  current compared with control cells but normal outward  $\text{K}^+$  currents (Fig 1C–G, P9-P11). The larger inward  $\text{K}^+$  current in the IHCs from *Kir2.1*-OE led to a hyperpolarized shift of the resting membrane potential ( $V_m$ ) of the IHCs of about 10 mV compared with control cells (Fig 1H). The slope conductance around the respective resting  $V_m$  values was also significantly increased in IHCs from *Kir2.1*-OE mice compared with control littermates (Fig 1I). The overexpression of *Kir2.1* in neonatal P4 mice had a similar effect on the biophysical properties of the IHC basolateral membrane (Fig EV1D) as that described in P9-P11 IHCs (Fig 1D). We also found that the number of presynaptic ribbons, postsynaptic glutamate receptors and their co-localization in prehearing IHCs was not affected by the overexpression of *Kir2.1* channels (Fig EV2A–D). In agreement with the normal morphological profile of the synapses, exocytosis in IHCs was not significantly different between the two genotypes ( $P = 0.4709$ , 2-way ANOVA, Fig EV2E and F). These data indicate that the overexpression of *Kir2.1* channels is not affecting the expression of the ion channels that are normally present in developing IHCs or their ribbon synapses.

We then investigated the ability of IHCs to fire intrinsic and induced  $\text{Ca}^{2+}$  action potentials at near body temperature (34–37°C) with an *in vivo* endolymph-like solution surrounding the IHC hair bundles. IHC  $\text{Ca}^{2+}$  action potentials are elicited by the opening of

$\text{Ca}^{2+}$  channels that activate at around  $-60$  mV (Marcotti *et al*, 2003a). During the first postnatal week, the ionic composition of the endolymph is comparable to that of the perilymph, which contains 1.3 mM  $\text{Ca}^{2+}$  (Wangemann & Schacht, 1996). Under these recording conditions, spontaneous  $\text{Ca}^{2+}$  spiking activity was recorded from P4 control IHCs (Fig 2A). The mean spike frequency of IHCs was  $2.19 \pm 1.09$  Hz ( $n = 6$ ), and the coefficient of variation (CV) was  $1.30 \pm 0.63$  ( $n = 7$ , duration of the recordings 45–101 s), which being greater than one, is indicative of a bursting pattern of activity as previously demonstrated (Johnson *et al*, 2011). In P4 *Kir2.1*-OE mice, due to the more hyperpolarized resting  $V_m$ , IHCs do not fire action potentials spontaneously, although they retain the ability to do so during large depolarizing current injections (Fig 2B). During the second postnatal week, spontaneous action potentials in IHCs disappear when using *ex vivo* cochlear preparations, which is due to a progressive hyperpolarization of the IHC resting  $V_m$  (Marcotti *et al*, 2003b) but could still be elicited by depolarizing current injections (Fig 2C, top panel). This membrane hyperpolarization is likely to be compensated *in vivo* by the resting open probability of the mechanoelectrical transducer (MET) channel (Johnson *et al*, 2012). This is because *in vivo* the endolymphatic  $\text{Ca}^{2+}$  concentration during the second postnatal week has been estimated to be near 0.3 mM (Johnson *et al*, 2012), which will increase the open probability of the MET channels and thus cause the IHCs to depolarize to around the action potential threshold (Fig 2C, bottom panel; for spike frequency and CV see Fig 7E). We found that the IHCs from *Kir2.1*-OE mice failed to elicit spontaneous action potentials even in the estimated 0.3 mM endolymphatic  $\text{Ca}^{2+}$  concentration, causing the IHCs to remain silent at rest (Fig 2D).

IHCs are surrounded by nonsensory cells in the greater epithelial ridge (GER, also known as Kölliker’s organ; Fig 2E). The release of ATP from nonsensory cells of the GER leads to spatially and temporally coordinated  $\text{Ca}^{2+}$  waves that propagate across the epithelium and cause IHCs to depolarize as much as 28 mV (Tritsch *et al*, 2010). This depolarization has been shown to produce periodic bursts of  $\text{Ca}^{2+}$  action potentials in IHCs (Tritsch *et al*, 2007, 2010; Wang *et al*, 2015; Johnson *et al*, 2017). The frequency and duration of the  $\text{Ca}^{2+}$  waves in the nonsensory cells were not affected by the overexpression of the *Kir2.1* channels (Fig EV3A and B). Therefore, we investigated whether the more hyperpolarized IHCs (by about 10 mV) from *Kir2.1*-OE mice retained the ability to respond to spontaneous  $\text{Ca}^{2+}$  waves originating in the GER. We found that in the presence of the estimated *in vivo* endolymph-like  $\text{Ca}^{2+}$  (0.3 mM), the  $\text{Ca}^{2+}$  signals caused by the opening of the  $\text{Ca}^{2+}$  channels in IHCs followed very closely the time course of the  $\text{Ca}^{2+}$  wave originating in the GER in both control (Fig 2F) and *Kir2.1*-OE (Fig 2G) P7-P9 mice. Moreover, the correlation between IHC  $\text{Ca}^{2+}$  activity and  $\text{Ca}^{2+}$  waves in the nonsensory cells was unaffected in *Kir2.1* mice (Fig EV3C). This indicates that the large depolarization caused by the extracellular input of the nonsensory cells was necessary and sufficient to depolarize the IHCs in *Kir2.1*-OE mice and cause the opening of voltage-gated calcium channels.

### Progressive loss of mechanoelectrical transduction in IHCs lacking intrinsic $\text{Ca}^{2+}$ action potentials

MET currents were recorded from apical-coil IHCs by displacing their hair bundles using a 50 Hz sinusoidal force stimulus from a

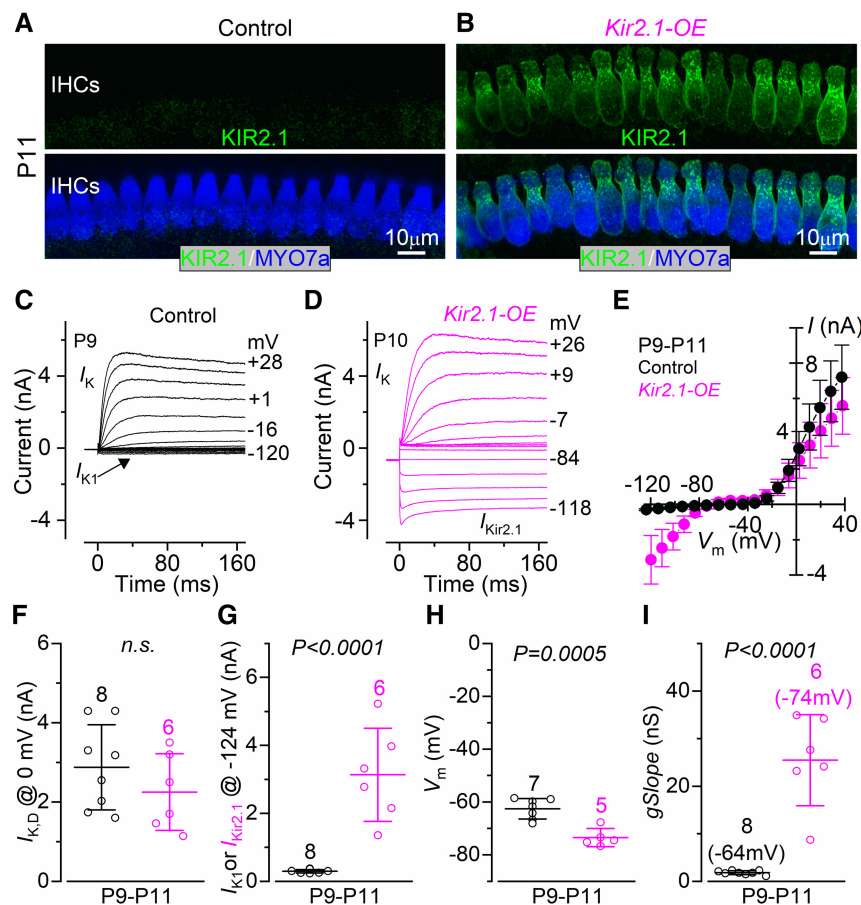

piezo-driven fluid jet (Corns *et al*, 2018; Carlton *et al*, 2021). A large MET current was elicited in all IHCs tested from control (Fig 3A) and *Kir2.1*-OE (Fig 3B) mice at P6–P7 when their stereociliary bundles were moved towards the taller stereocilia (i.e., in the excitatory direction) at negative membrane potentials. By stepping the membrane potential from  $-124$  mV to more depolarized values in 20 mV increments, the transducer current decreased in size at first and then reversed near 0 mV in IHCs from both genotypes (Fig 3A–C), consistent with the nonselective permeability of MET channels to cations. The maximal MET current at both  $-124$  mV and  $+96$  mV

was not significantly different between control and littermate *Kir2.1*-OE mice ( $P = 0.2269$  and  $P = 0.3620$ , respectively, *t*-test, Fig 3D). The resting open probability of the MET channel, which is derived from the current flowing through open transducer channels in the absence of mechanical stimulation (arrows: Fig 3A and B), was also not significantly different between the IHCs from the two genotypes ( $-124$  mV:  $P = 0.3766$ ;  $+96$  mV:  $P = 0.2846$ , Fig 3E). At P8–P9, the size of the MET currents became more variable in the IHCs overexpressing the *Kir2.1* channel, with some cells showing a third of the current recorded from control mice (Fig 4A–C). Overall, the size of

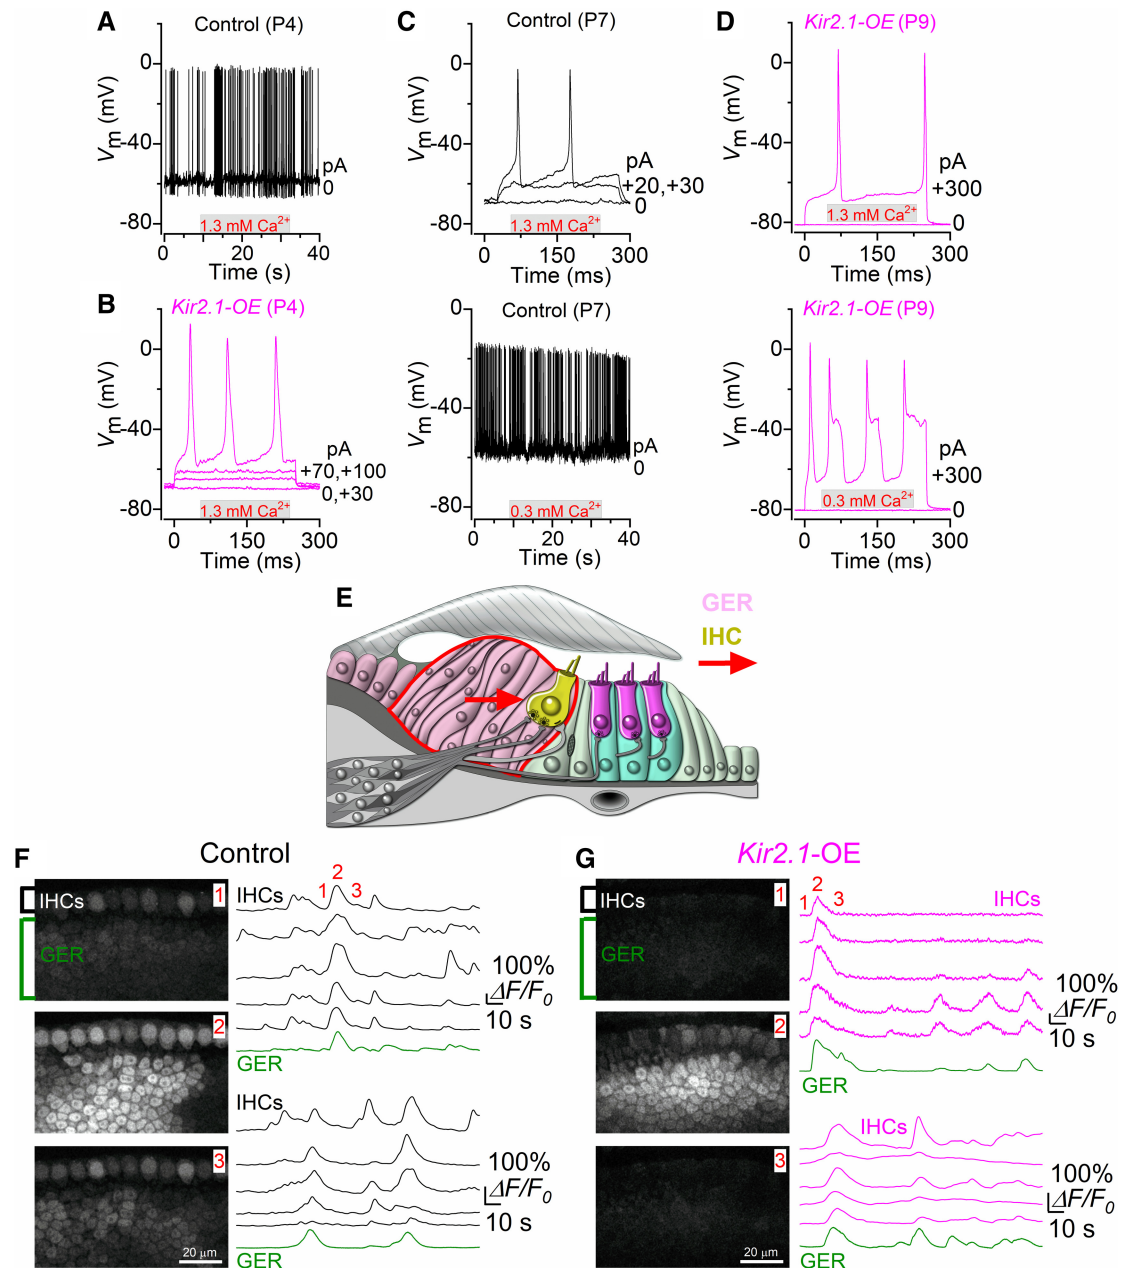

**Figure 2. Kir2.1 overexpression prevents spontaneous, but not induced,  $\text{Ca}^{2+}$  action potentials in IHCs.**

A, B Whole-cell recordings of  $\text{Ca}^{2+}$  action potential activity in apical-coil IHCs from P4 control (A) and *Kir2.1*-OE (B) mice in the presence of 1.3 mM  $\text{Ca}^{2+}$  in the extracellular solution and at body temperature. Note that IHCs from control mice (A) fire spontaneous action potentials (40 s out of 142 s recording time), while those from overexpressing *Kir2.1* IHCs (B) require a substantial current injection to elicit any spikes. For voltage-clamp data see also Fig EV1C–I. Data in Panel A, B, and Fig EV1C–I were obtained from 8 control IHCs (7 mice) and 11 *Kir2.1*-OE IHCs (6 mice).

C, D Calcium action potentials in IHCs from control (C) and *Kir2.1*-OE (D) mice during the second postnatal week. IHC voltage responses were recorded during the application of a solution containing 1.3 mM  $\text{Ca}^{2+}$  (top panels) or 0.3 mM  $\text{Ca}^{2+}$  (bottom panels). The latter  $\text{Ca}^{2+}$  concentration (0.3 mM), which was used to mimic the estimated *in vivo*  $\text{Ca}^{2+}$  concentration in the endolymphatic compartment (Johnson et al, 2012), caused control IHCs, but not those from *Kir2.1*-OE mice, to elicit spontaneous action potentials (40 s out of 56 s recording time).

E Diagram showing a cross-section of an immature organ of Corti. IHCs: inner hair cells; GER: greater epithelial ridge, which includes nonsensory cells surrounding the IHCs. Red arrows indicate the propagation of ATP-induced  $\text{Ca}^{2+}$  waves from the GER towards the IHCs, which leads to their depolarization (Tritsch et al, 2007; Wang et al, 2015; Johnson et al, 2017).

F, G Representative  $\Delta F/F_0$  traces from the IHCs and GER of P7–P9 control (F) and *Kir2.1*-OE (G) mice in the presence of 0.3 mM  $\text{Ca}^{2+}$ . Spontaneous ATP-dependent  $\text{Ca}^{2+}$  waves from the GER (green traces) were eliciting coordinated  $\text{Ca}^{2+}$  signals in the IHCs from both controls and *Kir2.1*-OE mice. For each genotype, two separate sets of recordings from 2 mice are shown (top and bottom right), with the top traces being linked to the images on the left: before [1], during [2] and after [3]) the generation of a large  $\text{Ca}^{2+}$  wave from the GER. For details about the frequency and duration of the  $\text{Ca}^{2+}$  waves, and the number of mice and recordings see Fig EV3. All recordings were obtained at body temperature. Traces are computed as pixel averages of regions of interest centred on IHCs.

Source data are available online for this figure.

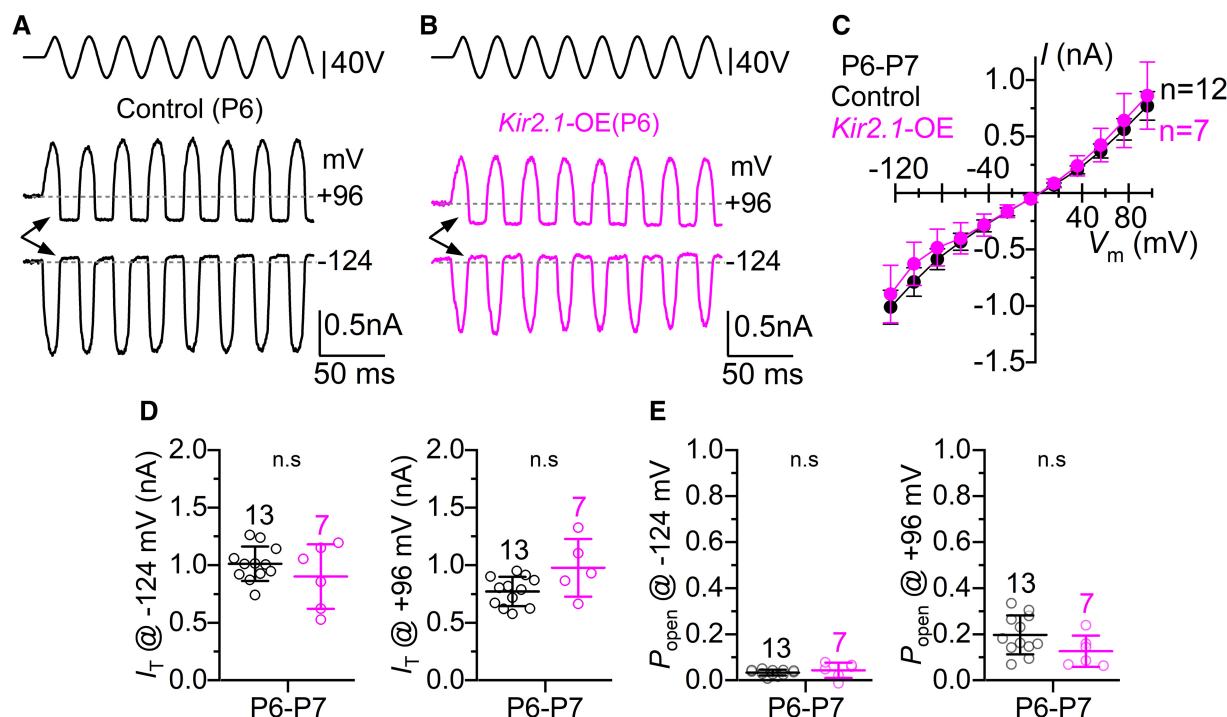

**Figure 3. Mechanoelectrical transduction in *Kir2.1* overexpressing IHCs is normal during the first postnatal week.**

A, B Saturating MET currents recorded from apical IHCs of P6 control (A) and *Kir2.1*-OE (B) mice in response to 50 Hz sinusoidal force stimuli to the hair bundles at membrane potentials of  $-124$  and  $+96$  mV. Driver voltage (DV) stimuli to the fluid jet are shown above the traces, with positive deflections of the DV being excitatory. The arrows indicate the closure of the transducer channel in response to inhibitory bundle stimuli at  $-124$  and  $+96$  mV.

C Peak-to-peak MET current–voltage curves from P6–P7 apical-coil IHCs of 7 control (12 IHCs) and 3 littermate *Kir2.1*-OE mice (7 IHCs). Recordings were obtained by mechanically stimulating the hair bundles of IHCs at the same time as stepping their membrane potential from  $-124$  mV to  $+96$  mV in 20 mV increments. The two sets of data are not significantly different:  $P = 0.6320$ , 2-way ANOVA.

D Maximum size of the MET current recorded at  $-124$  mV (left panel) and  $+96$  mV (right panel) in IHCs from both genotypes.

E Resting open probability ( $P_{open}$ ) of the MET current in IHCs from the two genotypes measured at  $-124$  mV (left) and  $+96$  mV (right). The resting open probability was calculated by dividing the resting MET current (the difference between the current level before the stimulus, indicated by the dashed line, and the current level at the negative phase of the stimulus when all channels are closed) by the maximum peak-to-peak MET current.

Data information: All comparisons in panels D and E are not significantly different between the two genotypes (D:  $-124$  mV:  $P = 0.2269$ ;  $+96$  mV:  $P = 0.3620$ ; E:  $-124$  mV:  $P = 0.3766$ ;  $+96$  mV:  $P = 0.2846$ , t-test). In panels C–E, data are shown as means  $\pm$  SD, and the single cell value recordings (open symbols) are plotted behind the average data. The number of IHCs investigated is shown above the averaged data points from 7 control and 3 *Kir2.1*-OE mice. Source data are available online for this figure.

the MET current was significantly reduced ( $-124$  mV:  $P < 0.0001$ ;  $+96$  mV:  $P = 0.0003$ , Fig 4D) and the resting open probability increased ( $-124$  mV:  $P = 0.0080$ ;  $+96$  mV:  $P = 0.0130$ , Fig 4E) in IHCs from *Kir2.1*-OE mice compared with controls. Since an increased resting open probability of the MET channel could be associated with changes, specifically a reduction, in the free  $\text{Ca}^{2+}$  inside the stereocilia, we tested this possibility by changing the intracellular  $\text{Ca}^{2+}$  buffering capacity by using different concentrations of the fast  $\text{Ca}^{2+}$  chelator BAPTA. Increasing the intracellular BAPTA from 0.1 to 5 mM significantly augmented the resting open probability of the MET channel in IHCs from both genotypes, although at both BAPTA concentrations it was significantly higher in the IHCs of *Kir2.1*-OE mice (Fig EV4). This indicates that in the absence of spontaneous intrinsic firing activity in the IHCs of *Kir2.1*-OE mice, the MET channels are likely to have a reduced  $\text{Ca}^{2+}$  sensitivity during the second postnatal week. By P10–P11, we found that the MET current in the IHCs of *Kir2.1*-OE mice was very small or

absent (Fig 4F–I). At this stage, IHCs from P10–P11 *Kir2.1*-OE mice also failed to load with the styryl dye FM1-43 (Fig 4J), which is a permeant blocker of the hair cell MET channel and functions as an optical readout for the presence of the resting MET current (Gale et al, 2001).

#### IHCs from *Kir2.1*-OE mice undergo progressive loss and fusion of the stereocilia

We investigated whether the rapid reduction in the MET current was caused by defects in the growth and/or maintenance of the stereociliary bundles in IHCs. Using scanning electron microscopy we found that the hair bundles of the IHCs from *Kir2.1*-OE mice were able to develop a staircase structure composed of rows of stereocilia that were indistinguishable from those present in control cells (arrows: Fig 5A and B). This is consistent with the presence of a normal MET current at least up to the end of the first postnatal

week (Fig 3). However, from about P9 onwards, IHCs from *Kir2.1*-OE mice started to lose the shorter third row of stereocilia (Fig 5B). A few IHCs also started to exhibit stereocilia fusion, which became more pronounced at older ages. By P26, none of the IHCs in the *Kir2.1*-OE mice showed normal-looking bundles, which instead

exhibited profound stereocilia fusion (Fig 5C and D). *Kir2.1*<sup>+/-</sup> mice that were not crossed with *Otof*<sup>rtTA+/-</sup> mice showed normal hair-bundle development when treated with DOX, highlighting the specificity of the *Kir2.1*-OE strategy (Fig EV5). These data indicate that spontaneous Ca<sup>2+</sup> actions potential activity during the second

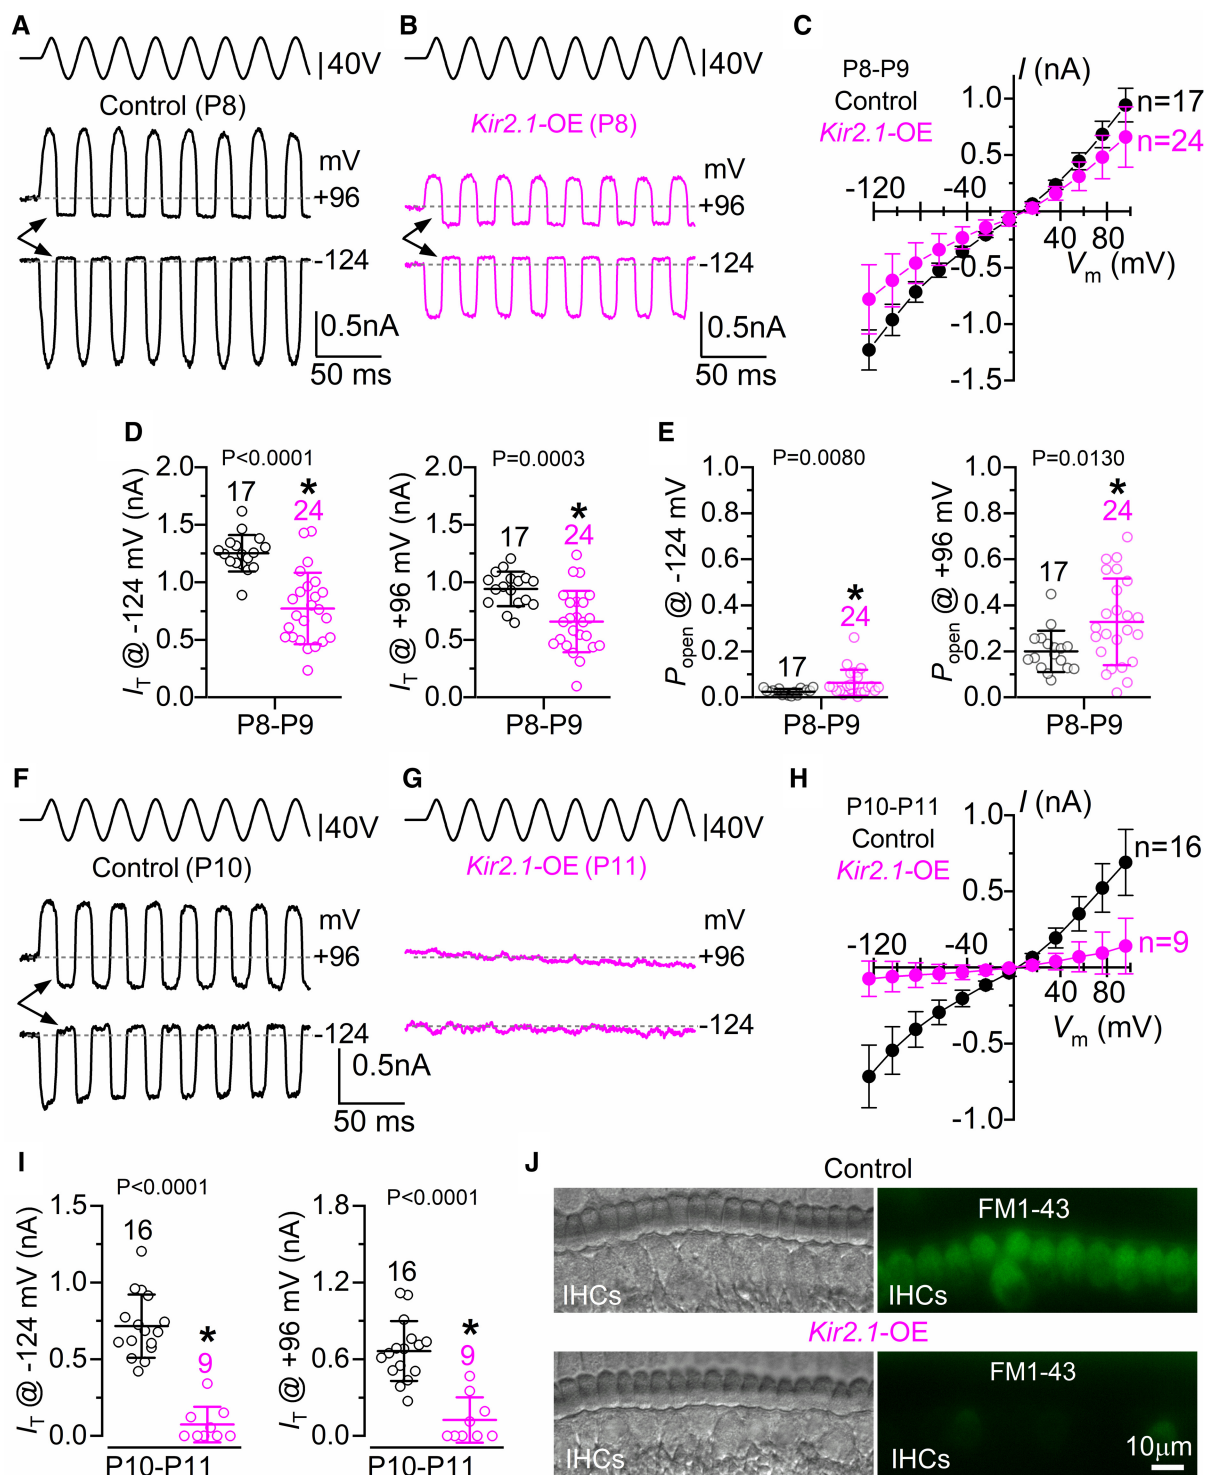

Figure 4.

**Figure 4. Rapid disappearance of the MET current in *Kir2.1* overexpressing IHCs during the second postnatal week.**

- A, B Saturating MET currents recorded from apical IHCs of P8 control (A) and *Kir2.1*-OE (B) mice. IHC hair bundles were stimulated as described in Fig 3.
- C Peak-to-peak MET current–voltage curves from P8–P9 apical-coil IHCs of 12 control (17 IHCs) and 13 littermates *Kir2.1*-OE mice (24 IHCs). The two sets of data are significantly different:  $P < 0.0001$ , 2-way ANOVA.
- D The maximum size of the MET current measured in IHCs at  $-124$  mV (left panel) and  $+96$  mV (right panel) from *Kir2.1*-OE mice was significantly reduced compared to that of control cells.
- E The resting open probability ( $P_{open}$ ) of the MET current in IHCs was significantly increased in *Kir2.1*-OE compared with control cells at both  $-124$  mV (left) and  $+96$  mV (right).
- F, G Saturating MET currents recorded from apical IHCs of control (F, P10) and *Kir2.1*-OE (G, P11) mice. IHC hair bundles were stimulated as described in Fig 3.
- H Peak-to-peak MET current–voltage curves from P10–P11 apical-coil IHCs of 13 control (16 IHCs) and 4 littermate *Kir2.1*-OE mice (9 IHCs). The two sets of data are significantly different:  $P < 0.0001$ , 2-way ANOVA.
- I The maximum size of the MET current measured in IHCs at  $-124$  mV (left panel) and  $+96$  mV (right panel) from *Kir2.1*-OE mice is significantly reduced compared to that of control cells.
- J Example of FM1-43 uptake by IHCs from P11 control (top) and *Kir2.1*-OE (bottom) mice, showing the lack of fluorescence labeling in the latter, which is an indication of the lack of MET channels open at rest at this stage in the IHCs overexpressing the *Kir2.1* channels. At least 3 mice for each genotype were used.

Data information: In panels D, E, I, data are shown as means  $\pm$  SD, and the single cell value recordings (open symbols) are plotted with the average data. The number of IHCs investigated is shown above the average data points from 12 control and 13 littermates *Kir2.1*-OE mice (panels D and E) and 13 control and 4 littermate *Kir2.1*-OE mice (panel I). Statistical tests in panels D, E, I was done using the t-test. The \* defines the presence of statistical significance, with the  $P$ -value shown above the data. Source data are available online for this figure.

postnatal week is required for the maintenance of the stereociliary bundles in the mature IHCs.

**Localization of bundle proteins is not affected in *Kir2.1*-OE mice**

To establish whether the progressive loss and fusion of the stereocilia were linked to the mislocalization of some of the key proteins expressed in the hair bundles, we performed immunostaining experiments on both genotypes. Stereocilia fusion has previously been documented in hair cells from mice lacking *Myo6*, the gene encoding for the (F-actin) minus end-directed unconventional myosin 6 (Self et al, 1999). We found that MYOSIN VI was expressed in the stereocilia of the IHCs from both control and littermate *Kir2.1*-OE mice (Fig 6A and C). The disorganized hair bundle of the IHCs from *Kir2.1*-OE mice also showed a normal distribution at the tip of the taller rows of stereocilia of EPS8, MYOSIN XV-isoform 1 and WHIRLIN (Fig 6B and D); key proteins required for growth and maintenance of stereocilia (Belyantseva et al, 2005; Delprat et al, 2005; Manor et al, 2011; Zampini et al, 2011).

**IHC action potentials exert their developmental role in stereocilia maintenance during a critical period**

Next, we tested whether  $Ca^{2+}$  action potential activity in IHCs was regulating hair-bundle maintenance during a specific time window or “critical period” of prehearing development. This was achieved by downregulating *Kir2.1*-OE *in vivo* by removing DOX from the drinking water at a specific developmental time point. Considering that the hair bundles of the IHCs in *Kir2.1*-OE mice were able to acquire a staircase structure and have normal MET current at the end of the first postnatal week, we sought to test whether the role of the  $Ca^{2+}$ -action potentials was restricted to the second week, just before hearing onset at ~P12.

As for the above investigation, DOX was continuously supplied to the females from the time of conception, but for this set of experiments, it was then removed from the drinking water when the pups were P5. We found that 2–3 days without DOX was sufficient to strongly downregulate *Kir2.1* from the membrane of the IHCs of *Kir2.1*-OE mice (Fig 7A and B). This indicates that the

overexpression of *Kir2.1* in IHCs was primarily occurring during the first postnatal week under these conditions. We then investigated whether the downregulation of *Kir2.1* channels following DOX removal (Appendix Fig S2) re-established the ability of IHCs to fire intrinsic spontaneous action potentials. In 1.3 mM extracellular  $Ca^{2+}$ , action potentials only occurred during depolarizing current injections in the IHCs from both control and *Kir2.1*-OE mice in the second postnatal week (Fig 7C and D; see also Fig 2C and D). In the presence of the *in vivo* endolymph-like  $Ca^{2+}$  concentration (0.3 mM), spontaneous intrinsic firing was present not only in the IHCs of control mice (Fig 7E; see also Fig 2C) but also in *Kir2.1*-OE mice (Fig 7F). For long-lasting current clamp recordings, spikes occurred in a bursting pattern in both controls and *Kir2.1*-OE mice. The mean spike frequency ( $1.17 \pm 0.47$  Hz,  $n = 4$ ) and CV ( $1.12 \pm 0.17$ ,  $n = 4$  IHCs, duration of the recordings 62–125 s) in control mice were not significantly different from those measured in *Kir2.1*-OE mice (frequency:  $1.29 \pm 0.83$  Hz,  $n = 5$  IHCs,  $P = 0.7766$ ; CV:  $1.15 \pm 0.11$ ,  $n = 5$ , duration of the recordings 32–101 s,  $P = 0.7954$ ). The IHC resting membrane potential was not significantly different between control and *Kir2.1*-OE mice in the presence of both 1.3 mM and 0.3 mM  $Ca^{2+}$  (Fig 7G). These data indicate that the removal of DOX was effective in downregulating *Kir2.1* channels and restoring the normal physiology of the IHCs. We also found that when DOX was removed at P5, IHCs were able to maintain their hair-bundle structure after the onset of hearing (Fig 7H–K). These findings indicate that  $Ca^{2+}$  regulation via action potentials in IHCs is required for the final maturation and maintenance of the hair bundles after a critical point just before hearing onset.

**Identification of genes regulated by the intrinsic  $Ca^{2+}$  action potentials using RNA-sequencing**

To understand the molecular pathways underpinning the changes in the hair-bundle structure observed in the absence of the intrinsic  $Ca^{2+}$  action potential activity in IHCs, we performed RNA-seq on P9 controls and littermate *Kir2.1*-OE mice. At this age, most of the hair bundles still showed a normal-looking structure, but with some IHCs having lost the 3<sup>rd</sup> row of stereocilia and some showing stereocilia fusion (Fig 5B). This was associated with the onset of MET

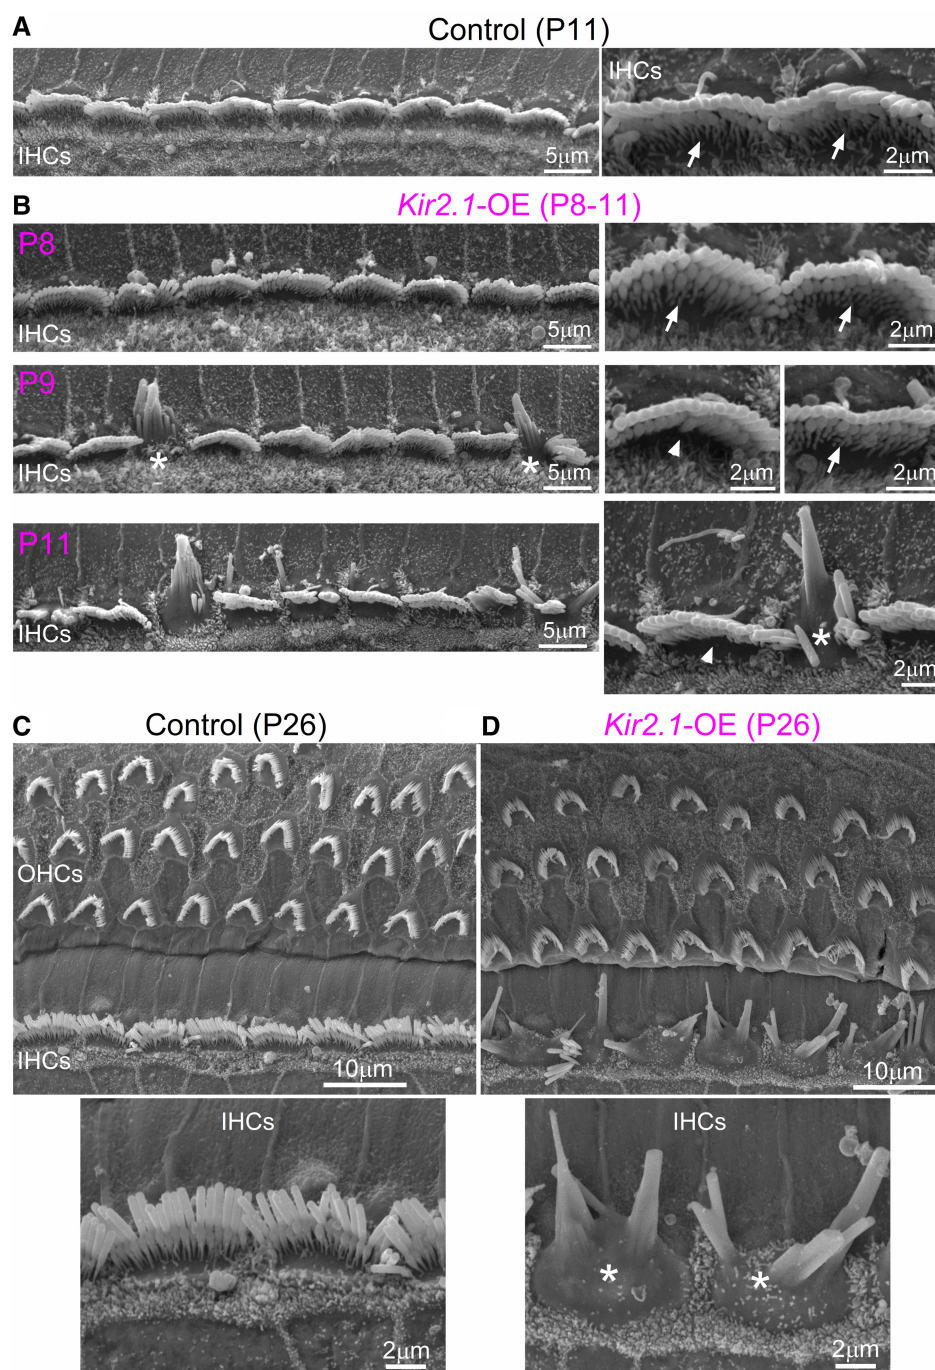

**Figure 5. IHC bundle morphology progressively deteriorates in *Kir2.1* overexpressing mice.**

A, B Scanning electron microscope (SEM) images showing the IHC hair-bundle structure in the apical coil of the cochlea of P11 control (A) and P8-P11 *Kir2.1*-OE (B) mice. Control IHCs and the large majority of P8 IHCs from *Kir2.1*-OE mice show a normal hair-bundle structure composed of three rows of stereocilia: tall, intermediate and short (arrows). From about P9 in *Kir2.1*-OE mice, some IHCs start to lose the third row of stereocilia (arrowheads) and some already exhibit some fusion of the stereocilia (asterisk). These changes in hair-bundle structure became more prominent at P11. At least 3 mice for each genotype were used. In these panels and those below, asterisks are used to define some of the abnormal hair bundles.

C, D SEM images of both IHCs and OHCs from the cochlea of P26 control (C, upper panel) and P26 *Kir2.1*-OE (D, upper panel) mice. Lower panels show a higher-magnification view of the hair bundle of IHCs from both genotypes, highlighting the profound disruption of the stereocilia in IHCs overexpressing *Kir2.1* channels. At least 3 mice for each genotype were used.

Source data are available online for this figure.

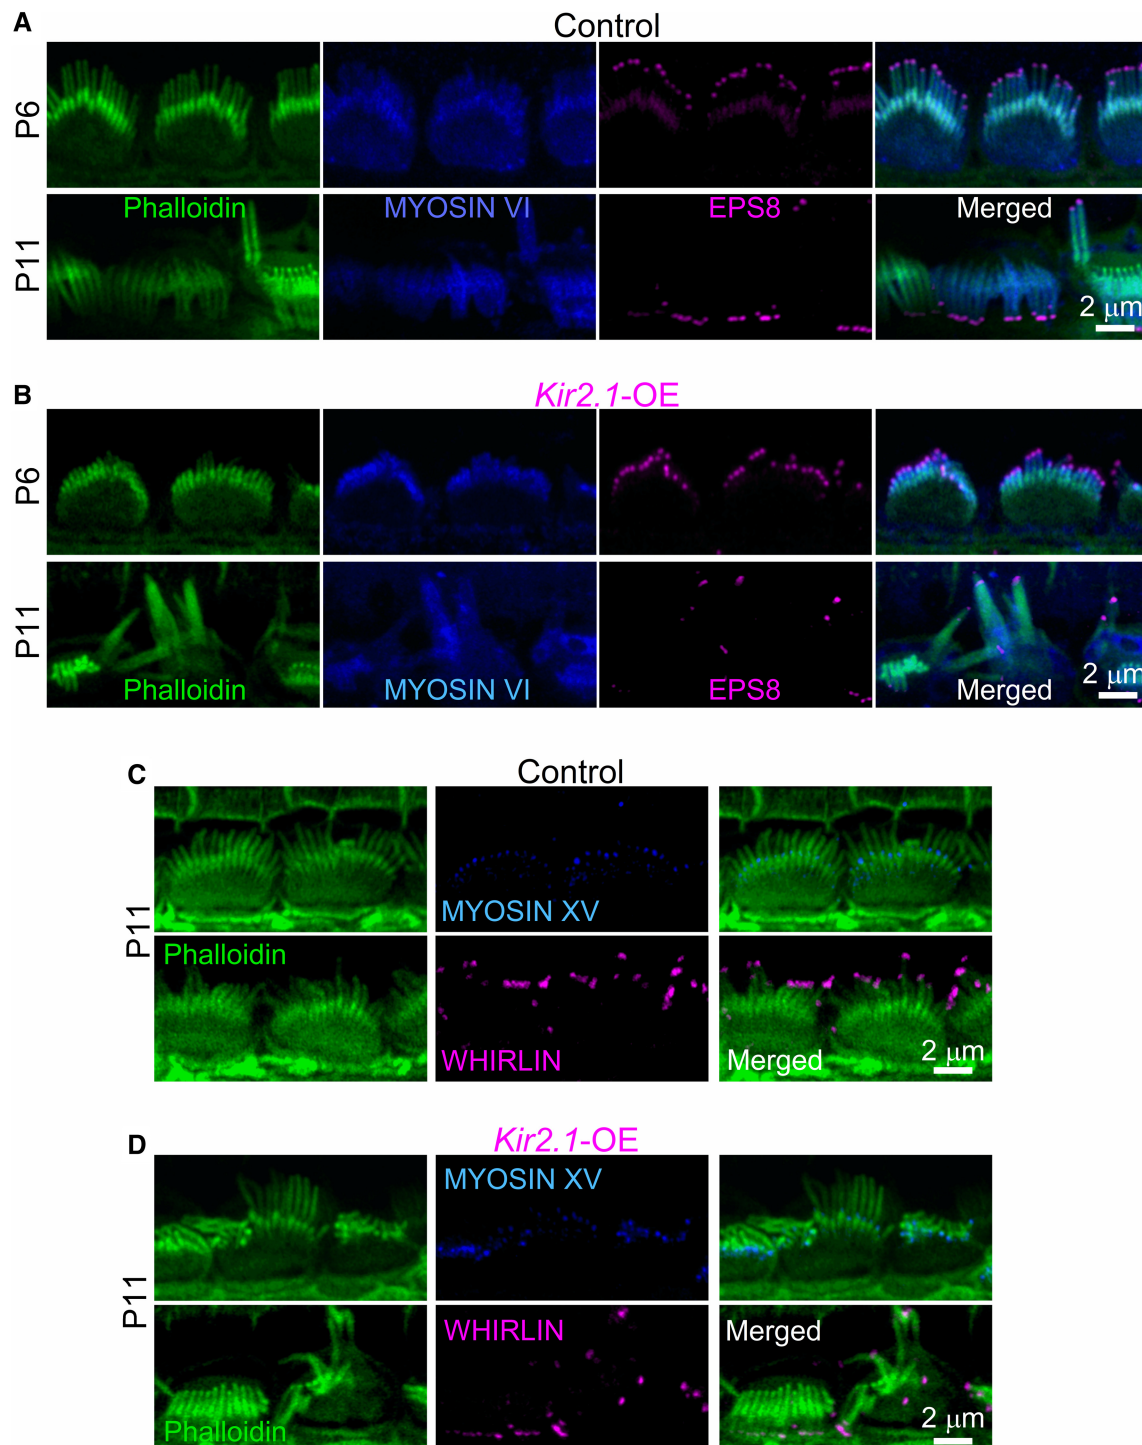

**Figure 6. Hair-bundle proteins involved in stereociliary elongation are not affected in IHCs from *Kir2.1-OE* mice.**

A, B Maximum intensity projections of confocal z-stacks showing images of the hair bundles from apical-coil IHCs of P6 and P11 control (A) and *Kir2.1-OE* (B) mice immunostained with antibodies against MYOSIN VI (blue) and EPS8 (magenta). At least 3 mice for each genotype were used.

C, D Confocal images of the hair bundles of P11 IHCs from control (C) and *Kir2.1-OE* (D) mice immunostained with antibodies against MYOSIN XV-isoform 1 (blue) and WHIRLIN (magenta). In all panels (A–D), stereocilia are labeled with phalloidin (green). Note that despite the disrupted hair-bundle structure in the IHCs overexpressing *Kir2.1* channels; the stereocilia retained a normal distribution of these bundle proteins. At least 3 mice for each genotype were used.

Source data are available online for this figure.

current reduction in at least some of the IHCs (Fig 4A–E). We reasoned that by profiling animals at this age we could understand the early molecular response that leads to abnormal hair-bundle morphology.

RNA-sequencing was performed on three replicates, each with eight pooled organs of Corti from four mice. Total RNA was extracted and sent for library preparation and sequencing. Sequence data were mapped to the mouse genome (mm10) using the

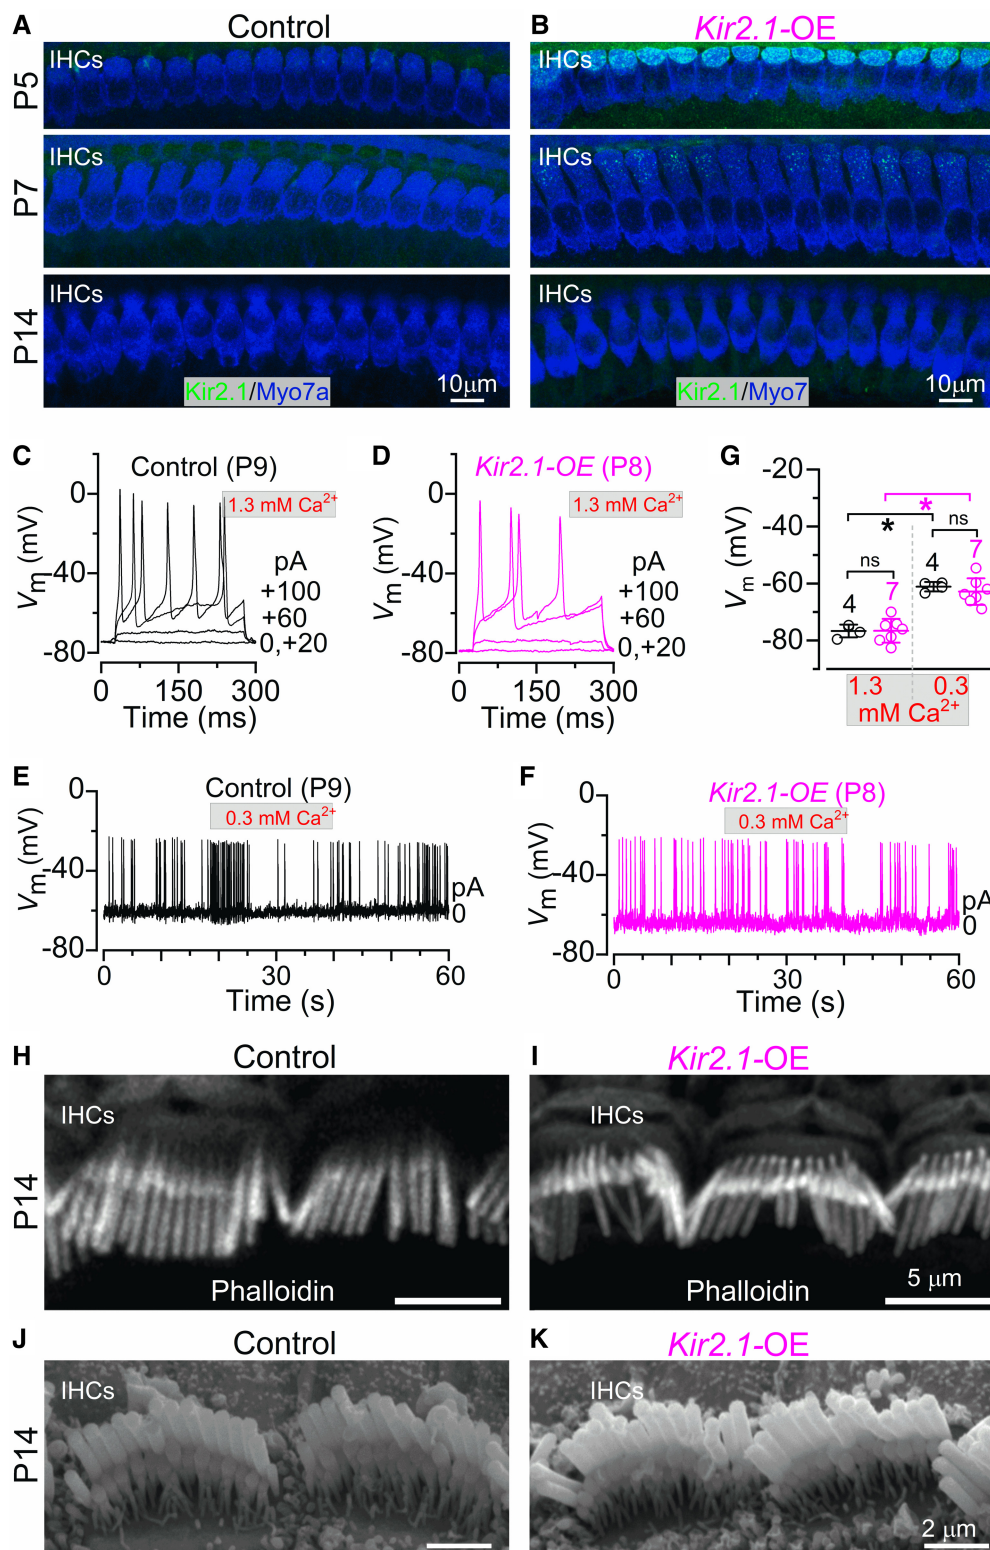

Figure 7.

### Figure 7. $\text{Ca}^{2+}$ spikes in IHCs regulate bundle morphology over a critical period during the second postnatal week of development.

- A, B Maximum intensity projections of confocal z-stacks showing the IHCs of the apical cochlear region from control (A) and *Kir2.1*-OE (B) pups with the females being in the continuous presence of DOX in the drinking water from conception up to when the pups were P5 (upper panels). Middle and bottom panels show IHCs at P7 and P14 following the removal of DOX at P5 for both control (A) and *Kir2.1*-OE mice (B). IHCs were stained with antibodies against the  $\text{K}^+$  channel *Kir2.1* (green) and Myosin 7a (*Myo7a*, blue; cell marker). Note that after 2 days following the removal of DOX, *Kir2.1* overexpression was already largely downregulated. At least 3 mice for each genotype were used.
- C, D Calcium action potentials in IHCs from control (C) and *Kir2.1*-OE (D) mice during the second postnatal week (P8–P9). IHC voltage responses were recorded during the application of 1.3 mM  $\text{Ca}^{2+}$  extracellular solution. The voltage-clamp data recorded from the same two IHCs displayed in panels C and D are shown in Appendix Fig S2; the IHCs from *Kir2.1*-OE mice show a strongly reduced *Kir2.1* current. DOX was removed from the drinking water at P5.
- E, F Spontaneous  $\text{Ca}^{2+}$  action potentials in IHCs from control (E, 60 s out of 92 s recording time) and *Kir2.1*-OE (F, 60 s out of 103 s recording time) mice during the second postnatal week in the presence of the *in vivo* endolymph-like 0.3 mM  $\text{Ca}^{2+}$ . Note that in contrast to when DOX was present throughout development (Fig 2A–D), the removal of DOX at P5 restored the ability of IHCs from *Kir2.1*-OE mice to generate spontaneous intrinsic  $\text{Ca}^{2+}$  action potentials.
- G IHC resting membrane potentials from 2 control (4 IHCs) and 3 *Kir2.1*-OE (7 IHCs) mice in the presence of 1.3 mM  $\text{Ca}^{2+}$  (left) or 0.3 mM  $\text{Ca}^{2+}$  (right) in the extracellular solution. One-way ANOVA followed by the Bonferroni's post-test: ns,  $P > 0.9990$  (1.3 mM  $\text{Ca}^{2+}$ ); ns,  $P = 0.8864$  (0.3 mM  $\text{Ca}^{2+}$ ); all other comparisons were  $*P < 0.0001$ .
- H, I Maximum intensity projections of confocal z-stacks showing images of the hair bundles from apical-coil IHCs of P14 control (H) and *Kir2.1*-OE (I) mice stained with phalloidin. DOX was removed from the mother's drinking water when the pups were P5. At least 3 mice for each genotype were used.
- J, K SEM images showing the normal structure of the hair bundles of the IHCs in the apical coil of the cochlea of P14 control (J) and P14 *Kir2.1*-OE (K) mice. DOX was removed from the mother's drinking water when the pups were P5. Note that the morphological profile of the hair bundles in IHCs is comparable between control and *Kir2.1*-OE mice, indicating that the removal of the intrinsic  $\text{Ca}^{2+}$  action potentials prior to the second postnatal week has no effect on the mechanoelectrical transduction apparatus. At least 3 mice for each genotype were used.

Source data are available online for this figure.

NextFlow RNA pipeline and gene counts were performed using Salmon (see Materials and Methods). These raw counts were then used as the input for differential gene expression analysis using DESeq2 (Love et al, 2014). After performing principal component analysis (PCA) on the top 1,000 expressed genes in the samples, we observed a clear separation between the different genotypes with PC1, which separated *Kir2.1*-OE and control mice, explaining 85% of the observed variance. Conversely, PC2, which mostly separated the different biological replicates, explained 8% of variance between samples (Fig 8A). As expected, we observed a 13-fold increase in *Kcnj2* (Fig 8B), validating the overexpression of the *Kir2.1*.

We next performed differential gene expression analysis ( $P_{\text{adj}} < 0.05$  and fold-changes  $> 1.5$ ), yielding 589 upregulated genes and 30 downregulated genes (Dataset EV1; Appendix Fig S3). Pathway analysis showed an enrichment of GO terms related to cell morphogenesis, actin filament-based processes and Rho-GTPase signaling (Fig 8C). Among the differentially expressed genes were 118 upregulated genes with annotations related to actin filament or microtubule regulation (Fig 8D). We also noted several genes related to the Golgi

body and the trans-Golgi network (TGN), for example, *Golga3*, *Golga4*, and *Trip11*, which are all hypothesized to play a role in maintaining Golgi structure. In line with the stereocilia phenotype, we observed the upregulation of some components of the stereocilia, *Myo7a* and *Pcdh15* (2.25 and 2.15-fold, respectively) (Fig 8E).

We also performed network analysis on known protein–protein interactions on the differentially expressed genes (Fig 8G, Dataset EV2). Chromatin remodeling genes were also overrepresented among the upregulated genes, including DNA methylation (*Dnmt1*, *Dnmt3a*) and demethylation (*Tet1*, *Tet2*, *Tet3*) and histone modifying enzymes (*Hdac4*, *Setd2*, *Setd5*). Several components of the LINC complex that connects the nuclear lamina to the cytoskeletal network, including the subunits of the laminin complex (*Lama1*, 2, 4, 5, *Lamb1*, 2, *Lamc1* and 2) and the Nesperin family (*Syne1*, *Syne2*, *Syne3*) that connect the cytoskeletal network to laminin, were upregulated (Fig 8G, Dataset EV2). Mechanical signals are directly transduced from extracellular stimulus to the nuclear interior through the interaction of the nesperin proteins (Khilan et al, 2021). Moreover, the maintenance of nuclear structure and

### Figure 8. RNA-sequencing reveals upregulation of microtubule and cytoskeletal genes in *Kir2.1*-OE mice.

- A PCA plot of each RNA library. Each point represents one pool of 4 mice (8 cochleae) for both control and littermates *Kir2.1*-OE mice. Principal components were calculated using the top 1,000 genes after rlog transformation, using DESeq2. The percent variance for each principal component is noted on the axis.
- B Transcripts per million (TPM) counts of *Kcnj2* for each RNA-seq library. Counts were performed using Salmon, and length normalized. Each point represents a single library. Bars represent the mean  $\pm$  SD.
- C Top GO terms associated with the significantly ( $P_{\text{adj}} < 0.05$ ) upregulated genes in the *Kir2.1*-OE mouse.
- D Heatmap of the counts for each RNA library for the 118 genes associated with microtubule or cytoskeletal processes. Each row is z-scored. 118 genes were all differentially expressed as per the previous analysis.
- E TPM counts of *Pcdh15*, *Myo7a*, *Macf1*, *Ank2*, *Myh9*, *Map1a*, *Map1b*, *Cep290* and *Sptbn1* for each RNA-seq library. Counts were performed using Salmon and normalized to the length of the gene sequence. Each point represents a single library. Bars represent the mean  $\pm$  SD. The numbers above the data represent the multiple hypotheses corrected adjusted  $P$ -values derived from DESeq2 using the Wald test.
- F Results of the top 15 motifs that were overrepresented in the TSS of the upregulated genes in *Kir2.1*. Enrichment analysis was performed using HOMER, in the  $\pm 2,000$  bp region around the transcriptional start site of upregulated genes.
- G A network rendering of the top GO processes associated with the upregulated gene set. Networks were seeded with the upregulated genes and their nearest interaction and visualized using Cytoscape.

Source data are available online for this figure.

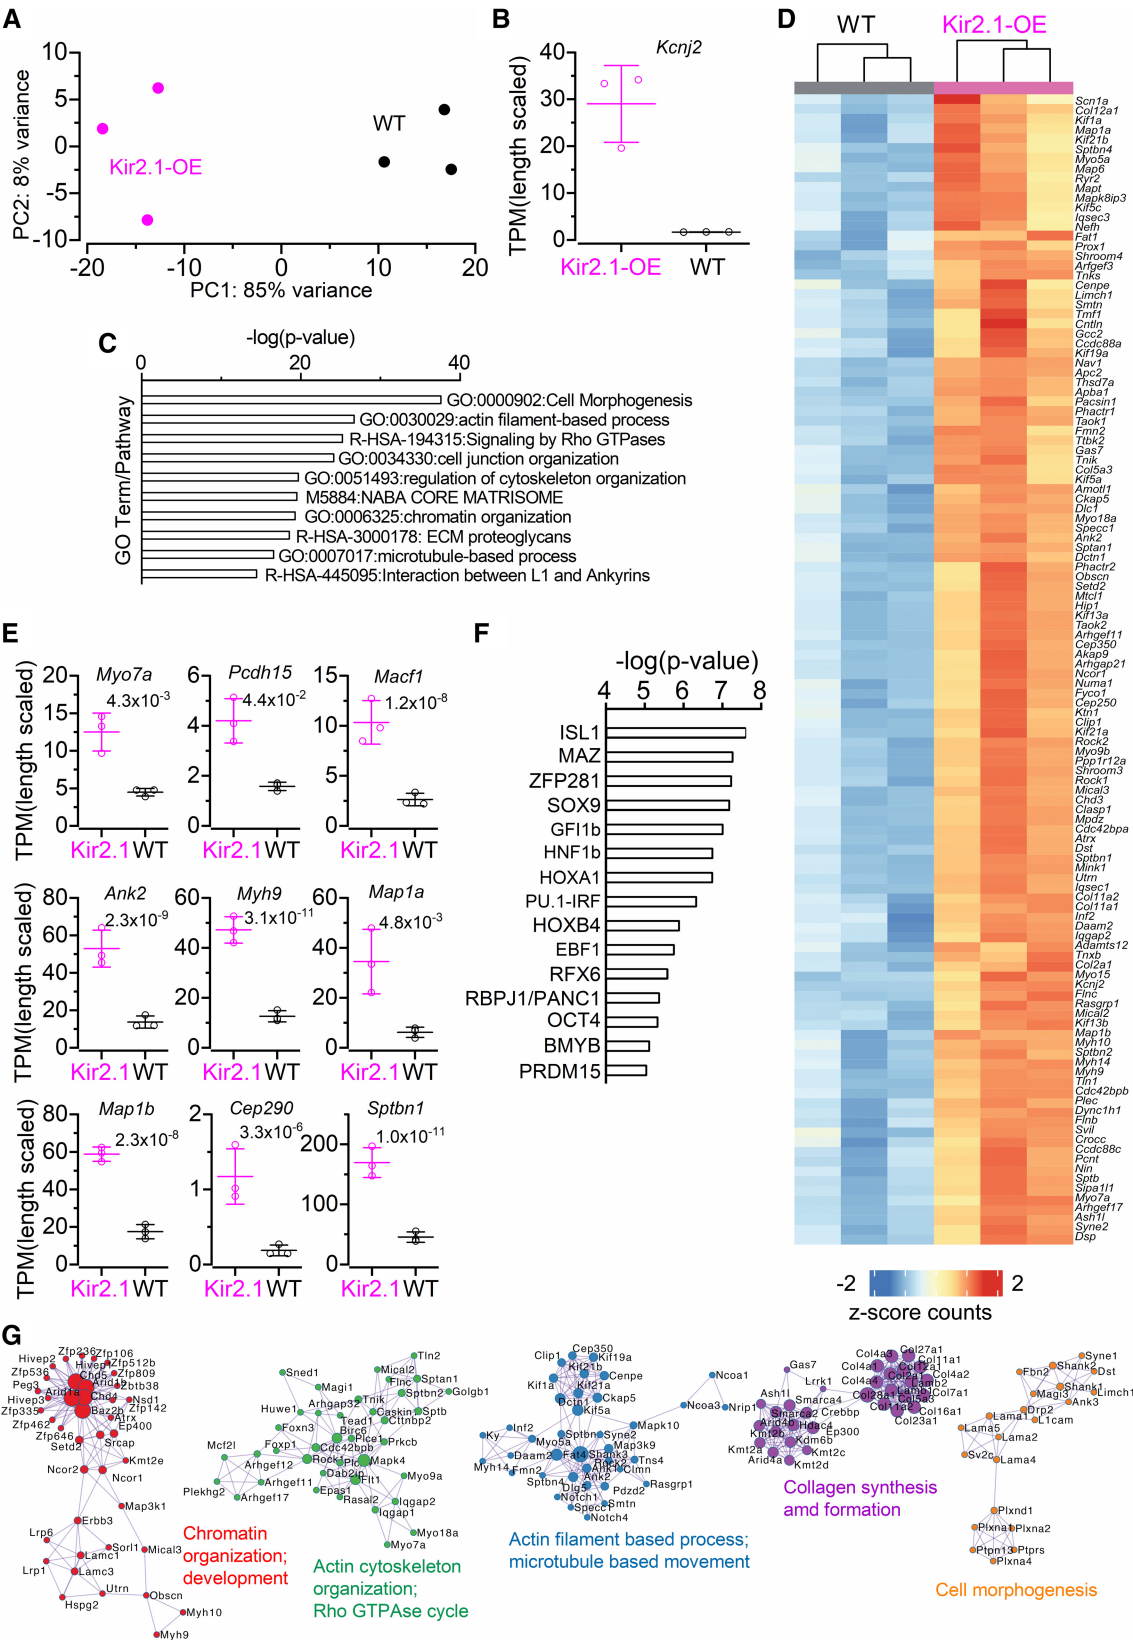

Figure 8.

organization is regulated by laminins, which also help to transduce mechanical strain forces into a transcriptional response.

We next sought to determine which transcription factors (TFs) might be mediating the upregulated genes in *Kir2.1* overexpression. Using the list of 589 upregulated genes, we used HOMER (Heinz et al, 2010) to scan the region  $\pm 2,000$  bp from the transcriptional start site (TSS) of each gene for TF binding motifs. Within the top fifteen enriched motifs were several hair cell-enriched TFs, such as *Isl1*, *Sox9*, and *Gfi1* (Fig 8F). Several classic targets of SOX9, including *Acan*, *Col2a1*, *Col4a1*, *Col5a1*, *Col11a1/2*, *Col23a1*, and several ankyrin family proteins (genes: *Ank1*, *Ank2*, *Ankrd11*, *Ankrd12*) and *Myo9b*, were found to be SOX9 target genes in chromatin immunoprecipitation with sequencing (ChIP-seq) studies conducted in rib chondrocytes (Ohba et al, 2015). Of the 602 upregulated genes, 65% overlapped with SOX9 target genes in chondrocytes. Similarly, SOX9 ChIP-seq in the developing testis found SOX9 bound on *Myo7a* (Li et al, 2014). We also observed enrichment for the RFX family, which plays a conserved role in ciliogenesis in many different organisms (Lemeille et al, 2020).

## Discussion

Here we show that spontaneous intrinsic  $\text{Ca}^{2+}$  action potential activity present in the developing IHCs, and thus  $\text{Ca}^{2+}$  regulation, is crucial for the final stages of maturation and maintenance of the stereociliary hair bundles. The absence of the intrinsic action potentials during the second postnatal week led to a progressive reabsorption of stereocilia in the short 3<sup>rd</sup> row and a fusion of the tallest rows, generating “giant” stereocilia. The functional consequence of this hair-bundle disruption was a complete loss of mechanoelectrical transduction prior to the onset of hearing at P12. Furthermore, we show that this intrinsic regulation of IHC development occurs during a critical time window that spans the second postnatal week of development, just before hearing onset. The RNA-sequencing analysis highlighted that absence of intrinsic APs caused the upregulation of genes involved in cytoskeleton and Rho-GTPase-related pathways, several of which have not been previously associated with cochlear development.

### Calcium-dependent activity in the developing cochlea

The initial morphological and functional differentiation of cochlear sensory hair cells depends on intrinsic genetic programs that are coordinated by a combination of transcription factors, including *Atoh1* (Bermingham et al, 1999), *Helios* (Chessum et al, 2018) and *Tbx2* (García-Añoveros et al, 2022), and microRNAs such as *miR-96* (Kuhn et al, 2011). However, evidence from other sensory systems, especially from the visual system (e.g., Grubb & Thompson, 2004; Blankenship & Feller, 2010), shows that the final maturation of sensory pathways is driven by experience-independent  $\text{Ca}^{2+}$ -dependent activity, which occurs during a critical period of development. This early electrical activity has been shown to regulate several cellular responses (Berridge et al, 2000), including the remodeling of synaptic connections (Zhang & Poo, 2001) and ion-channel expression (Moody & Bosma, 2005).

In the mammalian cochlea, spontaneous  $\text{Ca}^{2+}$ -dependent action potentials have been recorded throughout the postnatal

development of the IHCs (Kros et al, 1998; Glowatzki & Fuchs, 2000; Beutner & Moser, 2001; Marcotti et al, 2003a; Brandt et al, 2007). The firing activity of neighboring IHCs is normally synchronized by spontaneous intercellular  $\text{Ca}^{2+}$  signaling originating in the nonsensory cells via the release of ATP (Tritsch et al, 2007; Johnson et al, 2011, 2017; Wang et al, 2015; Eckrich et al, 2018). ATP acts on purinergic autoreceptors expressed in the nonsensory cells surrounding the IHCs, which leads to the opening of TMEM16A  $\text{Ca}^{2+}$ -activated  $\text{Cl}^-$  channels and the efflux of  $\text{K}^+$  in the intercellular space, causing IHC depolarization (Wang et al, 2015). Although  $\text{Ca}^{2+}$  action potential activity in developing IHCs has been linked to the refinement of the tonotopic organization in the brainstem (Clause et al, 2014, 2017; Müller et al, 2019; Maul et al, 2022) and auditory neuron survival (Zhang-Hooks et al, 2016), its direct role in regulating and/or maintaining IHC development is still largely unknown. A previous study has shown that increasing the IHC firing activity prevented linearization of their exocytotic  $\text{Ca}^{2+}$  dependence in the adult cochlea (Johnson et al, 2013), although both the intrinsic and ATP-dependent mechanisms could have contributed.

The mouse model used in this study (*Kir2.1*-OE) has allowed us to specifically silence the intrinsic  $\text{Ca}^{2+}$  action potentials in developing IHCs *in vivo* while retaining the ability of nonsensory cells to depolarize the IHCs via ATP-dependent  $\text{Ca}^{2+}$  signaling. We found that the absence of spontaneous  $\text{Ca}^{2+}$  action potentials that are intrinsically generated by the IHCs prevented the full maturation and maintenance of the hair bundles in IHCs, thus abolishing the mechanoelectrical transducer current that is required for the conversion of acoustic stimuli into electrical signals. We found that such crucial control over the hair-bundle structure and function is only established after a critical time point in the second postnatal week, just before hearing onset.

### Role of $\text{Ca}^{2+}$ -dependent action potentials in the maturation of hair cells

Calcium-dependent electrical activity regulates several cellular responses (Berridge et al, 2000). Changes in intracellular  $\text{Ca}^{2+}$  signals mediated by L-type  $\text{Ca}^{2+}$  channels have been implicated in regulating gene expression in many intracellular pathways including those associated with remodeling and development (Bading et al, 1993; Dolmetsch et al, 1997; Fields et al, 2005; Hagenston & Bading, 2011). Here we show using RNA-seq analysis that the dysregulation of  $\text{Ca}^{2+}$  in prehearing IHCs, which only retain the extrinsic modulation of the  $\text{Ca}^{2+}$  signals from the nonsensory cells, led to 589 upregulated and 30 downregulated genes.

One of the characteristic phenotypes of the *Kir2.1*-OE mouse cochlea was the formation of giant or fused stereocilia, which was previously reported in knockout mice for the protein TRIOBP (Kitajiri et al, 2010), which is a component of the stereocilia rootlets (Pacentine et al, 2020), for the unconventional MYO6 (Self et al, 1999) that localizes at the base and all along the length of the stereocilia (Hertzano et al, 2008) and for a protein associated with the shaft connectors located between stereocilia (PTPRQ, Goodyear et al, 2003). RNA-seq analysis did not show any significant changes in the genes encoding the above three proteins in the cochlea of *Kir2.1*-OE mice but did identify 118 upregulated genes with annotations related to actin filament or microtubule regulation. This included cytoskeletal genes *Mapt*, *Sptb*, *Plec*, and *Nefh*, kinesin

superfamily proteins, which are microtubule-dependent molecular motors (*Kif1a*, *Kif5a*, *Kif5c*, *Kif21a*, *Kif21b*), and several components of the Rho-GTPase pathway (*Rock1*, *Iqgap1*, *Iqgap2*, *Itpr1*, *Itpr2*, *Itpr3*, *Arhgap13*, *Argef11*, *Argef17*, *Trio*, and *Kalrn*). Although most of the identified genes are possible novel candidates involved in hair cell development, we found some that have previously been associated with hair-bundle morphology. For example, the actin-binding protein spectrin isoform SPTBN1 (*Sptbn1*), which is expressed in the rootlets actin filaments of the stereocilia (Furness *et al*, 2008), and together with TRIOBP contributes to strengthen their insertion point into the apical membrane of the hair cells (Pacentine *et al*, 2020), is required for the correct hair-bundle morphology. In the absence of SPTBN1 mice are deaf (Liu *et al*, 2019). Furthermore, the actin crosslinking family protein 7 (ACF7) and the microtubule-associated protein 1A (MAP-1A), which are encoded by the genes *Macf1* and *Macp1a*, respectively, are also involved in the organization of the cuticular plate of the hair cells (Jaeger *et al*, 1994; Antonellis *et al*, 2014), which is the point of stereocilia insertion of the hair bundles. Finally, the non-muscle myosin Type IIA (MYH9) has been linked to both syndromic and nonsyndromic hearing loss due to the disruption of the hair cell stereociliary bundles (Mhatre *et al*, 2006). Among the identified transcription factors, we found enrichment for regulatory factor X (RFX), which plays a role in

ciliogenesis in many different organisms (Lemeille *et al*, 2020). In mammals, *Rfx3* is involved in ciliary assembly and motility, and *Rfx4* is known to modulate Shh signaling and regional control of ciliogenesis (Ashique *et al*, 2009). Moreover, recent work has shown that the RFX family is essential for hearing in mice, with mice at 3 months of age showing a loss of stereocilia structure (Elkon *et al*, 2015).

Altogether, these results indicate that the intrinsic  $Ca^{2+}$ -dependent action potential activity in IHCs during the second post-natal week is necessary to drive their full morphological and functional maturation into auditory sensory receptors. The absence of such activity led to the upregulation of the genetic pathways involved in the maintenance of cytoskeletal homeostasis, possibly as an attempt to repair or compensate for the progressive deterioration of the actin-based hair bundles. Moreover, we found that the MET channel of the IHCs from *Kir2.1*-OE mice acquire a reduced  $Ca^{2+}$  sensitivity, which could be a potential compensatory mechanism for maintaining resting MET current size as the MET current is rapidly declining. Although genetic compensation responses following the mutation of genes have been described in many organisms including zebrafish and mice (e.g., El-Brolosy & Stainier, 2017; Buglo *et al*, 2020), their underlying mechanisms remain largely unknown.

Materials and Methods

Reagents and Tools table

Reagents and Tools table (continued)

## Methods and Protocols

### Ethics statement

Animal work was licensed by the Home Office under the Animals (Scientific Procedures) Act 1986 (PPL\_PCC8E5E93) and was approved by the University of Sheffield Ethical Review Committee (180626\_Mar). For *ex vivo* experiments mice were killed by cervical dislocation followed by decapitation. Mice had free access to food and water and a 12 h light/dark cycle.

### Transgenic mice

The transgenic mouse line *Otof*<sup>rtTA</sup> expressing rtTA driven by the *Otof* promoter was constructed by Ozgene Pty Ltd (Bentley WA, Australia). In these mice, the expression of a target gene is controlled by a reverse tetracycline-controlled transactivator *rtTA* (Tet-On system; Baron & Bujard, 2000). *Otof* encodes for the ribbon synaptic Ca<sup>2+</sup> sensor otoferlin, which in the cochlea is expressed exclusively in hair cells but primarily in IHCs from around birth (Roux *et al*, 2006). Homozygous *Otof*<sup>rtTA</sup> mice were paired with heterozygous *tet<sup>o</sup>-Kir2.1-IRES-tau-lacZ* mice (*Kir2.1*: Jackson laboratories, 009136, Yu *et al*, 2004). Both mouse lines (*Otof*<sup>rtTA</sup> and *Kir2.1*) were maintained on the C57BL/6N background. The resultant compound heterozygous mice, which we named *Kir2.1-OE* (*Kir2.1-OverExpression*) mice for simplicity, allowed cell-specific overexpression of the inward rectifier K<sup>+</sup> channel *Kir2.1* in the IHCs when mice were treated with doxycycline (DOX). Littermate heterozygous *Otof*<sup>rtTA</sup> mice treated with DOX were used as controls. Pregnant, breast-feeding females and weaned pups (controls and *Kir2.1-OE*) were given 0.5 mg/ml of DOX daily in their drinking water, a dose that was previously optimized for the mouse cochlea (Johnson *et al*, 2013).

### Tissue preparation

Cochleae were dissected out from the inner ear of the mouse using an extracellular solution composed of (in mM): 135 NaCl, 5.8 KCl,

1.3 CaCl<sub>2</sub>, 0.9 MgCl<sub>2</sub>, 0.7 NaH<sub>2</sub>PO<sub>4</sub>, 5.6 D-glucose, 10 HEPES. Sodium pyruvate (2 mM), amino acids, and vitamins were added from concentrates (Thermo Fisher Scientific, UK). The pH was adjusted to 7.48 with 1 M NaOH (osmolality ~308 mOsm/kg). The dissected cochleae were transferred to a microscope chamber and immobilized via a nylon mesh attached to a stainless-steel ring as previously described (Marcotti *et al*, 2003b). The chamber (volume ~2 ml) was perfused from a peristaltic pump and mounted on the stage of an upright microscope (Olympus BX51, Japan; Leica DMLFS, Germany) equipped with Nomarski Differential Interference Contrast (DIC) optics (60× or 64× water immersion objective) and 15× eyepieces. The microscope chamber was continuously perfused with the extracellular solution by a peristaltic pump (Cole-Palmer, UK).

### Whole-cell electrophysiology

How the deposited data were processed for this re-analysis (not part of the article)

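RNA of cochlear sensory epithelium from Kir2.1-OE mice and littermate controls was sequenced by the study at P9, with 3 pools of 8 cochleae from 4 mice in each group and DOX at 0.5 mg/ml in the drinking water of both. The authors enriched poly(A) RNA, sequenced it in pairs of reads, mapped the reads to the mm10 mouse genome with the nf-core RNA pipeline and estimated the reads of each gene with Salmon; the paper's text gives neither the version of these tools nor the gene annotation, and it does not name a strand setting or a removal of duplicate reads. The authors deposited these expected counts, estimates that need not be whole, for 24411 gene symbols per library, without division by length or by library size. The paper's Dataset EV2 gives between 80941326 and 93595071 sequenced reads per library, before mapping and counting; the values here use the assigned reads, 36145499, 38193109 and 35430940 in Kir2.1-OE replicates 1 to 3 and 37228898, 41205047 and 37063812 in control replicates 1 to 3.

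Samples were grouped by genotype and numbered as the study's labels give them. No 2 libraries of a group differed by as little as sampling noise, since the chi-square per degree of freedom between libraries of a group lay between 16.3 and 32.4. The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3: TMM scaling, with factors between 0.984 and 1.01, filterByExpr, which kept 15303 genes, the quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.05 with a fold change above 1.5, and by glmTreat against a log2 fold change of 0.6. Each statistic of Dataset EV1 was checked to be within 7.1e-05 of the distance of the log2 fold change from 0.6 divided by its standard error. Fold changes are given on the log2 scale. Normalized counts are counts scaled by the TMM library sizes. Principal components used rlog values from DESeq2 1.42.0. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and, beside it, with fry and with an estimated correlation; 13 lists were tested and adjusted together. Lists were also set beside 10000 random lists of the same size, each gene replaced by 1 of its 50 nearest genes in mean expression, transcript length and GC content. With 3 pools against 3, an exact permutation test of a single gene cannot go below 0.10.

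Of the 24411 gene symbols, 23376 were matched to the GENCODE vM21 annotation of mm10 by symbol and 669 through an older symbol, and 366 were not matched. Transcript length and GC content were taken from the longest annotated transcript of each gene. For the length and GC offsets, a loess trend with a span of 0.4 of each library's log2 ratio to the mean library was fitted on log transcript length and GC content and entered the model as an offset for each gene and library. Genes without a length received no such correction.

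The genes named in the text were fixed by a rule: each gene the paper names as an RNA-seq result, Kcnj2, the 5 highest and the 5 lowest log2 fold changes among called genes with a mean normalized count of at least 50 and no overlap between the groups, and the members of the marker lists. The markers of cell types were inner hair cell, shared hair cell, outer hair cell, supporting cell, spiral ganglion neuron, glia, melanocyte, cartilage and bone, fibrocyte, erythrocyte and macrophage genes; lists of immediate-early genes, ribosomal protein genes and sex-linked genes were added. The lists, the rule and the alternatives below, apart from the 3 named as later, were set before the data were examined. Genes encoded by the mitochondrial genome were planned as a list and are not analysed here.

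The alternatives were DESeq2's size factors, library size alone and upper quartile scaling; no filter and a minimum of 10 counts in every library; a block for the replicate number; the length and GC offsets, alone and with the block; each library left out in turn; DESeq2's Wald test, with and without a null log2 fold change of 0.6; limma-voom; unrounded counts; and no fold change threshold. A block for pools with Xist reads, and offsets from the median transcript or from the longest transcript with a curated RefSeq match, were chosen after seeing the data. An adjusted p-value that DESeq2 did not give was left out.

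The edgeR model was tested on simulated data, in which counts were drawn for the real genes from the real means and library sizes and 200 genes were changed. It called 93.5% of the 200 genes and 10 unchanged genes of 15213 tested. With a length trend added to the simulation it called 1686 unchanged genes of 15207, and 7 once the offsets were included. The added trend was linear in the log length of the longest transcript, which the offsets also fit, so its removal was built in. Log2 fold changes of unchanged genes then correlated with length at 0.873, against 0.557 in the data. No GC trend and no wrong transcript length were simulated, so how well the offsets work on the real data was not tested. Gene ontology and pathway enrichment, the search for motifs near transcription start sites, the network of protein interactions and the overlap with SOX9 binding were not analysed here, and some of the genes the paper names are not reported here. Estimated counts can be split between near-identical genes, so values of ribosomal protein, hemoglobin and other multicopy genes are uncertain, as are those of genes that overlap on opposite strands.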

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

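Of the tests in this part, those on the sex mix of the pools, on the excess left after the offsets and without a fold change threshold, on marker genes of other cell types, on classes of mean count, on ribosomal protein genes after the offsets, on erythrocyte and melanocyte markers and on immediate-early genes were chosen only after the result was seen.

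Log2 fold changes rose with transcript length also among the 14582 genes outside Dataset EV1 (Spearman's rho = 0.515), a pattern the paper does not discuss. In each library by itself, the log2 ratio to the mean library correlated with length, at 0.472 to 0.509 in the 3 Kir2.1-OE libraries and at -0.541 to -0.433 in the 3 controls. The loading of genes on PC1 correlated with length too, at 0.607. Steadier estimates of long genes through their higher counts are argued against, because the correlation was at least 0.40 within each of the 5 classes of mean count. A bias between libraries by transcript length or GC content is a candidate explanation: with the offsets, 12 genes were higher in the test against a log2 fold change of 0.6, where 832 were without them. The offsets remove whatever follows length, however, whether it arose in the libraries or in the cells. The paper's Dataset EV2 gives between 38.1% and 43.7% duplicate reads in Kir2.1-OE and between 45.5% and 49.7% in control libraries, and 2.16% to 2.57% against 1.63% to 1.81% of tags in introns, so that both measures parted the groups. Neither the labels nor the paper name a library batch, so none was tested. A response of the IHCs alone as the whole cause is argued against, since log2 fold changes also rose with length over 70 marker genes of cell types other than hair cells (0.353), and within the 8 lists that hold these genes (correlation of ranks centred in each list 0.361, permutation test within lists, two-sided, p = 0.00438). These correlations are across genes, which are not independent replicates. A stronger response in the IHCs than in other cells was not tested, and a biological effect of the genotype on long transcripts stays open.

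The excess of higher genes (75.2% of calls) was also examined. An effect of scaling for composition as the whole cause is argued against past the 1.5-fold threshold, since 57.9% of calls were higher under the scaling that lowered the share most, upper quartile. Without a fold change threshold the excess depended on the scaling: 4184 genes were higher and 3590 lower with TMM. Under upper quartile scaling 3499 were higher and 4689 lower, or 42.7% higher. That scaling moved the log2 fold changes together, by -0.0896 at the median, which shifts this balance by construction. Whether scaling explains the excess among small changes therefore cannot be decided by this test. The sex mix of the pools is argued against as well, because 2390 genes were higher with the presence of Xist reads as a block. With the length and GC offsets, 73.3% of calls past the 1.5-fold threshold were still higher. Without a fold change threshold 2628 genes were then higher and 2308 lower, and in the test against a log2 fold change of 0.6, 12 and 18. The offsets rest on each gene's longest annotated transcript and left a median of 0.121 above 8000 nt. Whether transcript length and GC content account for the whole excess therefore cannot be decided by this test. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many calls; the other splits gave 0 or 1 calls, with 53 to 402 genes at an unadjusted p-value under 0.05 against 8777 for the real split. The real split thus stood far apart from the others, although with 10 splits the share cannot fall under 0.1.

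The ribosomal protein genes, which the paper does not discuss, had a median log2 fold change of -0.791, and 60 of 64 were called lower. The camera test gave an adjusted p-value of 1.05e-22 among 13 lists, and fry 0.00799, but camera with an estimated correlation gave 0.67; over all alternatives it lay between 1.19e-25 and 0.67. Random lists drawn to match expression, length and GC content lay higher, at a median of -0.418, with 95% of them between -0.493 and -0.349. The match was incomplete, as the matched genes had a median length of 1380 nt against 1108 nt. Their median expression was lower too, at 7.79 against 9.09 on a log2 scale. After the offsets the median of the ribosomal protein genes was -0.363, still below lists matched on expression (-0.159 to 0.0372), and 10 genes were called lower. With offsets from the RefSeq transcript it was -0.259, with 3 genes called lower. With those from the median transcript it was -0.643, with 45 called lower. Length or GC bias as the whole cause is therefore not excluded, since the match was incomplete and the value depends on the transcript used. Reads shared with the many processed copies of these genes may add to the pattern and were not tested, and a biological decrease stays open as a hypothesis.

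Erythrocyte and melanocyte markers lay lower in Kir2.1-OE cochleae, at medians of -1.18 and -1.15, in cell types the paper does not discuss. In camera the adjusted p-values were 0.0858 and 0.263. The erythrocyte result depended on the setting, with adjusted p-values between 0.0199 and 0.784 over all alternatives: the list was past the threshold with at least 10 counts in every library (0.0439) and with Xist reads as a block (0.0199), but not under fry (0.21). Length or GC bias as the whole cause is argued against for both, since the 5 erythrocyte genes with a length had a median of -1.02 against -0.409 for matched lists (95% between -0.641 and -0.0587, with a median length of 1080 nt against 699 nt), and the melanocyte genes lay below matched lists with a median of 0.02. Hba-a1 had 7789 ± 860 normalized counts (SD, n = 3) against 17596 ± 10610, a wide spread between the control pools. Without control replicate 1 the erythrocyte median was -0.562, and the list was also past the threshold without control replicate 2 (-1.38) and without control replicate 3 (-1.37). The hemoglobin genes also share reads between copies. Among the 6 melanocyte genes tested, Dct, Tyr (-2.07), Slc45a2 (-2.25) and Pmel (-0.48) were lower, while Tyrp1 (0.13) and Mitf (0.64) were not, and with at least 10 counts in every library 4 genes were left, at -0.174. A smaller share of blood and pigment cells in the Kir2.1-OE dissections is a candidate explanation that was not tested further, and a biological difference stays open.

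The 5 lowest log2 fold changes among called genes with a mean normalized count of at least 50 and no overlap between the groups were those of Slc22a3 (-2.28), Rps27 (-2.26), Ostn (-2.13), Dct (-1.81) and Galr1 (-1.64), none of which the paper's text discusses. After correction by the length and GC offsets they were -2.41, -1.69, -1.66, -1.62 and -1.56. The control pools of Slc22a3 (339.9 ± 196) and Ostn (96.8 ± 53.4) spread widely, and Ostn was not called in the test against 0.6. Rps27 counts are uncertain, because its copies could take part of its reads. For Slc22a3, Ostn and Galr1 no biological explanation was tested.

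The 16 immediate-early genes tested, whose transcripts follow activity in many cells, had a median log2 fold change of 0.46, with 7 called higher (camera, adjusted p = 0.0429; fry, 0.012; between 0.012 and 0.67 over all alternatives). The list was no longer past the threshold without Kir2.1-OE replicate 1 (0.453) or without control replicate 1 (0.440). The hypothesis that fewer action potentials lower these transcripts in the dissected tissue is argued against by this direction, which lay above matched lists (0.0235, with 95% of them between -0.158 and 0.288). IHCs are a small part of the tissue, so the value does not speak for the IHCs alone. Nr4a2 had 336 ± 20.3 normalized counts against 171.4 ± 12.7, while Btg2, Dusp1 and Ier2 were lower, at -0.48, -0.24 and -0.15.

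Xist, which cells with 2 X chromosomes express, had 1, 0 and 826 counts in Kir2.1-OE replicates 1 to 3 and 0, 632 and 367 in control replicates 1 to 3, a difference between pools of both groups that the paper does not discuss. The Y-linked gene Ddx3y had 2523, 2539 and 2360 counts in the 3 pools with at most 1 Xist count (Kir2.1-OE replicates 1 and 2, control replicate 1). In Kir2.1-OE replicate 3 and control replicates 2 and 3 it had 1731, 1664 and 1711. The Y-linked genes Eif2s3y, Kdm5d and Uty were also higher in the former pools. The pools may therefore have differed in their share of females, with at most 1 Xist count in 3 of them. With Xist reads as a block, 766 genes were lower, against 778 without it.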

How the results depend on the processing

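The offsets from other transcripts and the block for Xist reads were the alternatives chosen after seeing the data. The excess of higher over lower genes was present under each of them in the 1.5-fold test. Under DESeq2's size factors, library size alone, no filter, at least 10 counts in every library, unrounded counts, limma-voom and DESeq2's Wald test, the number of genes past the 1.5-fold threshold lay between 2282 and 2392 for higher and between 763 and 821 for lower genes. Without a fold change threshold it was 4184 and 3590, and with upper quartile scaling the excess then turned, to 3499 and 4689. Upper quartile scaling gave 1378 lower genes, and 105 lower genes in the test against a log2 fold change of 0.6, since it moved all log2 fold changes by -0.0896 at the median. It turned the medians of the shared hair cell (-0.0624) and fibrocyte (-0.0253) markers. DESeq2's test against 0.6 gave 30 lower genes; the cause was not tested.

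The length and GC offsets changed many of the results, by removing what follows length and GC content. They gave 1120 higher and 409 lower genes, and 12 and 18 in the test against 0.6. Of the Fig 8D genes 64 were called, and 2 against 0.6; of the 62 genes the text names as upregulated, 61 without the offsets, 32 were called, and 2 against 0.6. Log2 fold changes turned to -0.0248 (Col5a1), -0.0398 (Rfx3), -0.337 (Triobp), -0.0559 (Myo6) and -0.0798 (Arhgef17). Of 73 genes the paper names, 36 kept their direction and their side of the threshold, 32 were no longer past it and 5 turned. List medians turned to -0.181 (shared hair cell), 0.0688 (outer hair cell), 0.00300 (supporting cell) and 0.257 (macrophage, then past camera's threshold), and that of inner hair cell markers, 0.0797, was no longer past the threshold. By construction the correlations of log2 fold change with length and GC content went to -0.00225 and -0.000106.

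The replicate numbers did not pair the libraries: deviations from the group means of libraries with the same number correlated at -0.106, -0.232 and -0.213. With the replicate block, 2220 genes were higher and 718 lower, and against 0.6, 637 and 13; it leaves fewer degrees of freedom. The erythrocyte list was past camera's threshold with the block, at a median of -1.02. The block together with the length and GC offsets gave 812 and 335, and 1 and 1 against 0.6. It left 61 Fig 8D genes, 1 against 0.6, and 30 text genes, 0 against 0.6, where 23 had an unadjusted p-value under 0.05. Col5a1, Rfx3, Triobp, Myo6 and Arhgef17 then had -0.0264, -0.0349, -0.338, -0.0580 and -0.0798, the shared hair cell, outer hair cell, inner hair cell and macrophage medians were -0.170, 0.0676, 0.0830 and 0.258, the last again past camera's threshold, and the length and GC correlations were -0.00121 and 0.000265.

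Offsets from the longest transcript with a RefSeq match gave 1109 and 321 genes, 18 and 9 against 0.6, 65 and 2 Fig 8D genes, and 34 and 2 text genes. Col5a1, Rfx3, Triobp, Myo6 and Arhgef17 had -0.0249, -0.0311, -0.329, -0.0545 and -0.0757; the shared hair cell, outer hair cell, supporting cell, inner hair cell and macrophage medians were -0.0545, 0.0604, 0.0285, 0.0424 and 0.298, and the correlations were 0.0255 and -0.0118. Offsets from the median transcript left a length correlation of 0.408 and gave 474 and 32 genes against 0.6, 72 Fig 8D genes against 0.6, and medians of -0.00256 (inner hair cell), 0.000948 (outer hair cell), -0.0944 (fibrocyte), 0.0576 (macrophage) and 0.411 (immediate-early, no longer past the threshold). Under the offsets from the median transcript, Col5a1, Rfx3, Triobp, Myo6 and Arhgef17 kept their direction, at 0.357, 0.183, 0.415, 0.171 and 0.689. With pools with Xist reads as a block, the shared hair cell and macrophage medians turned to -0.00798 and 0.0217. The cause of these changes was not tested.

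With the correlation between genes estimated, the calls of the inner hair cell (0.682), immediate-early (0.460), ribosomal protein (-0.791) and glia (0.491) lists were lost. The length correlation was 0.437 without a filter, 0.439 for both DESeq2 fits and 0.34 with the median transcript. No filter and the DESeq2 fits include 18616 genes, among them genes with few counts. PC1 and PC2 held 80.6% and 9.99% of the variance with the 1000 most variable genes, and 76.7% and 9.78% with all genes kept by the filter; the cause was not tested.

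Across the 6 fits that each left out 1 library, from 1878 to 2527 genes were higher and from 536 to 1074 lower past the 1.5-fold threshold. Against 0.6 they were from 365 to 951 and from 12 to 69, with 365 and 12 without Kir2.1-OE replicate 1 and 14 lower genes without control replicate 1. The Fig 8D genes numbered 118 in each fit, and from 73 to 118 against 0.6. PC1 held from 84.5% to 90.3% and PC2 from 4.16% to 8.74% of the variance. The medians ranged from 0.360 (without Kir2.1-OE replicate 3) to 0.714 for inner hair cell, from 0.394 to 0.557 for immediate-early, from -0.0469 to 0.103 for shared hair cell, from -0.0600 to 0.181 for fibrocyte, and from -0.0382 to 0.0637 for macrophage markers. The calls of the inner hair cell and immediate-early lists were lost without Kir2.1-OE replicate 1 (0.596 and 0.453) and without control replicate 1 (0.714 and 0.440). The shared hair cell median turned without Kir2.1-OE replicate 2 and without control replicate 2, the fibrocyte median without Kir2.1-OE replicate 2 and without control replicate 1, and the macrophage median without Kir2.1-OE replicate 1 and without control replicate 3. At least 71 of the 73 genes the paper names kept their direction and their side of the threshold in each of these fits; those that did not were Sox9, Rfx4 and Triobp. Low counts limit single genes: Tyr, with 13.9 ± 14.6 normalized counts (SD, n = 3) against 58.6 ± 24.9, ranged from -3.38 to -1.65.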

Differences from the paper's values

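At an adjusted p-value under 0.05 and a fold change above 1.5, 2365 genes were higher in Kir2.1-OE mice against the paper's 589, and 778 were lower against the paper's 30. For the higher genes, the replicate block together with the length and GC offsets gave 812, within 1.5 times of the paper's count; none of the other alternatives set before the data were examined did so, with counts from 1120 to 4184. For the lower genes none of these alternatives closed the gap, with counts from 335 to 3590. The paper names neither a replicate block nor such offsets, so the nearness of 812 does not explain its count. The paper's methods name DESeq2, whose Wald test gave 2282 genes higher and 798 lower. The statistics of Dataset EV1 are those of a test against a log2 fold change of 0.6, so the counts in this paragraph come from an unlike test. DESeq2's test against 0.6 called 566 of the 589 higher and 29 of the 30 lower genes of Dataset EV1.

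In the test against a log2 fold change of 0.6, 57 genes were lower against the paper's 30, while the 832 genes higher were within 1.5 times of the paper's 589. With DESeq2's Wald test against 0.6, the form of the statistics in Dataset EV1, 30 genes were lower and 567 higher. None of the other alternatives set before the data were examined gave a count of lower genes within 1.5 times of the paper's, with counts from 1 to 105. Of the offsets chosen after seeing the data, those from the median transcript gave 32 genes lower and 474 higher, both within 1.5 times of the paper's counts.

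The paper names Setd5 and Col5a1 among the upregulated genes, but neither is in its Dataset EV1. Here Setd5 was called by both edgeR tests at a log2 fold change of 0.95, and was not called by DESeq2's Wald test against 0.6. Col5a1 was called at 0.88 by the 1.5-fold threshold but not by the test against 0.6.

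The paper states that Triobp, Myo6 and Ptprq did not change significantly. Here each had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at log2 fold changes of 0.58, 0.36 and 0.89, and Ptprq was also past the 1.5-fold threshold. Triobp was past it, at 0.64 and 0.61, in the fits without Kir2.1-OE replicate 3 and without control replicate 2. In the tests against a log2 fold change of 0.6, from edgeR and from DESeq2, none of the 3 genes was called.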

Other observations

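Of the tests in this part, the 1 on inner hair cell markers was chosen only after the result was seen. The lists of markers were written from general knowledge of cochlear cell types, and as the tissue holds all these cells, each list is expressed in it.

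Neurofilament and other neuronal genes are among the highest changes, which raised the hypothesis of a different share of spiral ganglion neurons in the dissected tissue. The 12 markers had a median log2 fold change of 0.53 and did not pass camera's threshold (adjusted p = 0.462). Single genes moved apart: Nefm had 1.94 and Nefl 1.55, Uchl1 had -0.80, and Tubb3 had 0.38. Random lists matched on expression, length and GC content had a median of -0.14, with 95% between -0.323 and 0.095. After correction by the length and GC offsets the median was 0.775, above lists matched on expression (95% between -0.184 and 0.231), with 6 genes called higher, while Uchl1 was at -0.45 and Syt1 at -0.25. In camera the list was then still not past the threshold (adjusted p = 0.115; between 0.0588 and 0.918 over all alternatives). Without Kir2.1-OE replicate 3 the median was 0.08, so that this library carries much of it. A larger share of neurons may or may not be present, and it cannot be told apart from a change within neurons, because Uchl1 was lower with and without the offsets while other members rose, and 1 library moves the median.

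The 7 inner hair cell markers had a median of 0.682 (camera, adjusted p = 0.0429; fry, 0.00799; between 0.00799 and 0.853 over all alternatives), with Slc7a14, Otof, Rgs9 and Calb2 called higher and Slc17a8 at 0.09. A different share of IHCs is a candidate explanation. The median with the length and GC offsets was 0.0797 against -0.0344 for lists matched on expression, and without them it lay above the range that holds 95% of matched lists (-0.132 to 0.616). A changed share of IHCs and a changed expression within them cannot be told apart here, since the outcome depends on the offsets. The median was 0.360 without Kir2.1-OE replicate 3, and the list was no longer past camera's threshold without Kir2.1-OE replicate 1 (0.596) or without control replicate 1 (0.714). Of these 7 genes 1 is in Dataset EV1.

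The other lists had medians of 0.03 for 15 shared hair cell markers (adjusted p = 0.737 from camera), -0.07 for 8 outer hair cell markers (0.91), -0.08 for 10 supporting cell markers (0.881), 0.49 for 10 glia markers (0.0363), 0.58 for 11 cartilage and bone markers (0.13), 0.06 for 8 fibrocyte markers (0.976) and -0.02 for 8 macrophage markers (0.894). The macrophage list was higher and past camera's threshold with the length and GC offsets (0.257) and with those from the RefSeq transcript (0.298), at adjusted p-values of 0.0157 and 0.00613 (between 0.00613 and 0.991 over all alternatives). The cartilage and bone list was past it with Xist reads as a block (0.665), and its median was 0.309 without control replicate 1. The glia list was not past the threshold under fry (adjusted p = 0.0708) or in camera with an estimated correlation (adjusted p = 0.784; between 0.00183 and 0.784 over all alternatives). It was also not past the threshold without Kir2.1-OE replicate 3 (0.346) or without control replicate 1 (0.424). In camera it stayed past the threshold with the length and GC offsets (median 0.628, adjusted p = 0.00289). The same held for those from the RefSeq transcript (median 0.624, adjusted p = 0.00456 from camera). Of the shared hair cell markers 2 are in Dataset EV1 and 3 are in lists of genes the paper names.

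The transcription factors whose motifs the paper reports were examined as genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Sox9 had a log2 fold change of 0.62 (adjusted p = 2.76e-04), Rfx4 1.17 (adjusted p = 0.0443), Rfx3 0.34 (adjusted p = 0.0229), Isl1 -0.34 (adjusted p = 0.0691) and Gfi1 -0.25 (adjusted p = 0.14). Sox9 and Rfx4 were called at the 1.5-fold threshold. In edgeR's glmTreat test against 0.6 the lowest adjusted p-value of the 5 genes was 0.387 (Rfx4). Neither gene was called with the length and GC offsets, Sox9 because its log2 fold change of 0.51 lay under the threshold and Rfx4, at 1.16, because of its adjusted p-value. Rfx4 had 66.3 ± 20.2 normalized counts (SD, n = 3 pools) against 29.3 ± 15.8, and its call was lost without Kir2.1-OE replicate 1 (0.90), Kir2.1-OE replicate 2 (1.19) or control replicate 1 (0.79), while that of Sox9 was lost without Kir2.1-OE replicate 1 (0.56) or control replicate 1 (0.58). Gfi1b and Rfx6 had too few counts to be tested.

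The hair-bundle proteins that the paper examined by immunostaining were compared as transcripts. Myo15 had a log2 fold change of 1.46 (standard error 0.161), Whrn 0.77 (standard error 0.157) and Eps8 0.28 (standard error 0.109). Of the 4 genes with Myo6, 2 were called, and 2 when adjusted over the list alone. Myo15, Whrn and Eps8 had 0.30, 0.27 and 0.15 with the length and GC offsets, under the 1.5-fold threshold. The counts are those of the dissected tissue at P9, not of the hair bundles.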
